# Methionine consumption by cancer cells drives a progressive upregulation of PD-1 expression in CD4 T cells

**DOI:** 10.1038/s41467-023-38316-9

**Published:** 2023-05-05

**Authors:** Mahesh Pandit, Yun-Seo Kil, Jae-Hee Ahn, Ram Hari Pokhrel, Ye Gu, Sunil Mishra, Youngjoo Han, Yung-Taek Ouh, Ben Kang, Myeong Seon Jeong, Jong-Oh Kim, Joo-Won Nam, Hyun-Jeong Ko, Jae-Hoon Chang

**Keywords:** Cancer metabolism, Cancer microenvironment, Tumour immunology

## Abstract

Programmed cell death protein 1 (PD-1), expressed on tumor-infiltrating T cells, is a T cell exhaustion marker. The mechanisms underlying PD-1 upregulation in CD4 T cells remain unknown. Here we develop nutrient-deprived media and a conditional knockout female mouse model to study the mechanism underlying PD-1 upregulation. Reduced methionine increases PD-1 expression on CD4 T cells. The genetic ablation of SLC43A2 in cancer cells restores methionine metabolism in CD4 T cells, increasing the intracellular levels of S-adenosylmethionine and yielding H3K79me2. Reduced H3K79me2 due to methionine deprivation downregulates AMPK, upregulates PD-1 expression and impairs antitumor immunity in CD4 T cells. Methionine supplementation restores H3K79 methylation and AMPK expression, lowering PD-1 levels. AMPK-deficient CD4 T cells exhibit increased endoplasmic reticulum stress and *Xbp1s* transcript levels. Our results demonstrate that AMPK is a methionine-dependent regulator of the epigenetic control of PD-1 expression in CD4 T cells, a metabolic checkpoint for CD4 T cell exhaustion.

## Abstract (web summary)

The deprivation of amino acids in the tumor microenvironment affects T cell survival and activation. Here the authors show that reduced levels of methionine are associated with PD1 upregulation in CD4+ T cells and that methionine supplementation promotes CD4+ T cell dependent anti-tumor immune responses.

## Introduction

Cancer cells import large amounts of nutrients from the tumor microenvironment (TME) to support biosynthetic demands associated with their survival and proliferation^1^. Therefore, the TME has always been a nutrition-competitive environment for cancer cells and immune cells. Metabolic changes and a nutrient-deficient environment in the TME promote tumor growth and impair antitumor immunity, exhausting T cells^2,3^. T cells are a focal point for activating the immune system against cancer, particularly owing to their capacity for antigen-directed cytotoxicity^4^.

CD4 T cells show efficacious antitumor immunity by helping CD8 cytotoxic T lymphocytes (CTLs) or by direct antitumor activity^5,6^. Particularly, CD4 T cells and interferon (IFN)-γ control tumor growth without CD8 T cells^7^. Persistent exposure to cancer antigens without appropriate stimulation acts as a trigger for T cell exhaustion. Exhausted T cells show reduced effector function and different molecular-biological profiles, particularly increased surface expression of PD-1. Although CD8 T cell exhaustion has been well-established and considered a target of immunotherapy for cancer patients, relatively few studies have focused on the importance of PD-1 blockade for increased PD-1 expression and the functional recovery of CD4 T cells.

Amino acids are crucial for the normal function of cancer cells and T cells^8^. A nutrient-deprived TME is characterized by the limited utilization of amino acids such as glutamine, arginine, alanine, tryptophan, and methionine, which affects T cell survival, activation, differentiation, and acquisition of effector functions^8–10^. Leucine, an essential amino acid, is required for the immunological activation of CD4 T cells^11,12^. However, the degradation of tryptophan into kynurenine inhibits the activation of CD4 T cells and leads to their exhaustion^13,14^. Serine, glycine, and the one-carbon metabolism pathway contribute to the expansion of effector T cells^15^. Similarly, asparagine is crucial for the activation of CD8 as well as CD4 T cells^16^. In addition, targeting T cell metabolism can improve anti-cancer immunotherapy^17^. The roles of several amino acids on CD8 T cell regulation and effector function have been well-studied and reported; however, the effect of amino acids on the regulation of effector CD4 T cell functions are under-explored.

TME stifles T cell effector functions by upregulating immune suppressive proteins such as programmed cell death 1 (PD-1), cytotoxic T lymphocyte associated protein 4 (CTLA4), and T cell immunoglobulin domain and mucin domain 3 (TIM3) on T cells^18^. PD-1 is one of the hallmarks of T cell exhaustion, often associated with T cell dysfunction and unresponsiveness in cancer^19,20^. PD-1 signaling restricts initial immunological responses, maintains peripheral tolerance, and promotes tumor growth^19^. Blocking PD-1 signaling using anti-PD-1 therapy is effective anti-cancer immunotherapy^21^.

Previous studies have reported ways of transcriptional modulation of PD-1 expression. Signaling through signal transducer and activator of transcriptions (STATs), nuclear factor of activated T cells 1 (NFATc1), c-Fos, and transforming growth factor (TGF)-β are known to induce PD-1 transcription^22,23^. GSK3β also induces PD-1 expression by suppressing T-bet expression^24^. On the contrary, T-bet inhibits PD-1 transcription by binding upstream of *Pdcd1*^25^. DNA methylation on the CpG site of *Pdcd1* is also associated with the direct transcription of *Pdcd1*^26^. However, the metabolic mechanisms regulating PD-1 expression, such as factors regulating PD-1 in the TME, remain unknown. Here, we addressed how the high PD-1-expressing CD4 T cells are developed in the TME from a metabolic perspective.

In this work, we demonstrate methionine-dependent regulation of CD4 T cell exhaustion in the tumor microenvironment. Methionine consumption by cancer cells causes defects in the methionine cycle in CD4 T cells. Therefore, a sufficient supply of extracellular methionine in the TME is crucial for CD4 T cells to induce antitumoral immunity by limiting the expression of PD-1. Additionally, we identify epigenetic link between methionine metabolism and AMPK which downregulates PD-1 expression to enhance anti-tumoral immunity.

## Results

### Reduced level of methionine augments PD-1 expression in CD4 T cells

To determine the immune cells that exhibit higher PD-1 expression in the TME, we analyzed PD-1 expression in immune cells isolated from the draining lymph nodes of tumor-bearing or tumor-free mice. PD-1 expression was markedly upregulated in CD4, CD8, and regulatory T (Treg) cells, but not in B cells, from tumor-bearing mice, compared to those from tumor-free mice (Fig. 1a). Despite PD-1 expression being induced in T cells under inflammatory conditions, we observed higher PD-1 expression in tumor-infiltrating T cells than in T cells from tissues with severe inflammation (Supplementary Fig. 1a, b). Our findings suggest that the TME greatly upregulates PD-1 expression in T cells.

**Fig. 1:**
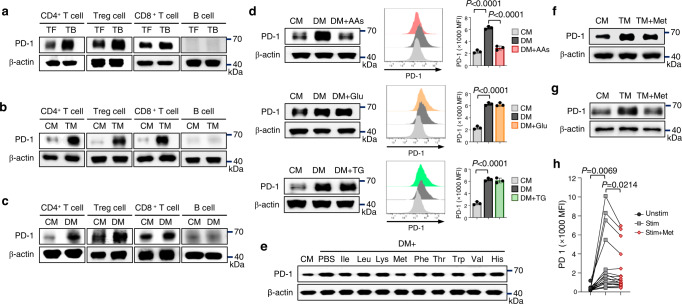
Reduced methionine augments PD-1 expression in CD4 T cells. **a** Immunoblot analysis of PD-1 expression in CD4, Treg, CD8, and B cells isolated from the inguinal lymph node of tumor-free mice (*n* = 6) and dLN of tumor-bearing mice (*n* = 6). The experiment was performed three times. **b** Immunoblots showing PD-1 expression in activated immune cells were cultured in complete medium (CM) or tumor-conditioned medium (TM) for 72 h. **c** Immunoblots of PD-1 expression in cells cultured in CM or dialyzed medium (DM) for 72 h. The experiment was performed three times. **d** Effects of nutrient supplementation on PD-1 expression in DM-cultured CD4 T cells. Immunoblots for PD-1 and the mean fluorescence intensity (MFI) of PD-1 expression are represented in bar graphs (*n* = 3). The experiment was performed three times. **e** Immunoblots of PD-1 expression in CD4 T cells cultured in CM or DM supplemented with individual essential amino acids. The experiment was performed two times. **f**, **g** PD-1 expression on activated murine CD4 (**f**) and human CD4 T cells (**g**) cultured in CM or TM with or without methionine. The experiment was performed two times. **h** Effect of additional methionine treatment (200 μM) on PD-1 expression in activated human CD4 T cells (*n* = 18). Statistical analyses were performed using one-way analysis of variance (**d**). ANOVA followed by Holm-Sidak’s multiple comparisons test (**h**). Data are presented as mean ± standard error of the mean. Source data are provided as a Source Data file.

The deprivation of nutrients, accumulation of tumor metabolic waste, or excretion of exosomes from cancer cells in the TME may be associated with the upregulation of PD-1^27–29^. Therefore, we cultured immune cells in tumor-conditioned media (TM) obtained from B16F10 melanoma cells. We observed a significant upregulation of PD-1 expression in CD4, CD8, and Treg cells cultured in TM following TCR and CD28 concomitant stimulation (Fig. 1b). Since rapidly proliferating tumor cells may outcompete T cells with high nutrient demands^30^, we investigated whether the deprivation of nutrients was responsible for the upregulation of PD-1 in T cells. To do this, we cultured immune cells in complete medium (CM) or dialyzed medium (DM). When the immune cells were cultured in DM, the expression levels of PD-1 were similar to those of the TM cultures (Fig. 1c), indicating that reduced nutrition in the TME triggers PD-1 upregulation. Moreover, supplementation with essential amino acids in DM abrogated DM-induced PD-1 upregulation in CD4 T cells, whereas the addition of glucose and triglycerides did not (Fig. 1d). Supplementation with essential amino acids did not restrict the upregulation of PD-1 in CD8 T cells (Supplementary Fig. 1c–e), indicating that the upregulation of PD-1 expression in CD4, but not CD8 T cells, is associated with reduced levels of essential amino acids. Supplementation with methionine restrained PD-1 expression in activated murine CD4 T cells cultured in DM and TM (Fig. 1e, f) and activated human CD4 T cells cultured in TM (Fig. 1g). Similar results were obtained when activated human CD4 T cells were cultured in CM or CM supplemented with methionine (Fig. 1h).

### Methionine supplementation enhances antitumor immunity in a CD4 T cell-dependent manner

To assess the effects of methionine in vivo, B16F10 melanoma cells were transplanted into C57BL/6 mice. The intratumoral administration of methionine delayed tumor growth and reduced tumor mass (Fig. 2a and Supplementary Fig. 2a). The percentages of tumor-infiltrating CD4 and CD8 T cells as well as interferon (IFN)-γ and granzyme B (GZB) secretion were higher in the methionine-treated group than in the PBS-treated group (Supplementary Fig. 2b, c). Methionine treatment further reduced PD-1 expression in CD4 (Fig. 2b) but not in CD8 T cells (Supplementary Fig. 2d). B16F10-transplanted Rag1^−/−^ mice exhibited no alterations in tumor growth between the PBS- and methionine-treated groups (Fig. 2c), indicating that the antitumor effect of methionine was mediated by T cells. We performed an in vitro CTL killing assay using CD4 T cells with either high PD-1 (from PBS-treated tumor-bearing mice) or low PD-1 (from methionine-treated tumor-bearing mice) expression levels (Fig. 2d). CFSE^high^-labeled TC-1 (right) and CFSE^low^-labeled B16F10 cells (left) were used as target and control cells, respectively (Fig. 2d). We observed that PD-1^low^CD4 T cells enhanced the in vitro cytotoxic activity of tumor-infiltrating CD8 T cells isolated from TC-1 tumor against CFSE^high^-labeled TC-1 target cells compared to PD-1^high^ CD4 T cells (Fig. 2d). In addition, when CD4 T cells were depleted in B16F10-transplanted mice, the increased antitumor effect and CD8 T cell activity caused by methionine treatment were reduced (Supplementary Fig. 2e–g), suggesting that methionine treatment enhances antitumor CD4 T cell immunity.

**Fig. 2:**
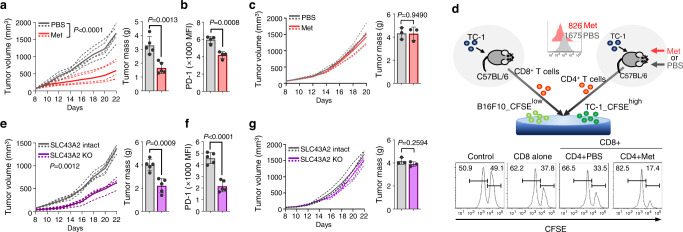
Methionine supplementation enhances antitumor immunity. Tumor volume and weight (n = 5 per group) (**a**) and PD-1 expression in tumor infiltrating CD4 T cells (*n* = 4 per group) (**b**) of mice transplanted with B16F10 melanoma cells and treated with methionine (40 mg/kg; intra-tumor) or control phosphate-buffered saline (PBS) every alternate day starting at day 8. **c** B16F10 tumor volume and tumor mass of Rag1^−/−^ mice who underwent PBS or methionine treatment every alternate day starting at day 8 (*n* = 3 per group). **d** Tumor-specific CD8 T cell-mediated cytotoxicity in vitro assay in the presence of CD4 T cells obtained from TC-1-bearing mice treated with PBS or methionine (*n* = 3 per group; the experiment was repeated twice). **e**, **f** Tumor volume and tumor mass (**e**) and PD-1 expression in tumor-infiltrating CD4 T cells analyzed using flow cytometry (**f**) in wild-type (WT) mice (*n* = 5 per group) injected with SLC43A2 KO or SLC43A2-intact B16F10 cells. **g** Tumor volume and tumor mass of SLC43A2-intact and SLC43A2 KO B16F10 cells were monitored in Rag1^−/−^ KO mice (*n* = 3 per group). Statistical analyses were performed using two-way analysis of variance (ANOVA) for tumor volume (**a**, **e**) and Two-tailed Student’s *t* test **(a**–**g)**. Data are presented as mean ± standard error of the mean. Source data are provided as a Source Data file.

As the level of PD-1 expression on the T cells was reduced by methionine supplementation, a defect might have occurred in the methionine uptake efficiency of the T cells themselves or the extracellular methionine concentration might have decreased because of enhanced methionine use by the tumor. The levels of the main methionine transporters of CD4 T cells, including SLC7A5 and CD98^8^, which form a heterodimeric structure comprising SLC7A5 and SLC3A2, were not markedly reduced in tumor-infiltrated CD4 T cells compared to those in CD4 T cells from tumor-free mice (Supplementary Fig. 2h, i). Therefore, we next assessed whether methionine uptake by cancer cells is responsible for the increased levels of PD-1 on CD4 T cells by lowering the extracellular level of methionine. SLC43A2 is a major transporter of methionine in several types of cancer cells^9^. We conducted a methionine uptake assay by adding methionine-d3 (200 µM) in the culture medium for 1 h. We found that intracellular methionine-d3 was lowered in SLC43A2 KO B16F10 cells than SLC43A2-intact B16F10 cells (Supplementary Fig. 2j). Compared to SLC43A2-intact B16F10 cells, SLC43A2 knockout (SLC43A2 KO) cells (Supplementary Fig. 2k) showed significantly delayed growth of transplanted tumors in wild-type (WT) mice (Fig. 2e). However, there was no difference in the in vitro proliferation of SLC43A2 KO and SLC43A2-intact B16F10 cells (Supplementary Fig. 2l). Furthermore, the infiltration of CD4 and CD8 T cells and IFN-γ and GZB secretions by these cells were markedly increased in SLC43A2 KO tumors compared to that in WT tumors (Supplementary Fig. 2m, n).

Interestingly, PD-1 expression in tumor-infiltrating CD4 T cells from SLC43A2 KO tumor-bearing mice was reduced (Fig. 2f and Supplementary Fig. 2o), whereas that in CD8 T cells did not change significantly (Supplementary Fig. 2p). Growth retardation of SLC43A2 KO tumors was not observed in Rag1^−/−^ mice (Fig. 2g). An analysis of The Cancer Genome Atlas (TCGA) database on RNA profiles obtained from melanoma, colon cancer and ovarian cancer revealed that *PDCD1* is positively correlated with *SLC43A2* (Supplementary Fig. 3a). The Kaplan–Meier survival curve suggested that patients from TCGA ovarian cancer dataset with lower levels of SLC43A2 transcripts showed a good prognosis for overall survival (Supplementary Fig. 3b). Human plasma methionine levels were negatively correlated with PD-1 expression in CD4 T cells (*r* = −0.5878, *p* = 0.0131) (Supplementary Fig. 3c). Thus, cancer cells outcompete CD4 T cells for methionine and impair antitumor immunity in association with PD-1 upregulation in CD4 T cells.

### Low methionine level promptly decreases H3K79me2 level in CD4 T cells

An observation of the transcripts related to tumoral immunity revealed that *PDCD1* expression was upregulated in CD4 T cells cultured in DM (Fig. 3a). Similarly, gene set enrichment analysis (GSEA) showed enrichment of PD-1-related genes in T cells cultured in DM (Fig. 3b), whereas methionine supplementation largely rescued these transcript alterations (Fig. 3a, b). Moreover, the one-carbon metabolic process, methionine cycle, and pathways related to T cell immunity and cytokine production were downregulated in low nutrient conditions (Supplementary Fig. 4a–d).

**Fig. 3:**
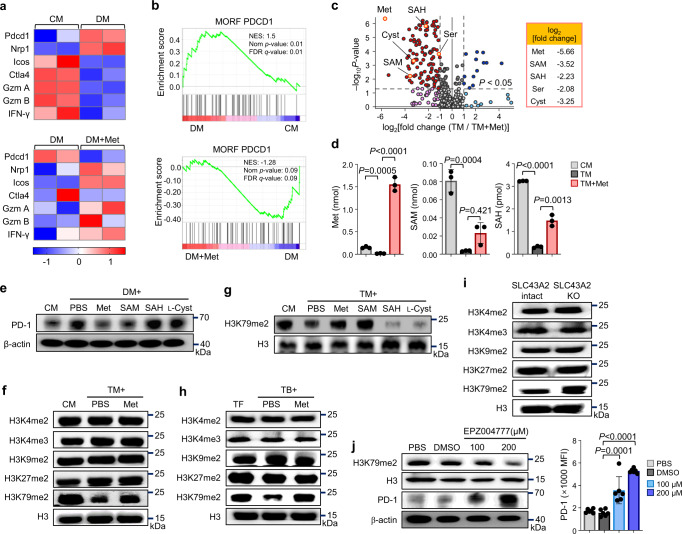
Methionine restrains PD-1 via H3K79 methylation. **a** Heat maps showing mRNA levels of antitumoral immunity-related proteins in CD4 T cells cultured in CM and DM alone or DM supplemented with methionine (*n* = 2 biological samples). **b** GSEA plot showing enriched PD-1 neighborhood genes in DM-cultured CD4 T cells. Enriched PD-1 neighborhood genes in CD4 T cells were downregulated by methionine supplementation (*n* = 2 biologically independent samples). **c** Volcano plot representing metabolic changes in CD4 T cells cultured in TM alone or TM supplemented with methionine (*n* = 3 independent samples per group). **d** Analysis of intracellular methionine, S-adenosyl methionine (SAM), and S-adenosyl homocysteine (SAH) concentrations via Liquid chromatography-mass spectrometry (LC-MS) in CD4 T cells cultured in CM, TM alone, and TM supplemented with methionine (*n* = 3 independent samples per group). **e** Immunoblots of PD-1 expression in CD4 T cells cultured for 72 h in CM, DM, or DM supplemented with methionine and its metabolites. The experiment was repeated two times. **f** Effects of TM and methionine treatments on the histone methylation profiles of cultured CD4 T cells. The experiment was repeated three times. **g** Immunoblots for H3K79me2 in CD4 T cells cultured in TM with methionine and its metabolites. The experiment was repeated two times. **h** Effects of the TME and methionine treatment on histone methylation profiles. Immunoblots of CD4 T cells isolated from tumor-free (*n* = 6), PBS-treated tumor-bearing (*n* = 6), and methionine-treated tumor-bearing mice (*n* = 6). The experiment was repeated two times. **i** Histone methylation profiles of tumor-infiltrated CD4 T cells isolated from SLC43A2-intact and SLC43A2 KO tumor-bearing mice (*n* = 6 in each group). The experiment was repeated two times. **j** PD-1 and H3K79me2 immunoblots in CD4 T cells with DOT1L (EPZ004777) inhibitor treatment. The experiment was repeated two times. PD-1 MFI in CD4 T cells via FACS after DOT1L inhibitor treatment (*n* = 6 per group). Statistical analyses were performed using two-tailed Student’s *t* test & TMM + CPM normalized method for correction (**b**), one-way analysis of variance (**d**, **j**) and Tukey HSD test (posthoc) after ANOVA (**c**). Data are presented as mean ± standard error of the mean. Source data are provided as a Source Data file.

We observed apparent metabolic changes in CD4 T cells cultured in TM compared with those cultured in CM, and these changes were partially rescued by the addition of methionine (Supplementary Fig. 4e, f). Extracellular methionine is transported into T cells through SLC7A5 and converted into S-(5-adenosyl)-L-methionine iodide (SAM), S-(5-adenosyl)-L-homocysteine (SAH), and L-cystathionine (L-Cyst)^31^. CD4 T cells cultured in TM showed a marked decrease in intracellular methionine, SAM, and SAH levels (Fig. 3c, d). Decreased levels of methionine and its metabolites were significantly restored when the CD4 T cells were supplemented with methionine (Fig. 3d). Furthermore, we observed that the increased PD-1 expression was restrained by the addition of methionine and SAM but not by SAH and cystathionine (Fig. 3e), suggesting a crucial role for methionine and SAM in PD-1 regulation in CD4 T cells.

SAM functions as a universal methyl donor in cells, especially for DNA and histone methylation^31,32^. We first assessed the level of DNA methyltransferase enzyme (DNMT) in T cells and found that it was reduced by TM and restored by methionine supplementation (Supplementary Fig. 5a). However, the treatment of activated CD4 T cells with decitabine, a DNMT inhibitor, did not alter PD-1 expression in CD4 T cells (Supplementary Fig. 5b, c). Next, we examined CD4 T cell histone marks and found that culturing CD4 T cells in TM decreased demethylation at lysine 79 of histone H3 (H3K79me2) but did not alter the other histones assessed in this study (Fig. 3f). Methionine and SAM supplementation further restored H3K79 methylation in CD4 T cells (Fig. 3f, g). Similarly, CD4 T cells from B16F10-bearing mice exhibited decreased levels of H3K79me2, which were recovered by methionine supplementation (Fig. 3h). The level of H3K79me2 in tumor-infiltrated CD4 T cells was higher in SLC43A2 KO B16F10-bearing mice than in SLC43A2-intact B16F10-bearing mice (Fig. 3i). A previous study showed that restricting the extracellular methionine concentration to <10 μM depleted intracellular methionine levels in T cells, leading to a significant decrease in H3K4me3^31^. However, in our experiments, DM and TM contained >20 μM of methionine (Supplementary Fig. 5d) and did not affect H3K4me3 levels in TM (Fig. 3f). Therefore, reducing the extracellular levels of methionine to the extent that it can be found at physiological levels in the TME or culture supernatants (>20 μM) of cancer cells did not significantly alter H3K4me3 levels.

Next, we found that inhibiting H3K79 methylation with the inhibitor of DOT1L (EPZ004777), the only methyl transferase that can methylate H3K79^9,33^, increased PD-1 expression in CD4 T cells (Fig. 3j). The consequences of histone methylation may be positive or negative in terms of transcriptional activity^34^. Surprisingly, an ENCODE study on public chromatin immunoprecipitation and sequencing (ChIP-seq) data^35,36^ revealed no binding of H3K79me2 on the PD-1 promoter in mouse and human cells (Supplementary Fig. 6a, b). These findings imply the indirect regulation of PD-1 expression by H3K79me2 and suggest that other transcripts may also regulate PD-1 expression.

### Reduced H3K79me2 impairs AMPK expression

Metabolites of the amino acid family were reduced in CD4 T cells cultured in DM and partially restored after adding methionine (Supplementary Fig. 4e). Moreover, the metabolites associated with the fatty acid family were higher, and those related to glycerides were lower in CD4 T cells cultured in DM than in those cultured in CM (Fig. 4a). These differences suggest that genes related to amino and fatty acid metabolic pathways may be involved in methionine-mediated PD-1 regulation. Thus, we next analyzed the genes related to metabolic changes when cultured in less-nutritional conditions (DM) compared with when cultured in CM and found that the expression of *Agpat4* and *Prkaa1* was significantly reduced in CD4 T cells cultured in DM (Fig. 4b). *Prkaa1* encodes AMP-activated protein kinase subunit alpha 1 (AMPKα1), which is a key regulator of the glucose and lipid metabolic pathways^37^. Furthermore, AMPK can regulate PD-1 expression in Treg cells^38^. We, therefore, assessed the expression of AMPKα1 isolated from draining lymph nodes and observed reduced AMPKα1 expression in T cells but not in B cells from tumor-bearing mice (Fig. 4c). Furthermore, AMPK expression was lower in CD4 T cells cultured in DM or TM (Fig. 4d, e), and adding methionine rescued AMPKα1 expression in CD4 T cells (Fig. 4d, e).To assess the role of AMPK in the TME, we crossed mice carrying loxP-flanked *Prkaa1* alleles (AMPK^fl/fl^) with CD4^Cre^ mice (hereafter referred to as “AMPK KO”). We observed higher levels of PD-1 expression in AMPK-deficient CD4 T cells than in WT CD4 T cells (Fig. 4f). However, methionine supplementation did not downregulate PD-1 expression in AMPK-deficient CD4 T cells (Fig. 4g), suggesting that methionine-mediated PD-1 regulation requires AMPK. To confirm this, we cultured CD4 T cells overexpressing AMPKα1 in TM and found that PD-1 expression was maintained at a low level (Fig. 4h).

**Fig. 4:**
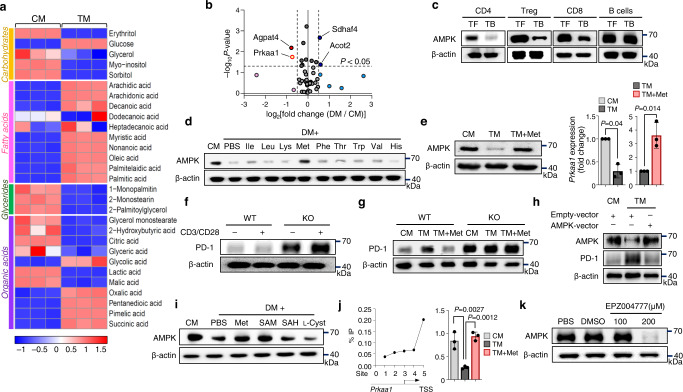
Loss of H3K79me2 reduces AMPK expression. **a** Metabolomic analysis of CD4 T cells cultured in CM and TM representing changes in carbohydrates, fatty acids, glycerides, and organic acids (*n* = 3 per group). **b** Volcano plot showing different metabolism-related genes in CD4 T cells cultured in CM and DM (*n* = 2 biologically independent samples). **c** Immunoblots showing AMPK expression in immune cells isolated from tumor-free (*n* = 6) and tumor-bearing mice (*n* = 6). The experiment was repeated three times. **d** Immunoblots showing AMPK expression in CD4 T cells cultured in CM, DM, or DM supplemented with individual amino acids. The experiment was repeated three times. **e** Expression of AMPK protein and *Prkaa1* in activated CD4 T cells cultured in CM, TM, and TM supplemented with methionine (*n* = 3 per group). **f** Immunoblots for PD-1 expression in unstimulated and stimulated CD4 T cells isolated from WT and AMPK KO mice. The experiment was repeated three times. **g** PD-1 expression in WT and AMPK KO CD4 T cells in CM and TM with or without methionine supplementation. The experiment was repeated three times. **h** AMPK was overexpressed using a lentivirus vector in CD4 T cells cultured in CM and TM. AMPK overexpression and PD-1 expression were observed by western blotting. The experiment was repeated two times. **i** Immunoblot for AMPK in CD4 T cells cultured in CM, DM, and DM with methionine and its metabolites. The experiment was repeated two times. **j** Chromatin immunoprecipitation **(**ChIP) assay showing H3K79me2 occupancy in the *Prkaa1* promoter of CD4 T cells (left). ChIP assay showing H3K79me2 occupancy of the *Prkaa1* promoter in CD4 T cells cultured in CM, TM, and TM supplemented with methionine (right) (*n* = 3 per group). **k** Isolated CD4 T cells were cultured in the DOT1L inhibitor EPZ004777 for 12 h. Western blotting was performed for the detection of AMPK. The experiment was performed two times. Statistical analyses were performed using Tukey HSD test (posthoc) after ANOVA (**b**), two-tailed Student’s *t* test (**e**) or one-way analysis of variance (**j**). Data are presented mean ± standard error of the mean. Source data are provided as a Source Data file.

Next, we assessed the effects of methionine metabolites on AMPKα1 expression. Methionine and SAM restored AMPKα1 expression in CD4 T cells cultured in DM (Fig. 4i). Our chromatin immunoprecipitation (ChIP) assay data and those from the public ChIP-seq study revealed high levels of H3K79me2 occupancy in the regulatory regions of the *Prkaa1* promoter (Fig. 4j and Supplementary Fig. 6c, d). Further, DOT1L inhibition led to a significant reduction in protein and mRNA expression of AMPK (Fig. 4k and Supplementary Fig. 6e). Thus, methionine induces the epigenetic methylation of histones in the *Prkaa1* promoter, and the expression of PD-1 is controlled by AMPK.

### AMPK activation in CD4 T cells enhances antitumor immunity

Compound C (CC) treatment prevented methionine-mediated reductions in tumor growth and PD-1 expression, resulting in enhanced tumoral immunity (Supplementary Fig. 7a–d). We inoculated B16F10 tumors into WT and AMPK KO mice to confirm this with a genetic approach. The AMPK KO mice exhibited a rapid progression in tumor growth and higher tumor weights (Fig. 5a). PD-1 expression on CD4 T cells was also higher in the AMPK KO mice than in the WT mice (Fig. 5b). Methionine did not affect tumor growth, PD-1 expression, or antitumoral immunity in the AMPK KO mice (Fig. 5c–f, Supplementary Fig. 7e, f).

**Fig. 5:**
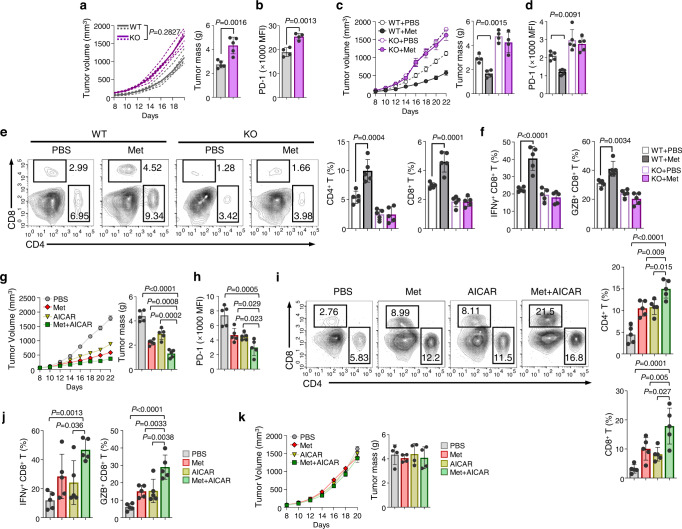
AMPK activation in CD4 T cells enhances antitumor immunity. **a**, **b** B16F10 tumor volume and mass monitored in wild-type (WT) and AMPK KO mice (*n* = 5 per group) (**a**). Expression of PD-1 from CD4 TIL analyzed using FACS (*n* = 4 per group) (**b**). **c**–**f** B16F10 tumors were transplanted into WT or AMPK KO mice. Intratumoral injection of PBS or methionine (40 mg/kg) was administered every other day starting at day 8. Tumor volume was monitored daily, tumor weight was measured on day 22 (*n* = 4 per group) (**c**), and PD-1 expression in tumor infiltrating CD4 was analyzed using FACS (*n* = 5 per group) (**d**). Tumor-infiltrated CD4 and CD8 T cell percentages (*n* = 5 per group) (**e**). IFN-γ and GZB cytokine secretions by tumor-infiltrating T cells (*n* = 5 per group) (**f**). **g**–**j** B16F10 tumors transplanted in WT mice followed by treatment with methionine (40 mg/kg) or AICAR (500 mg/kg) alone or in combination every other day starting at day 8 (*n* = 5 per group). The tumor volume and weight were measured (**g**). PD-1 expression in tumor infiltrating CD4 T cells was analyzed using FACS (**h**). Percentages of tumor-infiltrated CD4 and CD8 T cells (**i**). IFN-γ and GZB cytokine secretions by tumor-infiltrating T cells (**j**)**. k** B16F10 tumor cells were injected into Rag1^−/−^ mice, followed by treatment with methionine (40 mg/kg) or AICAR (500 mg/kg) alone or in combination every other day starting at day 8. Tumor volume and weight were monitored (*n* = 4 per group). Statistical analyses were performed using two-way analysis of variance (ANOVA) for tumor volume (**a**, **c**, **g**, **k**). (WT + PBS vs WT + Met *P* < 0.0001; KO + PBS vs KO + Met *P* = 0.4190 (**c**); PBS vs Met + AICAR *P* < 0.0001; Met vs Met + AICAR *P* < 0.0001; AICAR vs Met + AICAR *P* < 0.0001 (**g**)). two-tailed Student’s *t* test (**a**, **b**) or one-way ANOVA multiple comparison tests were performed for bar graphs (**c**–**k**). Data are presented mean ± standard error of the mean. Source data are provided as a Source Data file.

Next, we administered 5-aminoimidazole-4-carboxamide ribonucleotide (AICAR), a pharmacological activator of AMPK, in combination with methionine, to B16F10- or MC38-bearing mice. The combined treatment significantly delayed tumor growth and enhanced antitumoral immunity by lowering PD-1 expression levels in tumor-infiltrating CD4 T cells (Fig. 5g–j, Supplementary Fig. 7f–h) but not in CD4 T cells isolated from lymph nodes of tumor-bearing mice (Supplementary fig. 7i). As we investigated the presence of other inhibitory markers, such as TIM-3 and LAG-3, there are no significant differences in the expression of TIM-3 and LAG-3 in CD4 T cells derived from lymph nodes of tumor-bearing mice (Supplementary fig. 7j), as well as in tumor-infiltrating CD4 T cells (Supplementary Fig. 7k) of tumor-bearing mice after treatment with methionine or AICAR supplementation or methionine and AICAR co-treatment. Further, the combined treatment of methionine and AICAR more suppressed tumor growth than methionine or AICAR treatment alone (Supplementary Fig. 7l), suggesting additive effect of methionine and AICAR even for SLC43A2-KO tumors. Comparable tumor growth in Rag1^−/−^ mice after the methionine and AICAR treatment (Fig. 5k) was further observed, suggesting that the antitumoral effect induced by these compounds was mainly due to the effects of the T cells. Therefore, AMPK is a key molecule in methionine-mediated PD-1 regulation.

### AMPK regulates PD-1 via XBP1s

To investigate the mechanisms by which AMPK regulates PD-1, we performed RNA-seq on WT and AMPK-deficient CD4 T cells (Supplementary Fig. 8a). 

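RNA was sequenced from CD4 T cells of WT and AMPK KO mice, with 3 samples per group. WT mice were Prkaa1fl/flCD4Cre-neg, and AMPK KO mice carried CD4Cre with loxP-flanked Prkaa1 alleles. The cells came from spleen and lymph nodes, were rested for 1 h, and were stimulated with anti-CD3 (2 µg/mL) and anti-CD28 (2 µg/mL). The paper gives the stimulation as 6 h, whereas the sample labels give it as 24 h. Libraries were made from 500 ng of total RNA with the Lexogen QuantSeq kit, which reads the 3′ ends of transcripts. The authors normalized the reads of each library by TMM and CPM and deposited log2 values for genes listed by symbol. Differences between the groups were tested on these values with limma, two-sided with Benjamini-Hochberg adjustment, over the 11279 genes whose mean over the 6 samples was at least 1.
Whole reads were recovered from the values, because in each library they fall on multiples of a single step. The WT libraries held 9694636, 10168344 and 9574870 reads on genes, and the AMPK KO libraries held 11008141, 10515183 and 11185446. Rn45s, the precursor of ribosomal RNA, took 22.4% ± 2.21 of the reads (SD, n = 3) in WT and 9.89% ± 1.24 (SD, n = 3) in AMPK KO. Outside this gene, the depth was 7194137 to 8064446 reads in WT and 9623739 to 10025234 in AMPK KO. Over the 10543 genes with a mean of at least 20 reads, the median squared difference between 2 samples of the same group was 9.55 to 23.6 times that of read counting alone. These samples are separate, so this ratio includes differences between them, and reads are not independent molecules.
Prkaa1, the targeted gene, is reported for each sample. Its log2 values were 4.64, 5.24 and 4.86 in the WT samples and 4.08, 4.72 and 4.67 in the AMPK KO samples, from 188 to 369 reads per library. The means were 4.92 ± 0.30 (SD, n = 3) and 4.49 ± 0.36 (SD, n = 3). The log2 fold change of −0.43 (standard error 0.25) did not exceed the spread between samples (limma, adjusted p = 0.357). An exact two-sided permutation test gave p = 0.3, where 0.1 is the smallest p that 3 samples against 3 allow. AMPK KO samples 2 and 3 lay above the lowest WT sample, so the transcript level of Prkaa1 does not by itself check the labels. The libraries read 3′ ends, and the paper's text does not name the part of Prkaa1 between the loxP sites. This level therefore does not show whether that part was deleted. With each sample left out in turn, the log2 fold change ranged from −0.56 to −0.22. The antisense gene Gm15938 overlaps Prkaa1.

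**Figure D1:**
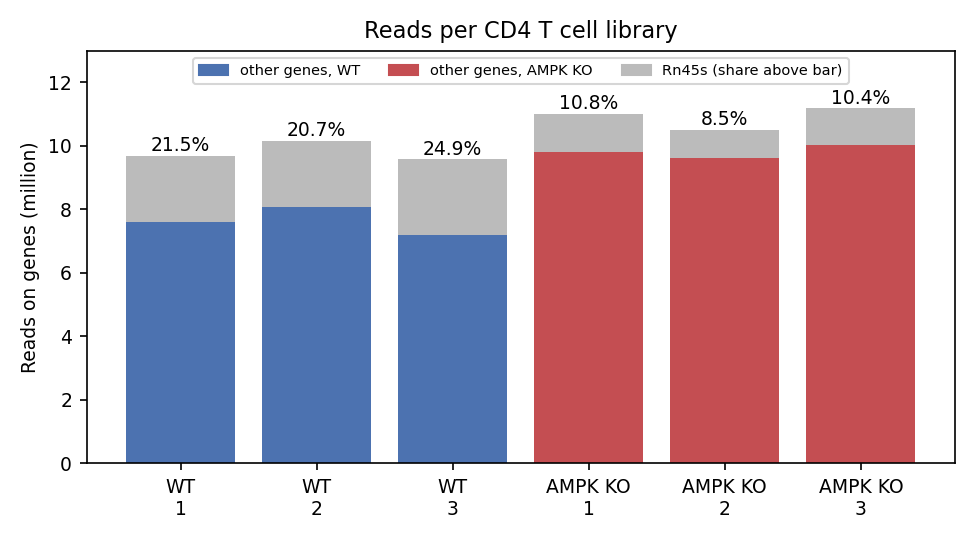
Reads recovered for each of the 6 libraries, on the vertical axis, divided into Rn45s and all other genes. The percentage above each bar is the share of Rn45s, which lies between 20.7% and 24.9% in the WT libraries and between 8.48% and 10.8% in the AMPK KO libraries.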

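With an adjusted p under 0.05, limma found 637 genes different between AMPK KO and WT CD4 T cells, 287 of them higher and 350 lower in AMPK KO. At an unadjusted p under 0.05 the number was 2405. For 2887 of the tested genes (25.6%), the values of the 2 groups did not overlap, against 10% by chance, and 631 of the 637 genes were among them. The number of genes depended on single libraries. It was 127 without WT sample 1, 133 without WT sample 3, 173 without AMPK KO sample 1 and 1243 without AMPK KO sample 2. Without WT sample 2 it was 730, and without AMPK KO sample 3 it was 459. Without the filter on low values it was 308. Deviations from the group means divided the libraries into WT samples 1 and 3 with AMPK KO sample 2, against WT sample 2 with AMPK KO samples 1 and 3. Adding this division as a term of the model, which was chosen after seeing the data, raised the count to 1428 genes, and because the division was found in the same libraries, its p values are too small. When values were scaled to the reads outside Rn45s, 32.2% of the genes past the threshold were higher in AMPK KO, compared with 45.1% for the values as deposited.
Among genes above the median expression whose groups did not overlap, the largest rise was that of Gdpd3, with a log2 fold change of 6.97 (standard error 0.30, adjusted p = 2.5e-09 in limma). It was followed by Xist at 6.13, Rplp1 at 3.16, Jchain at 2.60 and Mt1 at 2.43, each with an adjusted p of 7.6e-05 or less in limma. The largest fall was that of Snord89, with a log2 fold change of −3.18 (standard error 0.24, adjusted p = 1.8e-06 in limma). The next were Ccr9 at −1.97, Snora81 at −1.88, 2900060B14Rik at −1.84 and Pydc3 at −1.77, each with an adjusted p of 0.00127 or less in limma. For each of these 10 genes, all 3 AMPK KO samples lay on the same side of all 3 WT samples (exact permutation test, p = 0.1, the smallest possible). All 10 kept their direction and stayed past the threshold under each of the 16 alternatives tried for them.
Several of these genes carry limits of their own. Xist is transcribed from the inactive X chromosome, and its antisense gene Tsix, with a log2 fold change of 7.47, overlaps it. The Y-linked gene Ddx3y had 3158 to 3462 reads in the WT libraries and 1296 to 1840 in the AMPK KO libraries, so sex-linked transcripts differ along with the genotype. Gdpd3, Ccr9 and 2900060B14Rik overlap genes on the opposite strand, and the paper's text does not name whether reads were counted by strand. Snora81 lies within Eif4a2, whose log2 fold change was 0.37 (adjusted p = 0.157 in limma), and Snord89 overlaps Gm15832 on the same strand. Rplp1 has a processed pseudogene, Mt1 has the paralog Mt2 with a log2 fold change of 2.85, and Pydc3 has the paralog Pydc4 with one of −1.42.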

Gene Ontology (GO) analyses of differentially expressed genes revealed that the response to stress was most significantly enriched in AMPK-deficient CD4 T cells (Fig. 6a). 

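Because the GO annotation was not used here, the 287 genes higher in AMPK KO were compared with Reactome pathways in a one-sided Fisher's exact test. Of these genes, 140 belonged to any pathway, against a background of 3881 tested genes. Among the 773 pathways with 10 to 500 tested genes, 11 had an adjusted p under 0.05, and 53 had an unadjusted p under 0.05. Cytokine Signaling in Immune system came first, with 22 higher genes among 196 (Fisher's exact test, adjusted p = 0.000597). Peptide ligand-binding receptors had 11 among 52 with the same adjusted p. Innate Immune System had 32 among 395, and Chemokine receptors bind chemokines had 8 among 30. The interferon pathways were Interferon gamma signaling, with 12 among 74, and Interferon Signaling, with 14 among 102. The others covered platelet degranulation and its calcium response, G protein-coupled receptor ligands, and iron uptake. Pathways share genes, so these 11 are not independent of each other. A two-sided camera test over all genes of each pathway, run in addition, put 50 pathways past the adjusted threshold, with Eukaryotic Translation Elongation first (limma, adjusted p = 1.1e-07). It called 4 of the 11, which were both platelet pathways, Peptide ligand-binding receptors and Chemokine receptors bind chemokines. Its adjusted p was 0.226 for Interferon gamma signaling, 0.278 for Interferon Signaling, 0.285 for Cytokine Signaling in Immune system and 0.164 for Innate Immune System.
The pathway Cellular responses to stress is not the GO term of Fig. 6a, and their genes were not compared. It held 7 higher genes among 186, namely Rps27a, Mapk7, Hsp90aa1, Txn1, Prdx1, Dnajb1 and Hspa8. Its Fisher's exact test gave p = 0.511 and an adjusted p of 1, and it ranked 287 among the pathways. With the division of the libraries as a term, the number of pathways rose to 38. It was 1 without WT sample 1, 1 without WT sample 3, 4 without AMPK KO sample 1, 23 without WT sample 2 and 34 without AMPK KO sample 2. The adjusted p of Cellular responses to stress was 0.676 without AMPK KO sample 2 and 1 in every other alternative.

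**Figure D2:**
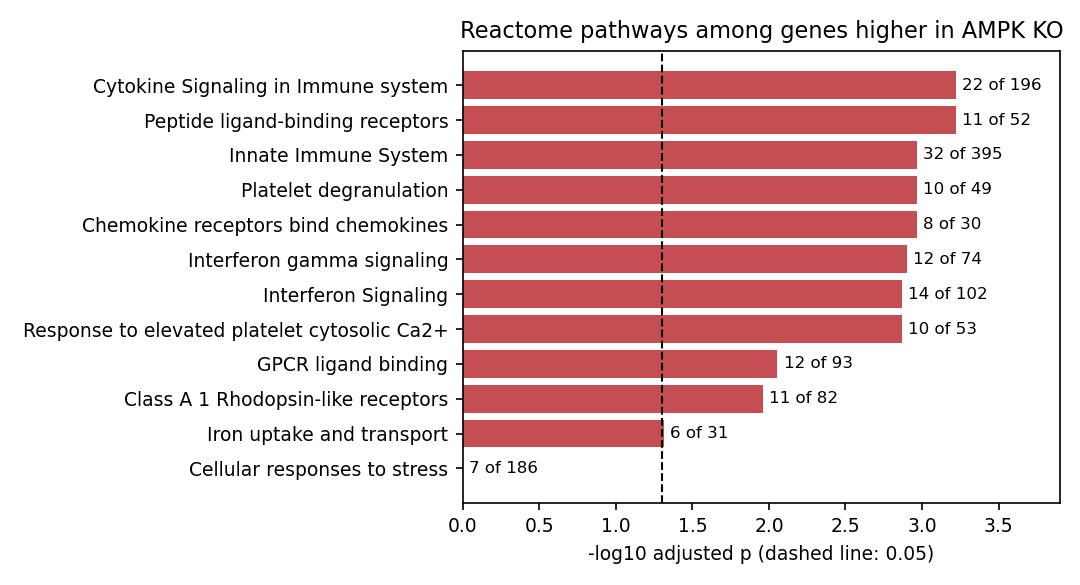
Reactome pathways among the genes higher in AMPK KO, with the −log10 adjusted p of the one-sided Fisher's exact test on the horizontal axis. The bars show the 11 pathways with an adjusted p under 0.05 and, for comparison, Cellular responses to stress, whose adjusted p is 1.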

Previous studies have suggested a role for endoplasmic reticulum (ER) stress in antitumoral immunity. They have further identified that the ER stress sensor XBP1 is involved in the expression of immune checkpoints, such as PD-1, in T cells^39^. In addition, GSEA showed enrichment in response to ER stress signature genes (Fig. 6b) in AMPKα1-deficient CD4 T cells compared to that in WT CD4 T cells. 

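The gene set of Fig. 6b was not used here, and the 19 ER stress genes of Supplementary Fig. 8b were tested in its place. The paper does not say how these genes were chosen, and because it shows them for the same samples, a test on the list is not taken as independent evidence. The symbol Amra1 did not match any gene, which left 18 genes. Of these, 15 had a higher mean in AMPK KO, with a median log2 fold change of 0.18. The two-sided camera test of limma, with a preset correlation of 0.01 between genes, gave 0.0582 before adjustment and an adjusted p of 0.175 over the 3 sets tested here. The rotation test fry gave 0.0321 before adjustment, and camera with a correlation estimated from the data gave 0.110. The alternative that lowered the unadjusted value most was quantile normalization, at 0.0263, and preranked enrichment with fgsea raised it most, to 0.143. Without WT sample 2 it was 0.0374, and without AMPK KO sample 2 it was 0.0298. The number of higher genes was 12 to 15 over the alternatives, with 13 for values scaled to the reads outside Rn45s and 12 at equal depth, without WT sample 1 or without AMPK KO sample 2.
The Reactome set Unfolded Protein Response held 14 tested genes, of which 7 were higher in AMPK KO. Its median log2 fold change was −0.02, and camera gave 0.999 before adjustment, with no call under fry or an estimated correlation either. No gene of this set had an adjusted p under 0.05 over all genes in limma, which makes a count of 0, and 4 had an unadjusted p under 0.05. The Reactome set Cellular responses to stress held 186 tested genes, of which 100 were higher, with a median log2 fold change of 0.02. Camera gave an adjusted p of 0.985 for it over the same 3 sets. In that set, 13 genes had an adjusted p under 0.05 over all genes, 15 had one adjusted over the list alone, and 43 had an unadjusted p under 0.05. Lists of XBP1s and PERK-ATF4 targets, which were higher in AMPK KO, are given with the additional observations.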

Most ER stress genes were further upregulated in AMPKα1-deficient CD4 T cells, and among them, *XBP1* was highly upregulated (Supplementary Fig. 8b). 

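The values of Xbp1 in AMPK KO and WT samples rest on 137 to 649 reads per library. On the log2 scale they were 3.99, 4.98 and 4.10 in the WT samples and 5.56, 4.58 and 5.80 in the AMPK KO samples. The means were 4.36 ± 0.54 (SD, n = 3) in WT and 5.31 ± 0.65 (SD, n = 3) in AMPK KO, a log2 fold change of 0.96 (standard error 0.32). The limma p of Xbp1 was 0.0103 before adjustment. Its adjusted p in limma was 0.101 over all genes and 0.0924 adjusted over the list alone. AMPK KO sample 2 lay below WT sample 2, and an exact two-sided permutation test gave p = 0.2. Both of these samples moved the result when left out. The log2 fold change was 1.27 without WT sample 2 (limma, adjusted p = 0.0347) and 1.32 without AMPK KO sample 2 (limma, adjusted p = 0.0057). Over all alternatives, the adjusted p ranged from 0.0057 to 0.356. Within the division of the libraries described above, Xbp1 rose by 0.70 among WT sample 2 and AMPK KO samples 1 and 3, and by 0.53 among WT samples 1 and 3 and AMPK KO sample 2. With that division as a term, its log2 fold change was 0.62 (standard error 0.21, adjusted p = 0.0491 in limma). The gene is also among the markers of plasma cells, and the reads do not separate the spliced from the unspliced form.
Xbp1 had the largest log2 fold change of the 18 ER stress genes for the deposited values and under each of the 17 alternatives that gave fold changes. Pdia6 followed with 0.70 (standard error 0.22, adjusted p = 0.0773 in limma), which ranged from 0.01 to 0.316 when single samples were left out. Dnajb9 rose by 0.59, P4hb by 0.43 and Hspa5 by 0.35, with adjusted p values between 0.13 and 0.219 in limma. The other 10 higher genes had log2 fold changes between 0.01 and 0.32. Ddit3 at −0.19, Dnajc3 at −0.23 and Ccdc47 at −0.30 were lower in AMPK KO. None of the 18 genes had an adjusted p under 0.05 over all genes, and 0 had one adjusted over the list alone, whereas 5 had an unadjusted p under 0.05. The number past the adjusted threshold over all genes was 2 without WT sample 2, 2 without AMPK KO sample 2 and 4 with the division as a term. The paper gives the rise of these genes and of XBP1 after the GO and GSEA results, and beside earlier studies that it cites for a role of the ER stress sensor XBP1 in the expression of immune checkpoints such as PD-1. It also reports higher XBP1 in AMPK-deficient CD4 T cells by real-time PCR and by immunoblot.

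**Figure D3:**
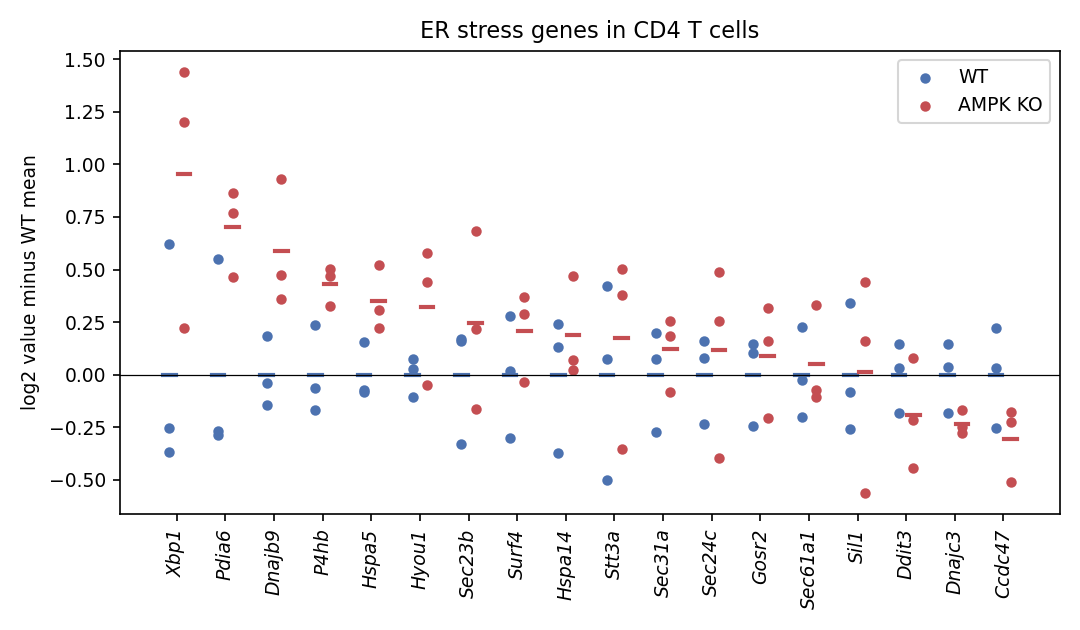
The 18 ER stress genes of Supplementary Fig. 8b in each of the 6 libraries, as the log2 value minus the mean of the WT samples. Points are samples, the line for each gene is the mean of the AMPK KO samples, and 15 of the 18 lines lie above 0 for the deposited values, against 12 to 15 over the alternatives.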

XBP1s, a spliced form of XBP1, binds directly to the promoter region of *PDCD1*^56^. Thus, XBP1 may be involved in methionine–AMPK axis-mediated PD-1 regulation. The level of total XBP1, that is, both XBP1s and unspliced form of XBP1 (XBP1u), was higher in tumor-infiltrating T cells and T cells cultured in TM or DM (Fig. 6c). Similar to PD-1, methionine supplementation restrained XBP1s and XBP1u expression in CD4 T cells cultured in TM (Fig. 6d). Transmission electron microscopy (TEM) analysis showed the expansion of the ER structure in CD4 T cells when they were cultured in TM, and methionine treatment restored the expansion of the ER structure in WT but not in AMPK KO samples (Fig. 6e). To assess the role of XBP1s in the regulation of PD-1 expression in CD4 T cells, we cultured CD4 T cells in the presence of the inositol-requiring enzyme 1α (IRE1α)-specific inhibitor 4µ8c. IRE1α is an ER stress sensor that transduces the unfolded protein signaling pathway^40^. Activating IRE1α mediates the conversion of the XBP1u mRNA into XBP1s, which acts as a transcription factor for the unfolded protein response in mammalian cells^41^. We found that the IRE1α inhibitor successfully reduced XBP1 splicing and inhibited PD-1 expression without affecting AMPKα1 expression (Fig. 6f). Thus, AMPK is an upstream regulator for XBP1s, and PD-1 is a downstream product. Furthermore, we performed a ChIP assay using CD4 T cells and found that in TM samples, XBP1s binds to the PD-1 promoter. TM+ Met samples showed reduced binding, suggesting that methionine prevents this binding (Supplementary Fig. 8c).

**Fig. 6:**
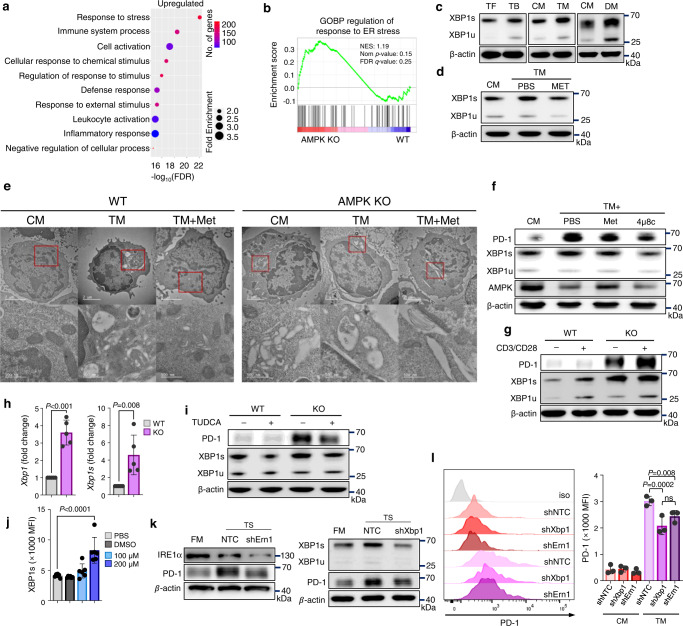
AMPK regulates PD-1 via XBP1s. **a**, **b** RNA-seq was performed on wild-type (WT) and AMPK KO CD4 T cells. Gene Ontology (GO) biological process analysis revealed the top 10 upregulated pathways in AMPK KO CD4 T cells. The *x*-axis is -log_10_ (FDR); the different colors show the number of significantly regulated genes and the circles represent the fold-change in the enriched pathways. **b** GSEA plot of the response to ER stress-related genes. (**a**, **b**; *n* = 3 biological independent samples). **c** Immunoblots showing XBP1s and XBP1u expression in CD4 T cells from tumor-free and tumor-bearing mice (left panel) (*n* = 4 in each group) and cultured CD4 T cells in CM and TM (middle panel) or CM and DM (right panel). The experiment was repeated three times. **d** Immunoblot of XBP1s and XBP1u in CD4 T cells cultured in CM, TM, or TM supplemented with methionine. The experiment was repeated two times. **e** Representative TEM analysis showing the ER structure of WT or AMPK KO CD4 T cells in CM, TM, and TM supplemented with methionine. The size of scale bars is 2 µM (upper panels) and 500 nm (lower panels). **f** Immunoblots for PD-1, XBP1 and AMPK expression in CD4 T cells cultured in CM, TM, TM with methionine, and TM with an IRE1α inhibitor (4µ8c, 10 µM). The experiment was repeated three times. **g** Immunoblots for PD-1, XBP1s and XBP1u in activated or non-activated WT and AMPK KO CD4 T cells. The experiment was repeated three times. **h** Fold-change in total *XBP1* and *XBP1s* transcripts in WT and AMPK KO CD4 T cells analyzed using RT-PCR (*n* = 5 per group). **i** Immunoblots for PD-1, XBP1s and XBP1u expression in WT and AMPK KO CD4 T cells with or without an ER stress inhibitor (TUDCA, 0.5 mM). The experiment was repeated three times. **j** Flow cytometry analysis of XBP1s in CD4 T cells with different doses of the DOT1L inhibitor (*n* = 6 per group). **k** Immunoblot analysis of PD-1 expression for *ERN1*(IRE1α) and *XBP1* knockdown CD4 T cells cultured in CM and TM. The experiment was repeated three times. **l** PD-1 expression in *XBP1* and *ERN1(IRE1α)* knockdown CD4 T cells determined using flow cytometry. (*n* = 3 per group). The experiment was repeated three times. Statistical analyses were performed using two-tailed Student’s *t* test & TMM + CPM normalized method for correction (**b**), two-tailed Student’s *t* test (**h**) or one-way analysis of variance (**j**, **l**). Data are presented as mean ± standard error of the mean. Source data are provided as a Source Data file.

Next, we observed that the levels of XBP1s, XBP1u and PD-1 were increased in AMPK-deficient CD4 T cells (Fig. 6g). Similarly, real-time PCR revealed upregulated transcript levels of total XBP1 and XBP1s in AMPK-deficient CD4 T cells (Fig. 6h). When ER stress was inhibited using tauroursodeoxycholic acid sodium salt (TUDCA), the elevated PD-1 level in AMPK-deficient CD4 T cells was restored along with XBP1s reduction (Fig. 6i). TUDCA treatment to B16F10-bearing WT mice suppressed tumor growth (Supplementary Fig. 9a) and decreased PD-1 expression on CD4 T cells (Supplementary Fig. 9b). Furthermore, when we inhibited H3K79 methylation using EPZ00477 in CD4 T cells, XBP1s expression increased in a dose-dependent manner (Fig. 6j). Therefore, methionine-mediated H3K79me2 induces AMPK expression, which ultimately regulates PD-1 via XBP1s.

The knockdown of ERN1 (*IRE1α)* and *XBP1* reduced PD-1 in CD4 T cells cultured in TM compared to that in negative control short hairpin RNA (shRNA) (shNTC)-treated CD4 T cells which were cultured in TM. The reduction in PD-1 level was not significantly different between the shXBP1 and shERN1 knock-down groups (Fig. 6k, l). A recent study reported that increased extracellular cholesterol levels induce PD-1 via XBP1s in CD8 T cells^32^. To investigate these findings, we treated CD4 T cells with cholesterol. Interestingly, cholesterol treatment exclusively regulated PD-1 expression in CD8 but not in CD4 T cells (Supplementary Fig. 10a–c). The regulation of PD-1 by XBP1s in CD4 and CD8 T cells can therefore be caused by different mechanisms. Collectively, these data suggest that methionine regulates PD-1 via the AMPK–XBP1s axis in CD4 T cells.

## Discussion

CD4 T cells are essential for orchestrating anti-cancer immunity in the TME by promoting the killing effect of CD8 cytotoxic T cells^42^. Although many studies have reported the mechanisms underlying CD8 T cell exhaustion in the TME, few studies have assessed CD4 T cell exhaustion. Persistent exposure to cancer antigens induces CD4 T cell exhaustion by upregulating the expression of several co-inhibitory markers, including PD-1, CTLA-4, TIM-3, and Lag-3, and downregulating the production of cytokines such as IFN-γ^18^. Similar to CD8 T cell exhaustion, the attenuated effector function of exhausted CD4 T cells may be recovered by treatment with an immune checkpoint blockade^43,44^. In this study, we found that the consumption of extracellular methionine by cancer cells induced T cell exhaustion by upregulating PD-1 expression in CD4 T cells. From a therapeutic perspective, methionine supplementation rescued the effector function of CD4 T cells from immunologically non-responsive conditions by downregulating PD-1 expression via increased AMPK expression.

Since activated T cells also require methionine for their function, cancer cells and activated T cells may compete to take up methionine. Increased SLC43A2 expression in various cancer cells can allow them to outcompete T cells for methionine uptake^9^. We found that reduced H3K79 methylation in tumor-infiltrated CD4 T cells reduced AMPK expression and consequently increased PD-1 expression. Reduced extracellular methionine further downregulated AMPK expression in CD4 T cells, resulting in CD4 T cell exhaustion in the TME. Thus, we propose that supplementation with a sufficient amount of methionine in the TME can help T cells recover from an immunologically dormant state with increased AMPK expression.

Methionine is an essential amino acid indispensable for T cell activation and function. When activated, T cells require more methionine, which is metabolized to SAM, a universal methyl donor for DNA, RNA, and histone methylation. Gradual reduction of methionine level seems to preferentially affect specific histone methylation depending on methionine concentration. Restriction of extracellular methionine concentration to <10 μM depleted intracellular methionine levels in T cells, leading to a significant decrease in H3K4me3 level^31^. However, our findings revealed that lowering of extracellular methionine levels to physiological levels in the TME or culture supernatants of cancer cells did not alter H3K4me3 levels. In contrast, there was a significant decrease in the level of H3K79me2. Thus, H3K79me2 may be a highly sensitive epigenetic modulator for methionine than H3K4me3, recognizing subtle changes in the level of extracellular methionine. In addition, we found that PD-1 expression levels on CD4 T cells in the peripheral blood of ovarian cancer patients and healthy donors inversely correlate with serum methionine levels.

Upon activation by TCR signaling, CD4 T cells undergo metabolic reprogramming in that they show increased glycolysis and downregulate fatty acid oxidation. However, our metabolite analysis showed that T cells cultured in TM showed fatty acids and glucose accumulation and a decrease in lactate, suggesting the inhibition of both glycolysis and fatty acid oxidation. These findings were supported by RNA-seq data, which revealed a reduction in the expression of genes responsible for glycolysis and fatty acid oxidation in DM-cultured cells compared to those cultured in CM (Supplementary Fig. 4f). Altogether, our results suggest that decreased glucose metabolism and fatty acid oxidation in CD4 T cells cultured in DM are associated with reduced AMPK expression resulting from methionine depletion^45^.

The accumulation of long-chain fatty acids, which is induced by the downregulation of AMPK^46^ expression under methionine consumption by cancer cells, increases ER stress^47^. Methionine supplementation helped reduce ER stress by increasing AMPK expression, which decreased PD-1 expression in CD4 T cells. Furthermore, the alleviation of ER stress by TUDCA, 4µ8c, and shRNAs against IRE1α and XBP1 attenuated PD-1 expression. Here, the enhanced consumption of methionine by cancer cells facilitated the suppression of CD4 T cells by reducing AMPK expression. In contrast, the accumulation of cholesterol in the TME induces CD8 T cell exhaustion via high PD-1 expression^39^. Our findings suggest that methionine insufficiency-derived CD4 T cell exhaustion, which is mediated by ER stress-induced PD-1 expression, is different from CD8 T cell exhaustion, in which PD-1 expression is induced by the cholesterol–XBP1 axis^39^.

T cell dormancy under methionine limitation may be induced by the following mechanisms. As shown in the results of this study, methionine limitation led to a decrease in the expression of AMPK by the reduction of H3K79 methylation. Next, ATP used for SAM production from methionine is reduced, resulting in a decrease in the AMP/ATP ratio and inhibiting the activity of AMPK. In addition, methionine is an amino acid encoded by the only start codon AUG, and hence, the initiation of protein synthesis is halted under methionine limitation. Finally, GCN2 activation induced by amino acid starvation, including methionine starvation, may inhibit protein translation by increasing the phosphorylation of eIF2α.

Upon activation, CD4 and CD8 T cells undergo proliferation and differentiate into effector cells. Effector CD8 T cells directly participate in the killing of target cells, whereas effector CD4 T cells elicited different helper T cell functions by producing different types of cytokines, suggesting that different regulatory mechanisms will be required for activated CD4 and CD8 T cells. Epigenetic regulation of T cell activity has also been proposed in metabolically distressed conditions, particularly with regard to methionine deficiency. Deprivation of methionine impaired CD8 T cell function and induced apoptosis, which can be reversed by adding methionine.

In summary, we reported methionine-dependent nutritional control of CD4 T cell exhaustion in the TME. Methionine consumption by cancer cells causes defects in the methionine cycle in CD4 T cells. Therefore, a sufficient supply of extracellular methionine in the TME is crucial for CD4 T cells to induce antitumoral immunity by limiting the expression of PD-1. Our data demonstrate an epigenetic link between methionine metabolism and AMPK, which can downregulate PD-1 expression to enhance antitumoral immunity, thereby delineating the role of methionine in CD4 T cell exhaustion in the TME.

## Methods

### Human specimen analysis and ethics statement

The specimens analyzed in this study were obtained from patients with and without ovarian cancer who had been diagnosed at Kangwon National University Hospital (KNUH, Chuncheon, Korea). The study protocol was approved by the Institutional Review Board (IRB) of KNUH (Chuncheon, Korea). Written informed consent was obtained from all patients. All methods were performed in accordance with the relevant guidelines and regulations of KNUH (IRB No. KNUH-2022-03-019). Peripheral blood mononuclear cells (PBMCs) were isolated^48^. Briefly, human peripheral blood was donated by patients and centrifuged in 3 mL of Histopaque-1077 (Sigma-Aldrich, St. Louis, MO, USA) at 400 *× g* for 30 min. The upper supernatant plasma layer was collected, and the interphase containing PBMCs was washed thrice with phosphate-buffered saline (PBS). The PBMCs were stained with an anti-human specific antibody in FACS buffer (10 mM EDTA and 2% bovine serum-containing PBS) for 20 min. The following antibodies were used to stain the human PBMCs: FITC-conjugated anti-human CD4 antibody (1:100, Cat# 344604, RRID:AB_1937227) which was purchased from BioLegend (San Diego, CA, USA) and Alexa647-conjugated anti-human PD1 (1:100, Cat #560838, RRID:AB_2033988) antibody was purchased from BD Biosciences (Franklin Lakes, NJ, USA). To stimulate the T cells in the human PBMCs, 2 μL of Dynabead Human T-Activator CD3/CD28 were added to 2 × 10^5^ PBMC culture in CM containing 10 ng/mL of human interleukin (IL)-2.

### Mice

All mice experiment was approved by Institutional Animal Care and Use Committee (IACUC) of Yeungnam University (Permit number 2014-018,2022-041 and 2023-009) and Kangwon National University (KW-220727-2). Mice were housed under specific pathogen-free conditions at the animal facility and handled according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) of Yeungnam University and Kangwon National University. The animals were maintained in an animal facility at 20 °C to 22 °C with 40% to 60% relative humidity and a 12-hour/12-hour (light/dark) cycle for at least 7 days before the experiment. All mice were fed with normal standard diet containing 14% fat, 21% protein and 65% carbohydrate (5L79; Orient Bio, Inc., Seongnam, Korea). C57BL/6 J, Rag1^−/−^, *CD4*^Cre^, and *Prkaa1*^fl/fl^ mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). Mice deficient in *Prkaa1* in CD4 T cells (referred to as AMPK KO mice) and *Prkaa1*^fl/fl^*CD4*^Cre-neg^ (WT mice) were generated by breeding *Prkaa1*^fl/fl^ with *CD4*^Cre^ mice. Female mice (6–8 weeks old) were used in the experiments unless otherwise specified.

### Reagents and media

All essential amino acids, including L-methionine (Cat# M9625), SAM (Cat# A4377), SAH (Cat# A9384), L-cystathionine (L-cyst) (Cat# C7505), 2-amino-2norbornanecarboxylic acid (BCH) (Cat# A7902), Triglyceride Mix (TG) (Cat# 7810), Compound C (CC) (Cat# 171260), Tunicamycin (Cat# SML1287), glucose (Glu) (Cat# G8270), 5-Aza-2’-deoxycytidine or decitabine (DAC) (Cat# A3656), and TUDCA (Cat# T0266) were purchased from Sigma-Aldrich. The DOT1L inhibitor EPZ004777 (Cat# 532282) and IRE1α inhibitor 4µ8c (Cat# 412512) were purchased from Merck Millipore (Burlington, MA, USA). B16F10 melanoma cells (CRL-6475^TM^) and MC38 colon cancer cells were purchased from the American Type Culture Collection (ATCC) in 2006^49^. TC-1 cervical cancer cells^50^ were kindly provided by Professor Tae Woo Kim (Korea University College of Medicine, Seoul, Korea). The cancer cells were maintained and amplified in vitro at 37 °C with 5% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM; Cat# SH30243.01, Hyclone, Logan, UT, USA) supplemented with 10% fetal bovine serum (FBS; Cat# SH30919.03, Hyclone) and 1% penicillin/streptomycin (Cat# SV30010, Hyclone). For the TM, B16F10 tumor cells (CRL-6475TM, ATCC) were grown in RPMI 1640 medium (Cat# SH30255, Hyclone) containing 10% FBS and 1% penicillin/streptomycin”. The media were extracted after attaining 80% confluence and used for the lymphocyte culture. For the DM, FBS was dialyzed to prepare dialyzed FBS (dFBS), in which the nutrients were reduced using dialysis tubing 3.5 kD (Cat# 086804 C, SpectrumLabs, San Francisco, CA, USA)^51^. DM was prepared by supplementation with 10% dFBS and 1% penicillin/streptomycin in RPMI 1640 medium without amino acids (Cat# R8999-04A, US Biological, Swampscott, MA, USA). CM consisting of RPMI 1640 medium (Cat# SH30027.01, Hyclone) with 10% FBS and 1% penicillin/streptomycin was used for the lymphocyte culture.

### Immune cell isolation and culture

CD4 and CD8 T cells, Treg cells, and B cells were isolated from the lymphoid organs of the mice using Miltenyi Biotec microbeads (Cat# 130117043 for CD4; Cat# 130116478 for CD8; and Cat# 130121301 for B cells; Miltenyi Biotec, Bergisch Gladbach, Germany) or the BD FACSJazz^TM^ cell sorter (BD Biosciences, Franklin Lakes, NJ, USA). The isolated lymphocytes were stimulated with 2 µg/mL of anti-CD3 (BioLegend; Cat# 100359) and 2 µg/mL of anti-CD28 (Cat# BE0015-1, BioXcell, Lebanon, NH, USA) antibodies and cultured in vitro at 37 °C with 5% CO_2_ in the indicated media depending on the experiments.

In brief, tumor-infiltrating lymphocytes (TILs) were isolated by mincing tumor tissues. Minced tumor tissues were digested using an enzyme mixture containing 0.5 mg/mL of Collagenase D (Cat# 11088866001, Roche Diagnostics, Basel, Switzerland) and 0.02 mg/mL of DNase I (Cat# 10104159001, Roche Diagnostics) in RPMI 1640 medium at 37 °C for 45 min with 200 rpm of continuous shaking. They were then passed through 100-µm nylon cell strainers (Cat# 352360, Falcon), and Percoll (Cat# 17-0891-01, GE Healthcare, Chicago, IL, USA) was then used to separate the TILs^52^.

### Knockout of SLC43A2 in cancer cells

SLC43A2 knockout B16F10 cells were generated by deleting the *SLC43A2* locus with CRISPR/Cas9. To induce the ablation of *SLC43A2*, we cloned the lentiCRISPRv2 vector, which was a gift from Feng Zhang (Addgene plasmid #52961; http://n2t.net/addgene:52961; RRID: Addgene_52961^53^), with sgSlc43a2 oligos (sgSlc43a2 5′-TGTAAAGGCGAAGGCCCGCA-3′). The sgSlc43a2-LentiCRISPRv2 plasmid was amplified in Stbl3^TM^ (Cat# C737303, Invitrogen™, Waltham, MA, USA) on Luria–Bertani agar plates containing 50 µg/mL of ampicillin. Lentiviruses, which deliver sgSlc43a2 RNA, were produced in 293 T (CRL-3216™, ATCC) cells by co-transfecting 6 μg/mL of sgSlc43a2-LentiCRISPRv2, 4.5 μg/mL of psPAX2 (psPAX2 was a gift from Didier Trono; Addgene plasmid #12260; http://n2t.net/addgene:12260; RRID:Addgene_12260), and 1.5 μg/mL of pMD2.G (pMD2.G was a gift from Didier Trono; Addgene plasmid #12259; http://n2t.net/addgene:12259; RRID:Addgene_12259) using Lipofectamine™ 2000 Transfection Reagent (Cat# 11668027, Invitrogen™, Waltham, MA, USA) for 3 days. The virus-containing supernatant was collected, and B16F10 mouse melanomas were infected with the supernatant supplemented with 6 μg/mL of polybrene (Cat# TR-1003-G, Merck, Burlington, MA, USA). Next, 24 h after the infection had been induced, the supernatant was replaced with fresh culture media containing 6 μg/mL of puromycin (Cat# A1113803, Gibco™, Waltham, MA, USA) to select B16F10 cells transduced with the virus. To identify the emergence of the indel sequence, the target sequence was amplified using the following primers: F: 5′-GCCCTTTCTCTACAGAGGTGAA-3′; R: 5′-ATTATCTTCCCTCTCCCCAAAC-3′. The amplified PCR product was cloned into a T/A cloning vector (Cat# RC001, Real-Biotech Corporation, Taipei, Taiwan). The isolated plasmid was sequenced using the M13 primer set (F: 5′-GTTTTCCCAGTCACGAC-3′; R: 5′-TCACACAGGAAACA-3′).

### Quantification of methionine from specimens with liquid chromatography-tandem mass spectrometry (LC-MS/MS)

The quantification of methionine in plasma donated from patients with ovarian cancer was conducted using LC-MS/MS (API3200, AB Sciex, Foster City, CA, USA)^54^. A mass spectrometry conjugated with an electrospray ionization (ESI) interface was used to produce positive ions. Optimized mass parameters of methionine and methionine-d_3_ were determined by infusing each solution of the compounds at 1 ng/mL into the mass spectrometer in the positive ion mode at 10 μL/min. The chromatographic separation of methionine in the plasma was conducted with Gemini-NX 3μ C18 110 A New column 50 × 2.0 mm (656065-14) using an isocratic elution condition of 0.1% formic acid in water and methanol (50:50, v/v) at 0.3 mL/min and 40 °C using the Agilent 1200 series HPLC system (Agilent Technologies, Santa Clara, CA, USA). The analytical process was carried out using multiple reaction monitoring with an ion-spray voltage of +5500 V at 550 °C and selecting mass transitions of m/z 150.123 → 104.066 for methionine (declustering potential, 21 V; entrance potential, 6.5 V; collision energy, 13 V), 150.123 → 61.024 for methionine (21 V, 6.5 V, 31 V), 150.123 → 56.101 for methionine (21 V, 6.5 V, 25 V), and 153.058 → 63.964 for methionine-d_3_ (56 V, 5 V, 31 V). The curtain and collision gases were 10 and 4 a.u., respectively. Unit resolution was used for both Q1 and Q3 quadrupoles. The data were analyzed using Analyst software (version 1.6). 50 µL of patient and normal human plasma containing 1, 5, 10, 50, 100, 500, 1000, 2000, 4000, and 8000 ng/mL of standard methionine was mixed with 150 μL of methanol containing 15 μg/mL of internal standard methionine-d_3_ for 1 min. After centrifugation for 10 min at 12,000 × *g* and 4 °C, the supernatant was transferred into another LC vial and analyzed by injecting 5 μL of the supernatant into an LC-MS/MS operating system. The auto sampler was set to 10 °C during the analysis. For methionine uptake assay, 5×10^6^ of WT (SLC43A2-intact) and SLC43A2 KO B16F10 cells were seeded in 100 mm cell culture dish. 200 μM of methionine-d3 (Cat#300616, Sigma) was added to culture medium. 1 h later, the cells were detached with 0.05% of trypsin-EDTA solution. Detached cell pellet was lysed in 50 μl of 80% methanol and centrifuged at 12,000 × *g* 10 mins. Supernatant was analyzed using LC-MS/MS with 20 ng/ml of carbamazepine (Cat #94496, Sigma) as an internal standard.

### Tumor inoculation and treatments

C57BL/6J, Rag1^−/−^, AMPK KO, and WT mice were subcutaneously inoculated with 3 × 10^5^ or 1 × 10^6^ cancer cells per mouse and started the treatment when tumor volume reached around 50-150 mm^3^. Mice were euthanized by CO_2_ inhalation when tumor volumes met humane endpoints described in the IACUC protocols or upon severe health deterioration. The maximum tumor diameter permitted under the relevant animal protocols is 20 mm, and this limit was not exceeded. Tumor volume was measured daily using a digital caliper in two dimensions (length and width) and calculated using the formula: *V* = *W*^2^ × *L*/2, where *W* and *L* are the shortest and longest diameters, respectively, in mm. Methionine (40 mg/kg; intratumorally administered), AICAR (500 mg/kg; intraperitoneally injected) and TUDCA (150 mg/kg, intraperitoneally injected) treatments were administered every day (TUDCA) and every other day (Methionine and AICAR), alone or in combination.

### Immunoblotting

Immunoblotting was performed^55^. Purified or cultured immune cells were lysed in radioimmunoprecipitation buffer (RC2002; Biosesang, Seongnam-si, Gyeonggi-do, South Korea) combined with 1% protease/phosphatase inhibitor (PPC1010; Sigma). The cell lysates were quantified using a bicinchoninic acid protein assay and resolved using sodium dodecyl sulfate-polyacrylamide gel electrophoresis. The resolved proteins were transferred onto polyvinylidene difluoride membranes (Immobilon®-P PVDF Membrane, IPVH00010, Merck) for 60 min and analyzed by immunoblots with the respective antibodies: anti-PD-1 (1:3000, D7D5W, Cat# 84651S; Cell Signaling Technology, Danvers, MA, USA, RRID:AB_2800041), anti-β-actin (1:3000, C4, Cat# sc-47778; Santa Cruz, RRID:AB_626632), anti-SLC3A2 (1:2000, Cat# MA5-29814; Invitrogen, RRID:AB_2785635), anti-SLC43A2 (1:2000, Cat# PA5-23571, Invitrogen, RRID:AB_2541071), anti-SLC7A5 (1:2000, Cat# PA5-50485, Invitrogen, RRID:AB_2635938), anti-DNMT1 (1:2000, 60B1220.1, Cat# ab13537; Abcam, RRID:AB_300438), anti-H3K4me2 (1:2000, Cat# ab32356; Abcam, RRID:AB_732924), anti-H3K4me3 (1:2000, Cat# ab8580; Abcam, RRID:AB_306649), anti-H3K9me2 (1:2000, Cat# ab1220; Abcam, RRID:AB_449854), anti-H3K27me2 (1:2000, Cat# ab24684; Abcam, RRID:AB_448222), anti-H3K79me2 (1:2000, Cat# ab177184; Abcam), anti-H3 (1:2000, Cat# ab1791; Abcam, RRID:AB_302613), anti-AMPKα1 (1:1000, Cat# 2532L; Cell Signaling Technology, RRID:AB_330331), and anti-XBP1s (1:1000, Cat# NBP1-77681SS; Novus Biological, RRID:AB_11060050) antibodies. The membranes were incubated with HRP-conjugated anti-mouse (1:4000, ADI-SAB-100-J, Enzo, Farmingdale, NY, USA, RRID:AB_11179634) or anti-rabbit IgG antibodies (1:4000, Cat# 7074, Cell Signaling Technology, RRID:AB_2099233) for 1 h at 20 °C. The blots were detected with a Fujifilm LAS-4000 mini (Fujifilm, Tokyo, Japan) using an enhanced chemiluminescence kit (Cat# 34580; Thermo Scientific).

### Flow cytometry analysis

For the flow cytometry analysis, cells were stained with fluorescence-conjugated monoclonal antibodies from BioLegend. Fluorescently labeled anti-CD3 (17A2), anti-CD8 (53-6.7), anti-CD4 (GK1.5, Cat# 100412 or RM4-5, Cat# 100528), anti-PD1 (RMP1-30, Cat# 109104 or 29F.1A12, Cat# 135224), LAG-3 (C9B7W, Cat# 125208), TIM-3 (B8.2C12, Cat# 134008), anti-IFN-γ (XMG1.2, Cat# 505808), anti-CD98 (RL388, Cat# 128208) antibodies from BioLegend (San Diego, CA, USA) anti-XBP1s (Q3-695, Cat# 562642) antibody from BD Biosciences (Franklin Lakes, NJ, USA)and anti-granzyme B (NGZB, Cat# 12-8898-82) antibody from eBioscience (San Diego, CA, USA) were used at 1:100 dilutions for the staining. For intracellular staining, the cells were stimulated for 4–6 h with ionomycin (750 ng/mL; Sigma-Aldrich) and phorbol 12-myristate 13-acetate protein 3 (50 ng/mL; Sigma-Aldrich) in the presence of Golgistop (10 µg/mL; BD Biosciences). After incubation, the cells were surface-stained, followed by fixation and permeabilization using a commercial buffer (BD Cytofix/Cytoperm;^TM^ BD Biosciences) and intracellular protein staining. Stained samples were acquired using BD FACS Verse (BD Biosciences) and analyzed using FlowJo software, version 10.2 (BD Biosciences).

### In vitro CTL activity

To prepare the CTL target cells, TC-1 and B16F10 cells were labeled with high (5 µM) and low (0.5 µM) concentrations of carboxyfluorescein diacetate succinimidyl ester (CFSE; C34554; Thermo Fisher Scientific, Waltham, MA, USA) for 15 min at 37 °C with gentle shaking in 5-min intervals. The CFSE^high^-labeled TC-1 cells were then mixed with CFSE^low^-labeled B16F10 cells at a ratio of 1:1, and 10^4^ cells of the mixed target cells were cultured in vitro with or without CD8 T cells (5 × 10^6^ cells) isolated from TC-1 tumor-bearing mice. CD4 T cells were also isolated from PBS- or methionine-treated TC-1 tumor-bearing mice and added to the respective groups. The cells were then cultured in vitro for 6 h at 37 °C before being analyzed using BD FACS Verse (BD Biosciences).

### Cell growth assay

Equal numbers of SLC43A2-intact and SLC43A2 KO B16F10 cells (10,000 cells/well) were cultured in a 96-well flat-bottom plate (Cat# 353072; Falcon) for 12 h. After the cells had adhered to the wells, the medium was discarded, and 100 µL of medium containing 0.5 mg/mL of 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltetrazolium bromide (MTT) were added and incubated for 1 h at 37 °C. The medium was then discarded, and 100 µL of dimethyl sulfoxide was added to dissolve the formazan produced. Cell growth was determined by recording the absorbance at 570 nm using the SPECTROstar^Nano^ BMG LABTECH. The growth of the cell line was assessed after normalization and comparison with 12-h optical density values.

### RNA isolation and real-time PCR

The ReliPrep^TM^ RNA Cell Miniprep System (Cat# Z6011, Promega Corporation, Madison, WI, USA) kit was used to isolate total RNA from purified CD4 T cells. cDNA was synthesized using the Goscript Reverse Transcription system (Cat# A5001, Promega Corporation). The mRNA expression level of each gene was measured using real-time PCR using the QuantiTect SYBR Green PCR kit (Qiagen, Hilden, Germany). Relative gene expression was determined using the *C*_t_ value^56^.

1 $${2}^{-\varDelta \varDelta {{C}}({{{{{\rm{t}}}}}})}=	 \left[\right.({{{C}}}_{{{{{{\rm{t}}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{the}}}}}}\,{{{{{\rm{gene}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{interest}}}}}}{-}{{{C}}}_{{{{{{\rm{t}}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{internal}}}}}}\,{{{{{\rm{control}}}}}}){{{{{\rm{Sample}}}}}}\,{{{{{\rm{A}}}}}}\\ 	-({{{C}}}_{{{{{{\rm{t}}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{the}}}}}}\,{{{{{\rm{gene}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{interest}}}}}}{-}{{{C}}}_{{{{{{\rm{t}}}}}}}\,{{{{{\rm{of}}}}}}\,{{{{{\rm{internal}}}}}}\,{{{{{\rm{control}}}}}}){{{{{\rm{Sample}}}}}}\,{{{{{\rm{B}}}}}}\left.\right]$$

The list of primers and their sequences are presented in Supplementary Table 1.

### ChIP assay

CD4 T cells (1–2 × 10^7^) were fixed with 1% paraformaldehyde for 10 min and quenched with 125 mM glycine. The fixed cells were washed with ice-cold PBS three times and resuspended in ChIP assay buffer (50 mM HEPES, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% SDS, and 0.1% sodium deoxycholate). The cells were sonicated three times at 30% amp for 10 s (Fisherbrand™ Model 120 Sonic Dismembrator, Fisher Scientific, Waltham, MA, USA). Immunoclearing was performed using a protein A bead (PRT-7100, Repligen, Waltham, MA, USA) slurry for 2 h at 4 °C. After removing the slurry by centrifugation at 2000 *× g*, the supernatant was reacted with non-specific IgG (Cat# ab171870, Abcam) and anti-mouse H3K79me2 antibodies (Cat# 39143, ActiveMotif, Carlsbad, CA, USA, RRID:AB_2561018) or anti-mouse XBP1s antibody (Cat# 82914, Cell signaling Technology) overnight at 4 °C. The next day, 50 μL of protein A-coated slurry was added for conjugation with the antibodies. After centrifugation, the beads were washed with low-salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, 150 mM NaCl), high-salt (0.1% SDS, 1% Triton X-100, 2 mM DETA, 20 mM Tris-HCl, 500 mM NaCl), LiCl (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl) buffer, and TE (10 mM Tris, 1 mM EDTA) buffer. DNA was eluted using elution buffer (1% SDS, 100 mM NaHCO_3_). Reverse cross-linking was conducted overnight at 65 °C. DNA was purified using a PCR purification kit (YDS100, Unk Biotech Corporation, Taipei, Taiwan). The following primers were used to quantify the precipitated DNA: Prkaa1-ChiP-F; 5′-GATGTGCGGTGTCCCATAGT-3′, Prkaa1-ChiP-R; 5′-CATCTGGAAGCCAAGGGTGT-3′, Xbp1s-ChiP-F; 5′-AATCCCAGAGAGACAAGCAGGAG-3′, Xbp1s-ChiP-R; 5′-TTCCCCTGAGAAAAACCTAACA-3′. Real-time PCR was performed using the GoTaq® qPCR system (A6001, Promega, Madison, WI, USA). The results were calculated using the % IP method. % IP = 100×2^(Ct of specific Ab - Ct of input)^.

### Knockdown and overexpression of target proteins

To generate shRNAs expressing lentiviruses for silencing mouse *Xbp1* and *Ern1*, we cloned the sequences 5′-CCATTAATGAACTCATTCGTT-3′ (for *Xbp1*) and 5′-GCTCGTGAATTGATAGAGAAA-3′ (for *Ern1*) into the pLKO-Thy1.1 vector (gifted by Christophe Benoist and Diane Mathis; Addgene plasmid #14749; http://n2t.net/addgene:14749; RRID: Addgene_14749^57^). To overexpress AMPKα1 in CD4 T cells, we purchased the pLenti.CMV/TO_PRKAA1 vector from Addgene (pLenti.CMV/TO_PRKAA1 was a gift from Reuben Shaw; Addgene plasmid #74446; http://n2t.net/addgene:74446; RRID: Addgene_74446^58^). The obtained lentivirus plasmid was transfected into 293 T cells (CRL-3216™, ATCC), as described above.

Isolated CD4 T cells from naïve mice were expanded for 2 days with plate-bound anti-CD3 and anti-CD28 with 10 ng/mL of IL-2 (Cat# 212-12, Peprotech, Rocky Hill, NJ, USA). The CD4 T cells were infected with concentrated viruses and 10 μg/mL of polybrene (Cat# TR-1003-G, Merck) by centrifuging at 1500 × *g* for 90 min. Approximately 24–48 h after the lentiviral infections, the proteins were extracted using RIPA buffer.

### Metabolomics

Samples for metabolomics analysis were prepared with slight modifications^59^. Briefly, CD4 T cells were cultured in CM, TM alone, and TM supplemented with 100 µM methionine together with anti-CD3 (2 µg/mL) and anti-CD28 (2 µg/mL) stimulation for 72 h at 37 °C with 5% CO_2_. After incubation, the supernatant was discarded, and the cell pellet was dissolved in 750 µL of 80% cold methanol (maintained at −80 °C for 30 min). The mixture was vortexed vigorously for 20–30 s and maintained at -80 °C for 30 min. Samples were centrifuged at 12000 × *g*, and the supernatant was collected in microcentrifuge tubes. Again, 250 µL of cold methanol was added, and the mixture was vortexed and maintained at −80 °C for 10 min, followed by high-speed centrifugation. The supernatants were collected in new tubes, quantified, and normalized by protein concentration. The samples were dried in a SpeedVac vacuum centrifuge (EYELA, Tokyo, Japan) without heat to remove methanol and kept at -20 °C.

For the liquid chromatography-mass spectrometry (LC-MS) analysis, the dried sample pellets were resuspended in 20 µL of LC-MS grade water, ultra-sonicated for 10 min, and centrifuged at 12000 × *g* for 10 min. Supernatants were transferred into an LC-MS vial for sample injection. LC high-resolution (HR) ESIMS/MS data were acquired on a Thermo Scientific Q Exactive hybrid Quadrupole-Orbitrap mass spectrometer coupled to a Thermo Scientific Vanquish UHPLC System (Waltham, MA, USA) at the Core Research Support Center for Natural Products and Medical Materials (CRCNM), equipped with a Waters XBridge Amide 3.5 μm column (4.6 × 100 mm, Milford, MA, USA). The gradient mobile phase system was composed of 0.1% formic acid in water (A) and 0.1% formic acid in acetonitrile (B): 0 − 18 min (85 − 45% B), 18 − 19 min (45 − 30% B), 19 − 21 min (30% B isocratic for washing), 21 − 22 min (30 − 85% B), and 22 − 30 min (85% B isocratic for re-equilibrating)^60^. The flow rate was 0.5 mL/min. The injection volume was 5 μL for each sample. The column temperature was maintained at 30 °C. The positive-ionization mode was used for MS detection with an *m/z* range of 100–1000. MS/MS fragmentation was achieved for the three most intense parent ions by collision-induced dissociation at 30% normalized collision energy. The obtained LC-MS/MS data were processed in Compound Discoverer (Thermo Scientific) for metabolite annotation using databases including mzCloud and Metabolika. Volcano plot comparisons were performed between TM alone and TM supplemented with methionine for the annotated metabolites. The data matrix was exported from Compound Discoverer, and a heat map for selected metabolites was generated using the “pheatmap” package in R software (version 4.1.0). The LC-MS analysis was also performed to measure intracellular methionine, SAM, and SAH in the indicated media. Calibration samples of methionine, SAM, and SAH were prepared with LC-MS grade water by serial dilutions of stock solutions to give 6−10 calibration points. Injection volume was set as 1 (for methionine detection) or 5 μL (for SAM and SAH detection). The acquired LC-HRESIMS data were processed in FreeStyle 1.6 (Thermo Scientific) software to generate extracted ion chromatograms at *m/z* 150.0583, 399.1447, and 385.1289 for the detection of methionine, SAM, and SAH, respectively, with 5 ppm of a mass tolerance and to obtain peak area values (auto-peak detection option was applied).

For gas chromatography-mass spectrometry (GC-MS), silyl derivatization was conducted prior to analysis to improve the volatility and thermal stability of analytes. Samples were analyzed using an Agilent 7890 A GC (Agilent Technologies) coupled to a LECO Pegasus III time-of-flight (TOF) MS (St. Joseph, MI, USA) with a Restek Rtx-5MS (30 m × 0.25 mm I.D. × 0.25 μm film thickness, Bellefonte, PA, USA). The injection volume was 1 μL. The TOF-MS data were recorded in the *m/z* range of 50–1000 with a gas (helium) flow rate of 1.5 mL/min and a split ratio of 10. Relative quantities of detected metabolites were visualized as a heat map in R. The metabolomics datasets are provided as supplementary data 1 and 2.

### RNA-seq and bioinformatics analyses

CD4 T cells sorted from C57BL/6 J mice were cultured in CM, DM, and DM supplemented with methionine (DM + Met) for 72 h at 37 °C, along with anti-CD3 (2 µg/mL) and anti-CD28 (2 µg/mL). CD4 T cells isolated from WT and AMPK KO mice were first rested for 1 h in RPMI 1640 medium and stimulated with anti-CD3 (2 µg/mL) and anti-CD28 (2 µg/mL) for 6 h at 37 °C. After incubation, the cells were harvested, and 750 µL of TRIzol™ (15596026, Invitrogen) was added. The prepared samples were transferred to Ebiogen Inc. (Seoul, South Korea) and maintained at -80 °C for further experiments and analyses.

### Utilization of publicly available data from TCGA

The results are shown in whole or part based on data generated by TCGA Research Network: https://www.cancer.gov/tcga. The RNA expression datasets were obtained from https://www.cbioportal.org/^61,62^. A correlation analysis between the expression of *SLC43A2* and *PDCD1* was performed.

### ENCODE study

Public ChIP-seq data were obtained from the ENCODE project. The ENCODE integrative analysis ^63^and ENCODE portal^64^ were used in this study. We acknowledge the ENCODE Consortium and ENCODE production laboratory(s) for generating the dataset(s). We downloaded the call sets from the ENCODE portal^65^ (https://www.encodeproject.org/) using the following identifiers: ENCFF076DCC, ENCFF219JIE, ENCFF225RZA, ENCFF063WGZ, and ENCFF042INO.

### TEM analysis

CD4 T cells were dehydrated in a graded ethanol series, treated with a graded propylene oxide series, and embedded in Epon (TED Pella Inc., Redding, CA, USA). The embedded cells were sectioned into ultrathin slices (80 nm) and placed on copper grids. The sliced cells were stained with uranyl acetate and lead citrate. The stained sections were observed using TEM (JEM-2100F; Jeol, Tokyo, Japan) at 200 kV. The analysis was performed at the Korea Basic Science Institute (KBSI) Chuncheon Center.

### Statistical analysis

For experimental data, normal distribution was tested, and statistical analyses were performed using GraphPad Prism software (version 8, GraphPad Software Inc.). Data are presented as the mean ± standard error of the mean. Comparisons between two groups were assessed using two-tailed Student’s *t* tests. Multiple comparisons were assessed using a one-way analysis of variance, including Tukey’s multiple comparisons test. *P* values of <0.05 were considered indicate statistically significant differences.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNAseq data generated in this study are available in the GEO database under accession code GSE210182 and GSE210183. The publicly available TCGA data used in this study are available in the cbioportal database under following study; Metastatic Melanoma (UCLA, Cell 2016, https://www.cbioportal.org/study/summary?id=mel_ucla_2016), Melanoma (MSK, NEJM 2014, https://www.cbioportal.org/study/summary?id=skcm_mskcc_2014), Metastatic Melanoma (DFCI, Science 2015, https://www.cbioportal.org/study/summary?id=skcm_dfci_2015), Colorectal Adenocarcinoma (TCGA, Firehose Legacy, https://www.cbioportal.org/study/summary?id=coadread_tcga), Colorectal Adenocarcinoma (TCGA, PanCancer Atlas, https://www.cbioportal.org/study/summary?id=coadread_tcga_pan_can_atlas_2018), Ovarian Serous Cystadenocarcinoma (TCGA, Firehose Legacy, https://www.cbioportal.org/study/summary?id=ov_tcga) and Ovarian Serous Cystadenocarcinoma (TCGA, Nature 2011, https://www.cbioportal.org/study/summary?id=ov_tcga_pub). The publicly available ChiPseq data used in this study are available in the ENCODE database under following accession code; (ENCFF076DCC, https://www.encodeproject.org/experiments/ENCSR000ANQ/), (ENCFF219JIE, https://www.encodeproject.org/experiments/ENCSR086FIZ/), (ENCFF225RZA, https://www.encodeproject.org/experiments/ENCSR051VDI/), (ENCFF063WGZ, https://www.encodeproject.org/experiments/ENCSR570YMM/) and (ENCFF042INO, https://www.encodeproject.org/experiments/ENCSR000CEL/). Source data are provided with this paper. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Methionine consumption by cancer cells drives a progressive upregulation of PD-1 expression in CD4 T cells
**Source:** Nat Commun. 2023 May 5;14:2593. doi: 10.1038/s41467-023-38316-9
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Fig. 1

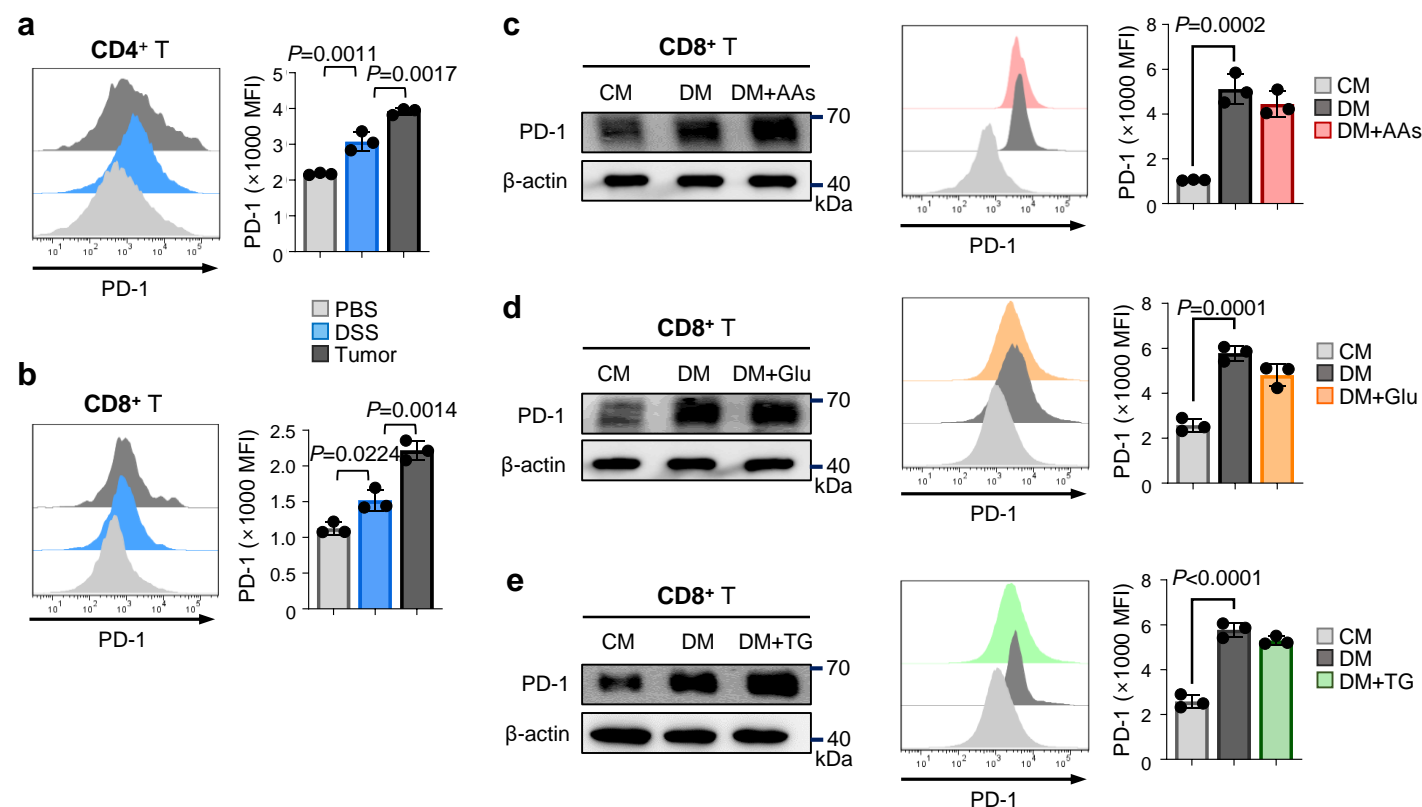

**Supplementary Fig. 1. Nutrient supplementation does not regulate PD-1 expression on CD8 T cells.**

**a–b.** CD4 and CD8 T cells were isolated from the lymph nodes of naïve, dextran sulfate sodium-induced colitis, and tumor-bearing mice. The MFI of PD-1 expression on CD4 (**a**) and CD8 T cells (**b**) was detected using FACS and is represented in the bar graph (n = 3 independent biological samples). **c–e.** Isolated CD8 T cells were cultured in CM, DM, and DM supplemented with nutrients (essential amino acids [AAs], glucose [Glu], and triglycerides [TG]). **c–e.** Immunoblots and the MFI of PD-1 expression in CD8 T cells cultured in CM, DM, and DM supplemented with AAs (**c**), Glu (**d**), and TG (**e**) (n = 3 per group). Statistical analyses were performed using one-way analysis of variance (**a–e**). Data are mean  $\pm$  standard error of the mean. Source data are provided as a Source Data file.

# Supplementary Fig. 2

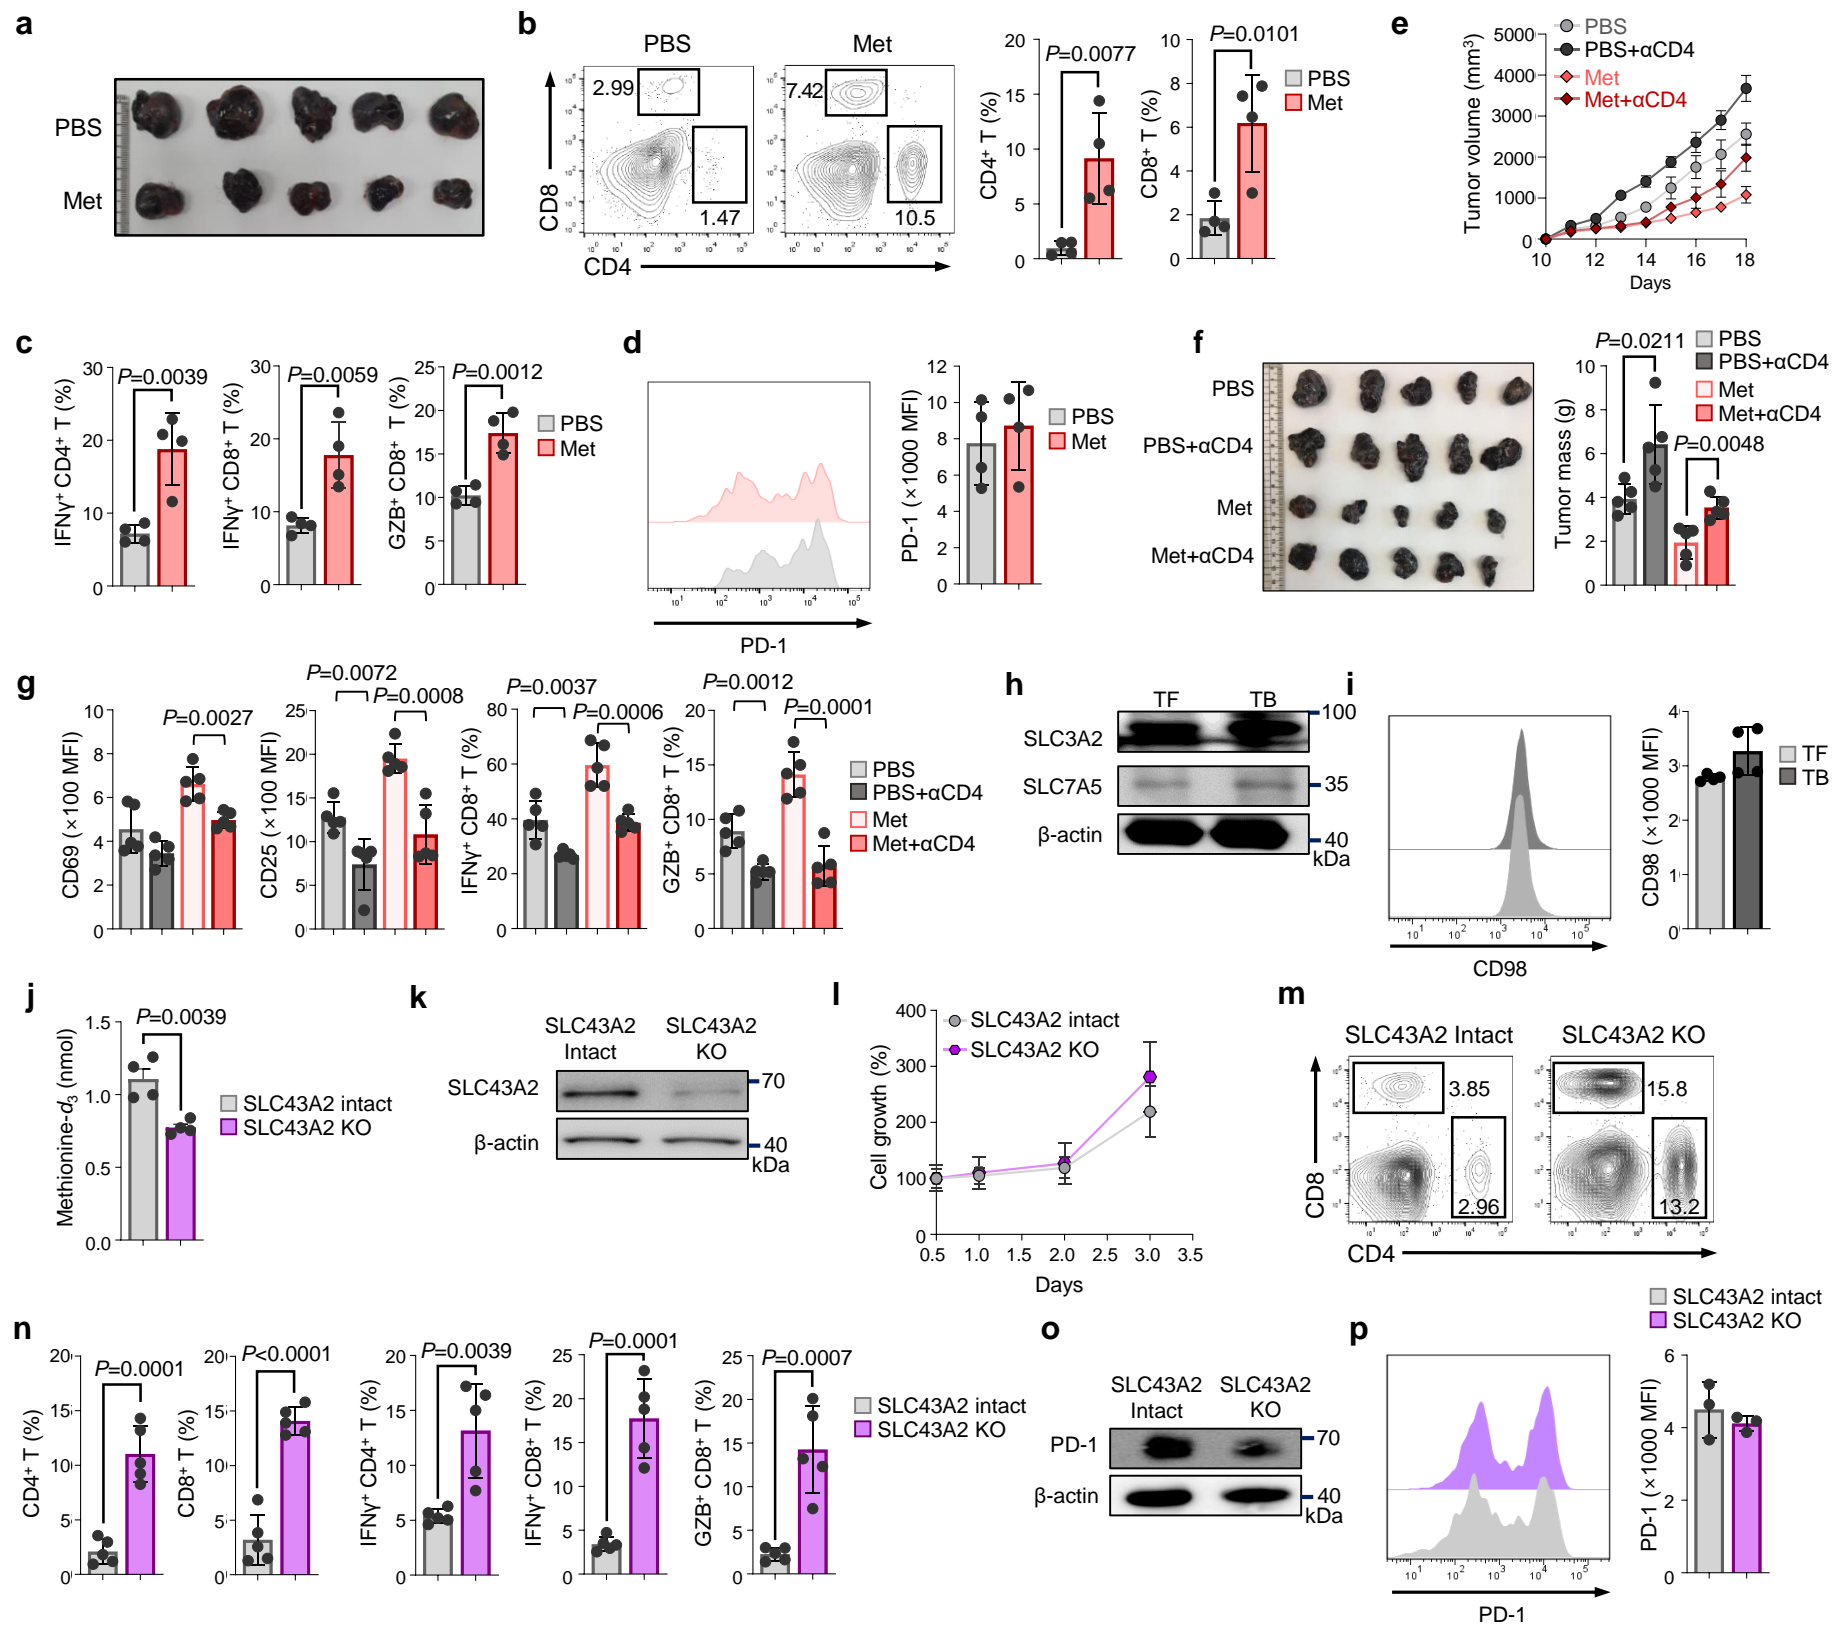

## Supplementary Fig. 2. Methionine confers antitumoral immunity.

**a–d.** B16F10 tumor cells were injected into wild-type (WT) mice and PBS or methionine was administered intratumorally every other day starting from day 8 [n =5 (a) and n=4 (b-d) per group]. Tumor image (**a**); percentage of tumor infiltrated CD4 and CD8 T cells (**b**); IFN- $\gamma$  and granzyme B (GZB) (**c**) and PD-1 expression in CD8 T cells (**d**). **e–g.** B16F10 tumors transplanted in WT mice followed by treatment with methionine (40 mg/kg) and anti-CD4 antibodies (200  $\mu$ g/i.p.), either alone or in combination (n = 5 per group). Tumor volume (**e**), image and weight (**f**) and CD69 and CD25 expression and secretions of IFN- $\gamma$  and GZB in tumor-infiltrated T cells (**g**).

**h–i.** B16F10 tumor cells were transplanted into WT mice. Amino acid transporters SLC3A2 and SLC7A5 were detected by western blotting (**h**) and their heterodimer form CD98 by FACS (n = 4 per group) (**i**) in CD4 T cells isolated from LN of tumor-free mice and dLN of tumor-bearing mice. **j.** Uptake assay to analyze uptake of methionine by SLC43A2 intact and KO B16F10 cells by the addition of methionine-d3 (200 $\mu$ M) to culture medium for 1h and detected by LC/MS (n=4 per group). **k.** Immunoblots to confirm *SLC43A2* deletion using CRISPR-Cas9. The experiment was repeated two times. **l.** Comparison of the cell growth rate of SLC43A2-intact and KO B16F10 cells using MTT assay (n = 3 per group). **m–p.** SLC43A2 intact and KO B16F10 tumor cells were subcutaneously injected into WT mice (n = 5 per group). Percentages of tumor-infiltrated CD4 and CD8 T cells and IFN- $\gamma$  and GZB secretions (**m–n**). Immunoblotting of PD-1 in tumor-infiltrating CD4 T cells. The experiments were repeated two times ( **o**). PD-1 expression in tumor-infiltrating CD8 T cells (n = 3 per group) (**p**). Statistical analyses were performed using two-tailed Student's *t*-test (**b–d, i–j, n,p**) ; two-way ANOVA (**e, l**). PBS vs PBS +  $\alpha$ CD4  $P<0.0001$ ; Met vs Met +  $\alpha$ CD4  $P<0.0001$  (**e**); one-way ANOVA (**f–g**). Data are mean  $\pm$  standard error of the mean. Source data are provided as a Source Data file.

# Supplementary Fig. 3

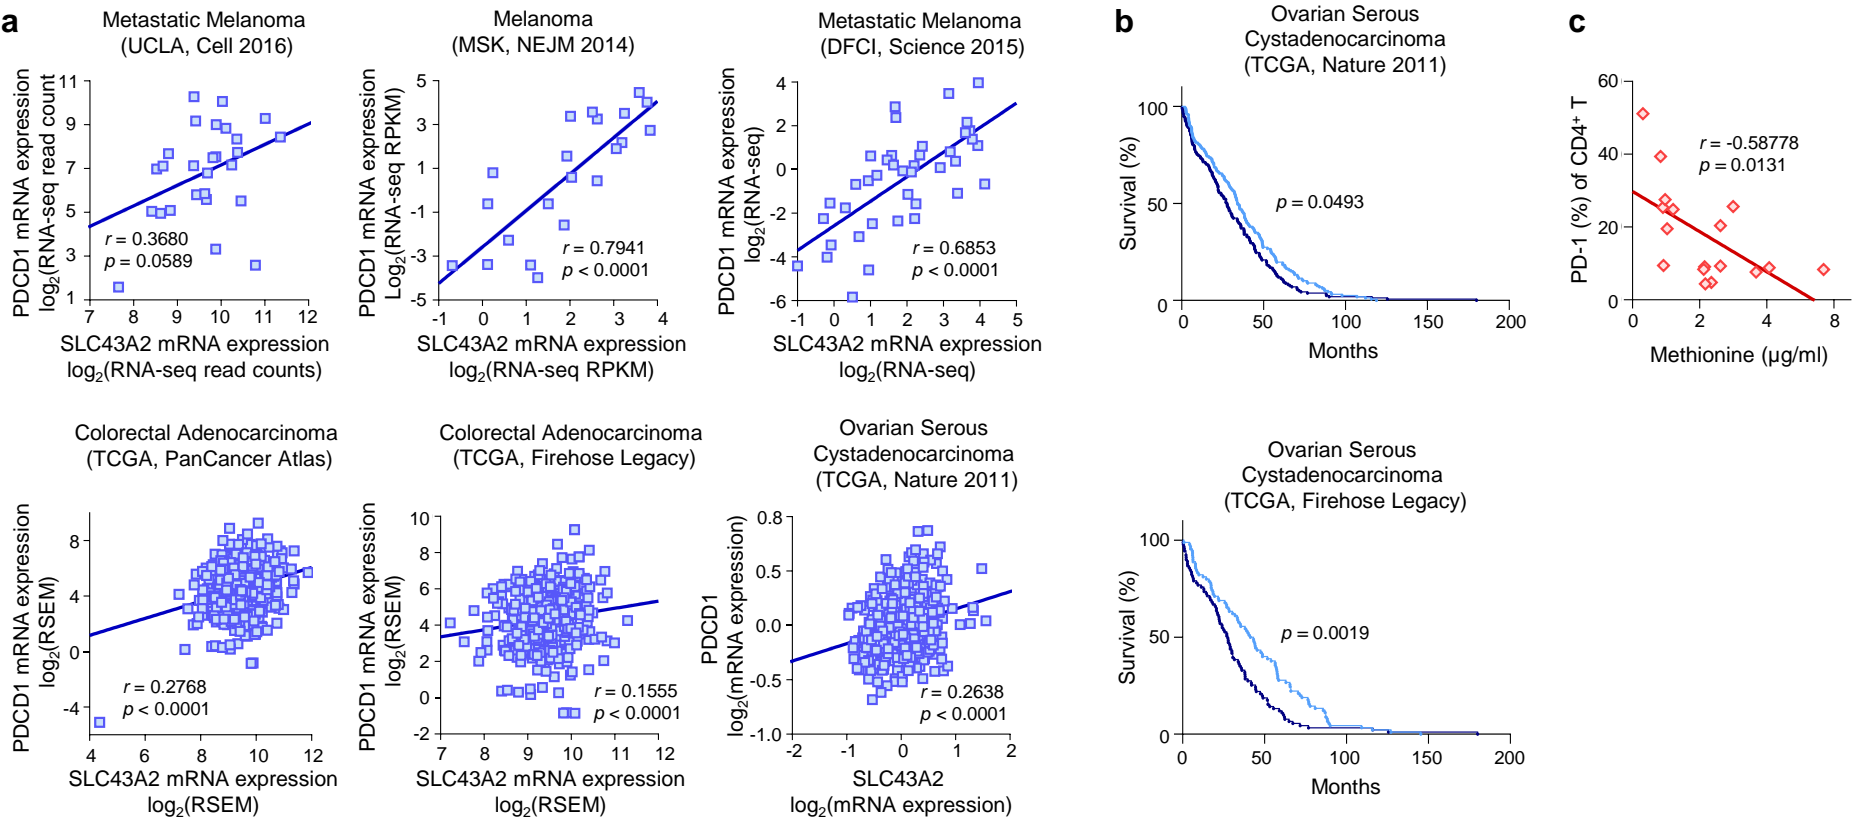

**Supplementary Fig. 3. Positive correlation between CD4 T cells, PD-1, and *SLC43A2* mRNA expression in multiple cancer patient datasets.** **A.** Transcriptional correlation between transcripts of *SLC43A2* and CD4 T cell *PDCD1* analyzed from The Cancer Genome Atlas dataset. Metastatic Melanoma<sup>1</sup> (UCLA, Cell 2016, N=27), Melanoma<sup>2</sup> (MSK, NEJM 2014, N=21), Metastatic Melanoma<sup>3</sup> (DFCI, Science 2015, N=40), Colorectal Adenocarcinoma<sup>4-13</sup> (TCGA, PanCancer Atlas, N=592), Colorectal Adenocarcinoma (TCGA, Firehose Legacy, N=382), Ovarian Serous Cystadenocarcinoma<sup>14</sup> (TCGA, Nature 2011, N=489) **b.** Survival graph of cancer patients with high and low *SLC43A2* expression. Median survival was assessed using the Kaplan–Meier curve. Ovarian Serous Cystadenocarcinoma<sup>14</sup> (TCGA, Nature 2011, *SLC43A2* low N=157, *SLC43A2* high N=158), Ovarian Serous Cystadenocarcinoma (TCGA, Firehose Legacy, *SLC43A2* low N=90, *SLC43A2* high N=91) **c.** Correlation between PD-1 expression in CD4 T cells and methionine concentration. Statistical analyses were performed using Pearson correlation analysis (**a, c**) and Log-rank test (**b**). Source data are provided as a Source Data file.

# Supplementary Fig. 4

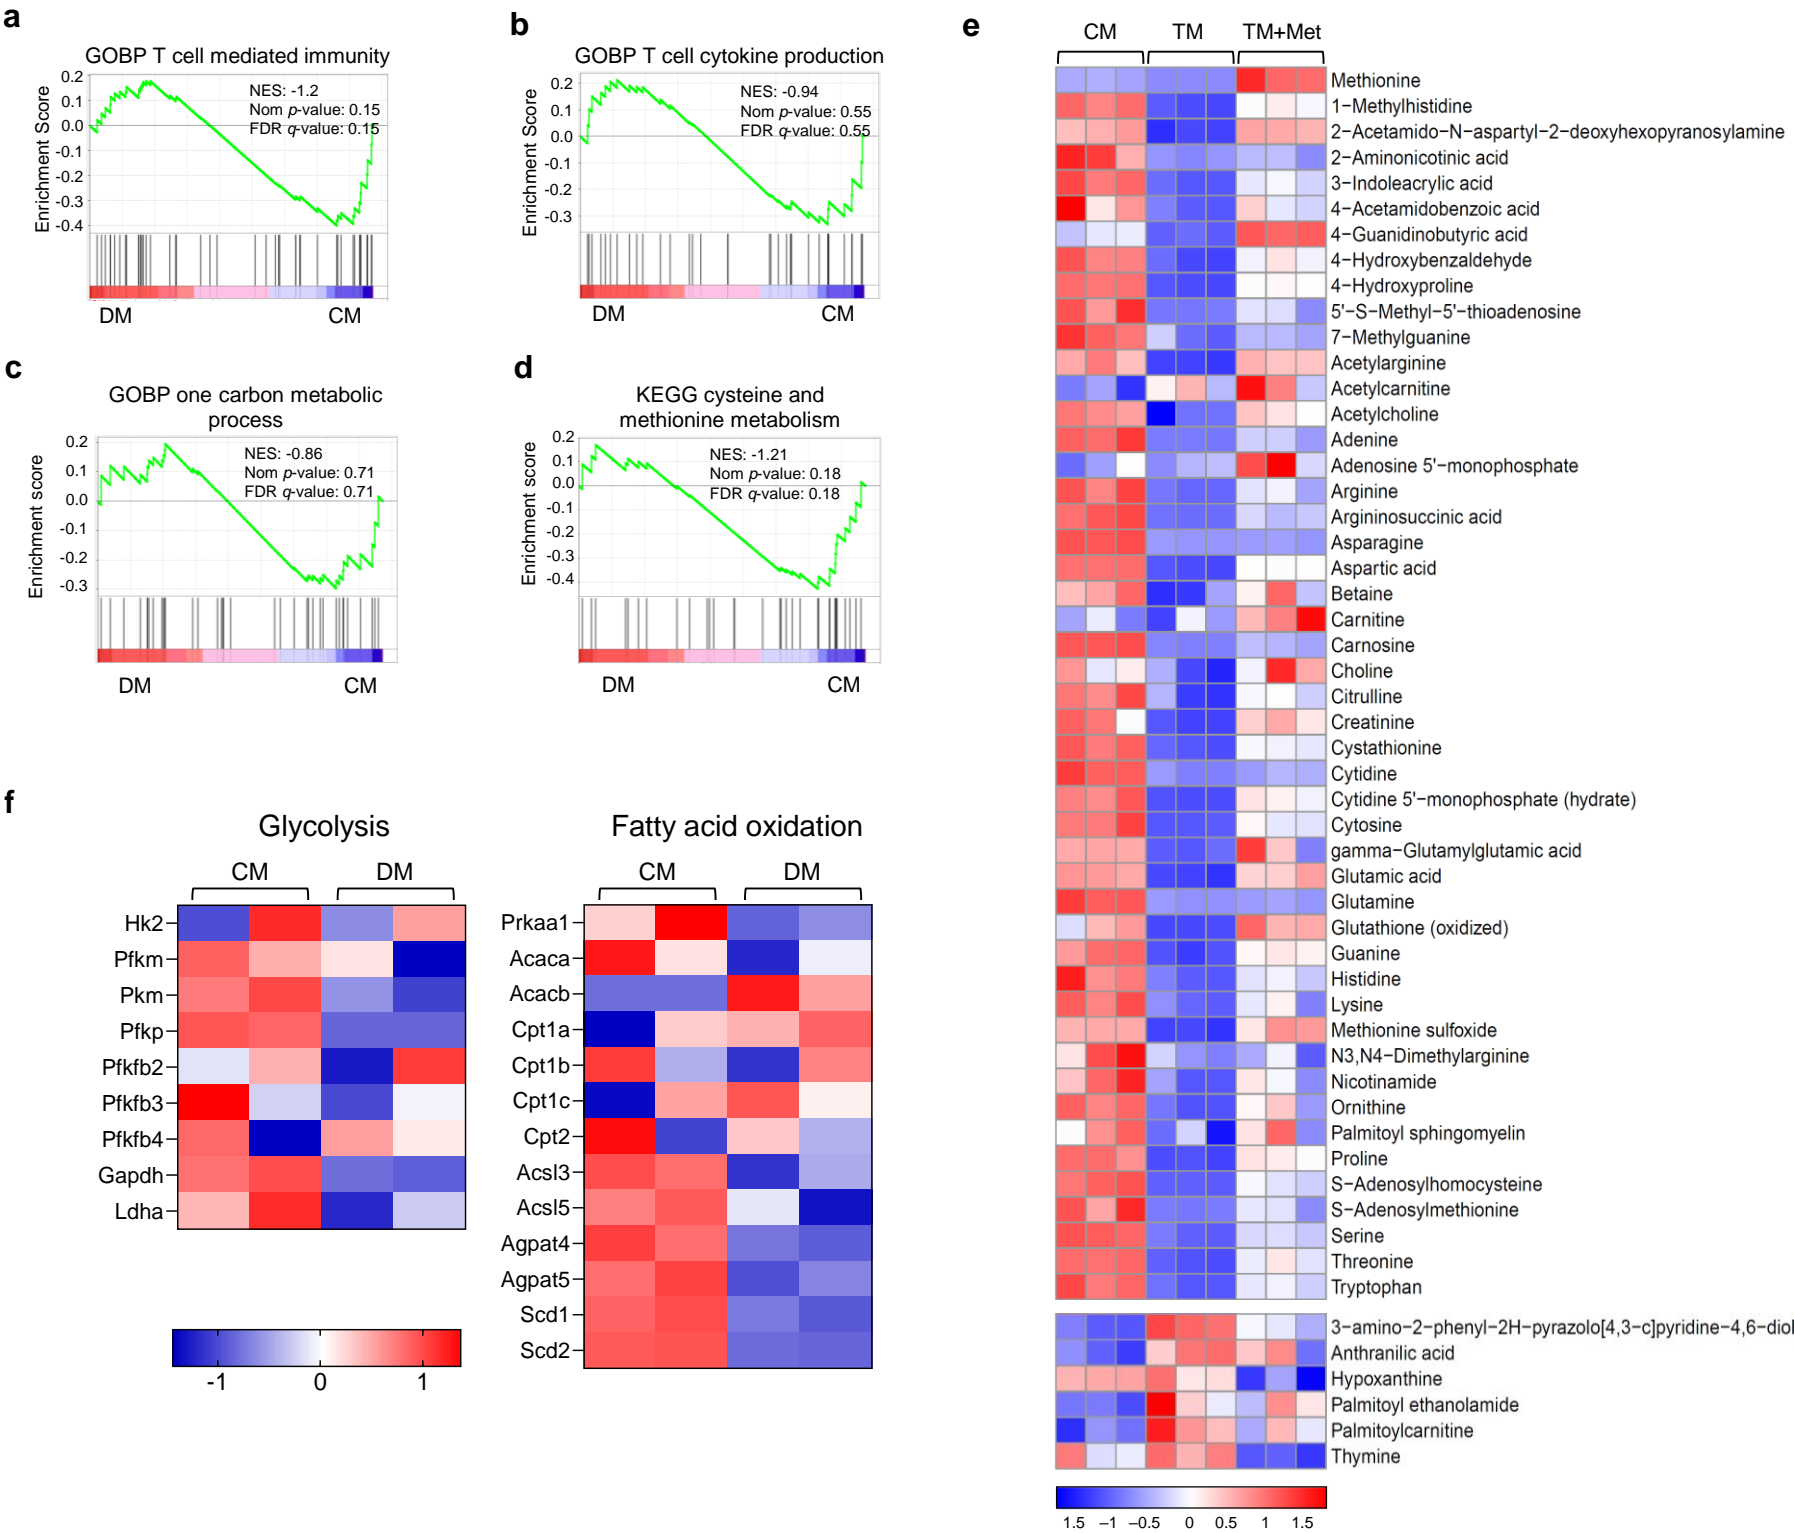

**Supplementary Fig. 4. CD4 T cells cultured in reduced-nutrient media exhibit reduced levels of amino acids, metabolites, and metabolism-related genes. a–d.** GSEA of CD4 T cells cultured in CM and DM (n = 2 independent biological samples). T cell-mediated immunity pathways (**a**), T cell cytokine production (**b**), one-carbon metabolic process (**c**), and KEGG cysteine and methionine metabolism (**d**) in CD4 T cells. **e.** Metabolomic analysis of CD4 T cells cultured in CM, TM, and TM supplemented with methionine (n = 3 independent biological samples). **f.** RNA-seq analysis of glycolysis(left) and fatty acid oxidation (right)-related gene expression in CD4 T cells cultured in CM and TM (n = 2 independent biological samples). Statistical analyses were performed using two-tailed Student's *t*-test & TMM+CPM normalized method for correction (**a–d**). Source data are provided as a Source Data file.

# Supplementary Fig. 5

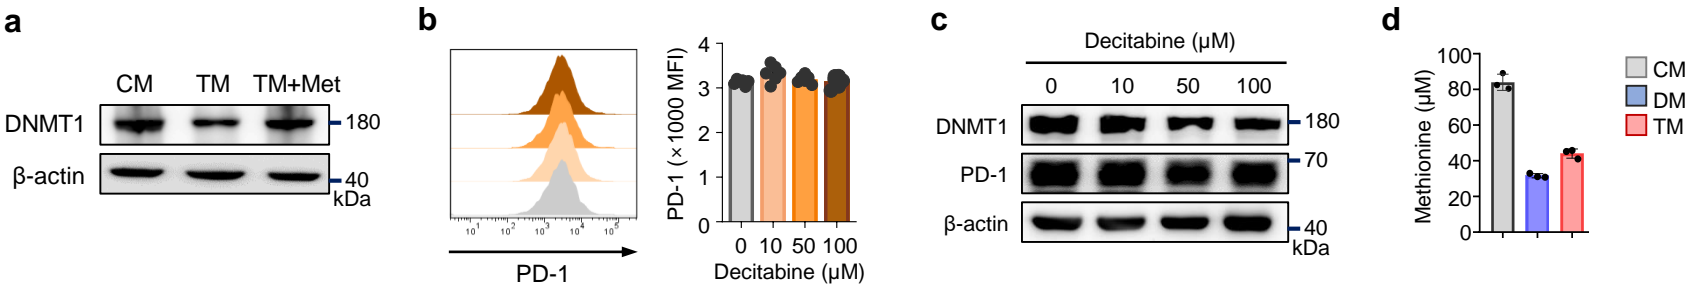

**Supplementary Fig. 5. DNA methylation does not regulate PD-1 expression.**

**a.** Immunoblot for the DNMT1 analysis in CD4 T cells cultured in CM, TM, or TM supplemented with methionine.

The experiments were performed twice with similar results. **b–c.** The DNMT inhibitor decitabine was administered at different dosages. PD-1 expression was analyzed using flow cytometry (n = 6 per group) (**b**), and DNMT1 and PD-1 expression analyzed using western blotting (**c**). Methionine level in CM, DM and TM (n=3 in each group) (**d**). The experiments were repeated twice with similar results. One-way ANOVA was performed (**b**). Data are mean  $\pm$  standard error of the mean. Source data are provided as a Source Data file.

# Supplementary Fig. 6

a

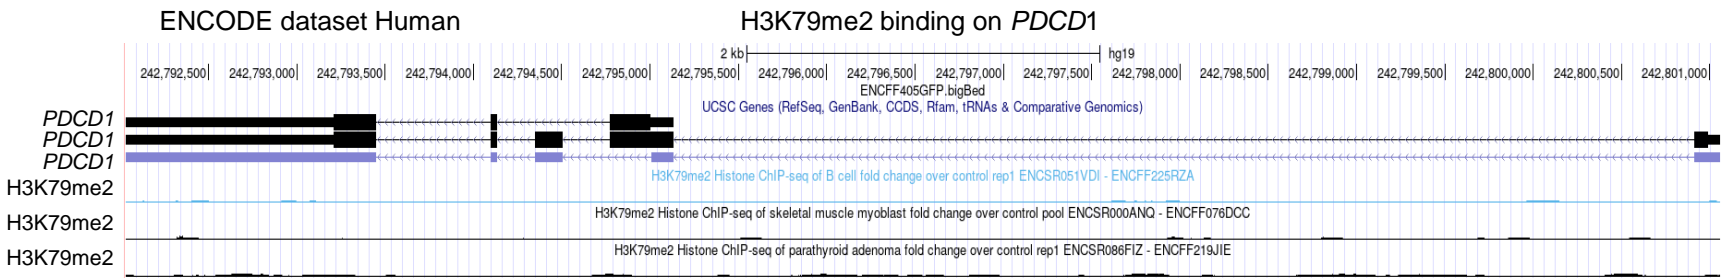

b

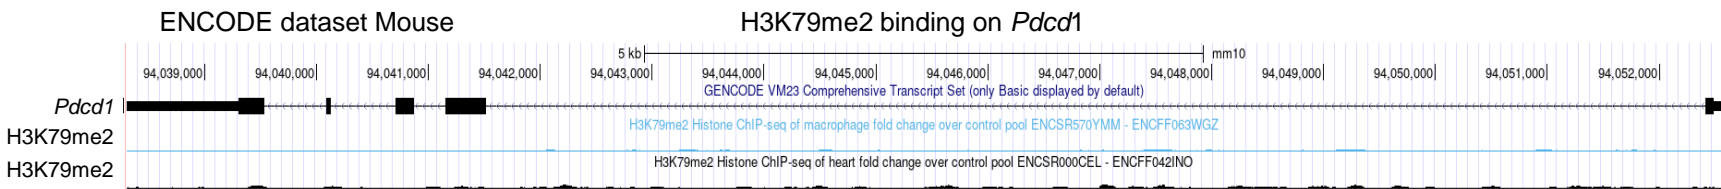

c

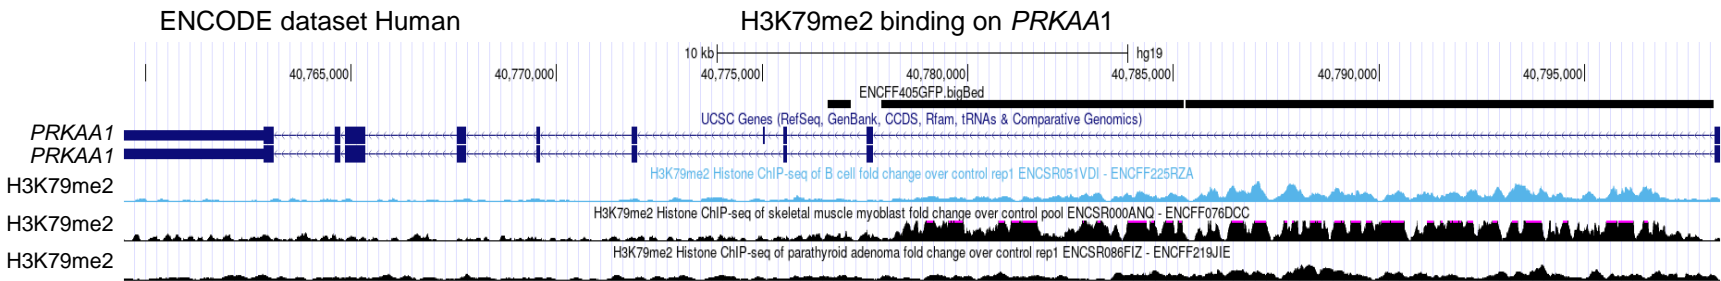

d

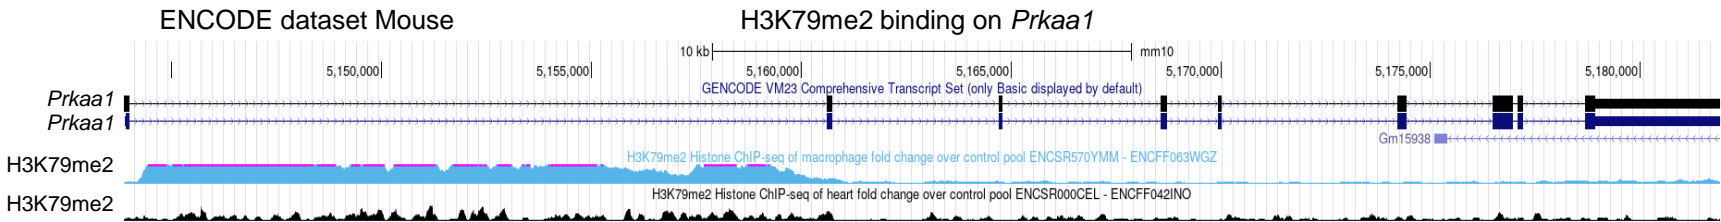

e

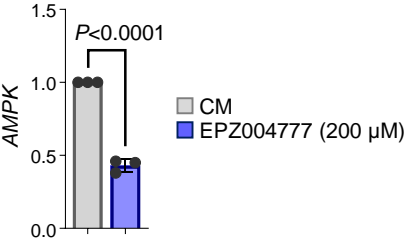

**Supplementary Fig. 6. H3K79me2 binds with the AMPK gene promoter.**

**a–b.** H3K79me2 ChIP-seq data in the ENCODE public dataset on different human and mouse cell types show the binding of H3K79me2 to the *Pdcd1* promoter. **c–d.** H3K79me2 ChIP-seq data in the ENCODE public dataset on different cell types of humans and mice show H3K79me2 binding in the *Prkaa1* promoter. **e.** Isolated CD4 T cells were cultured in the presence or absence of DOT1L inhibitor EPZ004777(200μM) for 12 h. RT PCR was performed for the detection of AMPKα1 mRNA (n=3 per group). Statistical analyses were performed using two-tailed Student's *t*-test (**e**).

Data are mean ± standard error of the mean. Source data are provided as a Source Data file.

# Supplementary Fig. 7

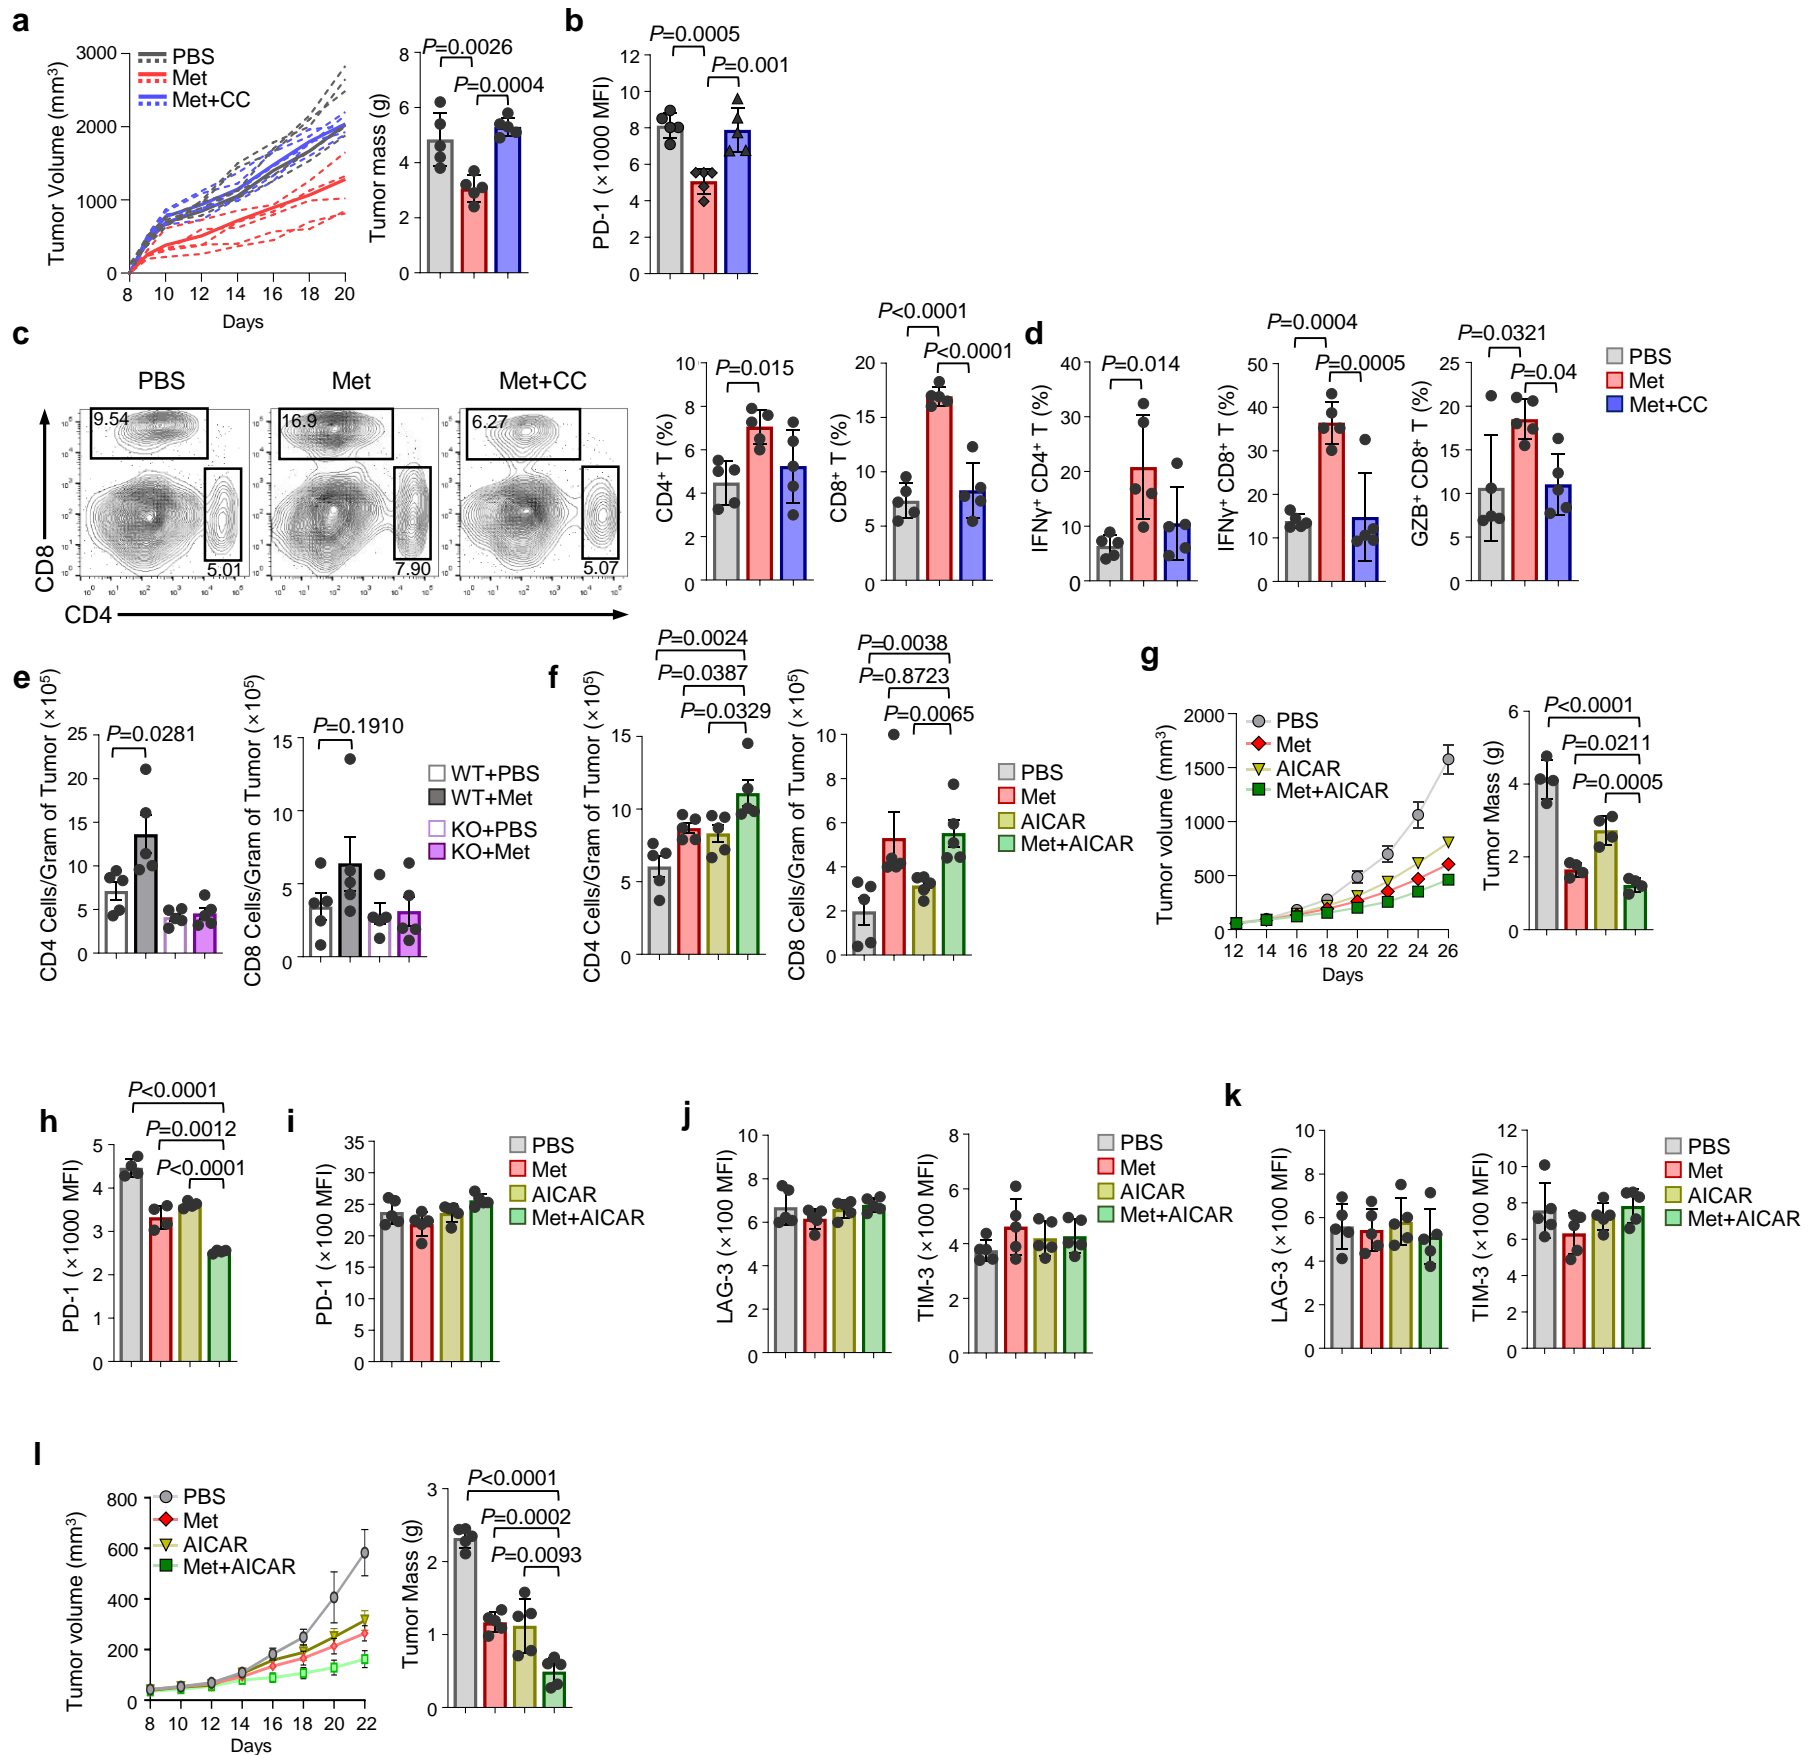

## **Supplementary Fig. 7. Methionine exhibits antitumoral immunity via AMPK.**

**a–d.** B16F10 cells were subcutaneously injected into WT mice. Methionine (intratumoral) and compound C (intraperitoneal) were administered every other day starting on day 9 (n = 5 per group). **a.** Tumor volume and weight **b.** PD-1 expression on tumor-infiltrated CD4 T cells. **c.** Percentages of tumor-infiltrated CD4 and CD8 T cells. **d.** IFN- $\gamma$  and GZB cytokine secretions by tumor-infiltrating T cells. **e.** Absolute cell counts of tumor infiltrating CD4 and CD8 T cells of WT and AMPK KO mice transplanted with B16F10 cells following treatment with methionine (40 mg/kg; intra-tumor) or PBS every alternate day starting on day 8 (n = 5 per group). **f.** Absolute cell count of tumor-infiltrating CD4 and CD8 T cells from mice transplanted with B16F10 cells followed by treatment with PBS or methionine (40 mg/kg) or AICAR (500 mg/kg) every alternate day starting on day 8 (n = 5 per group). **g–h.** WT mice were transplanted with MC-38 cells followed by treatment with PBS or methionine (40 mg/kg) or AICAR (500 mg/kg) every other day starting on day 12 (n = 4 per group). **g.** Tumor volume and weight **h.** PD-1 expression on tumor-infiltrated CD4 T cells. **i.** PD-1 expression on CD4 T cells derived from lymph nodes. **j.** LAG-3 and TIM-3 expression in CD4 T cells derived from lymph nodes of tumor-bearing mice (n=5 per group). **k.** LAG-3 and TIM-3 expression of tumor-infiltrating CD4 T cells (n=5 per group). **l.** WT mice were transplanted with SLC43A2-KO B16F10 cells followed by treatment with PBS or methionine (40 mg/kg) or AICAR (500 mg/kg) every other day starting on day 8 (n = 5 per group) and tumor volume and weight were analyzed. Tumor volume was analyzed using two-way ANOVA (PBS vs. Met  $P<0.0001$ ; PBS vs. Met+CC  $P=0.1970$ ) (**a**), PBS vs. Met+AICAR  $P<0.0001$ ; Met vs Met+AICAR  $P=0.0267$ ; AICAR vs. Met+AICAR  $P<0.0001$ ) (**g**); PBS vs. Met+AICAR  $P<0.0001$ ; Met vs Met+AICAR  $P<0.0001$ ; AICAR vs. Met+AICAR  $P<0.0001$ ) (**l**); one-way ANOVA multiple comparison tests were performed (**a–l**). Data are mean  $\pm$  standard error of the mean. Source data are provided as a Source Data file.

# Supplementary Fig. 8

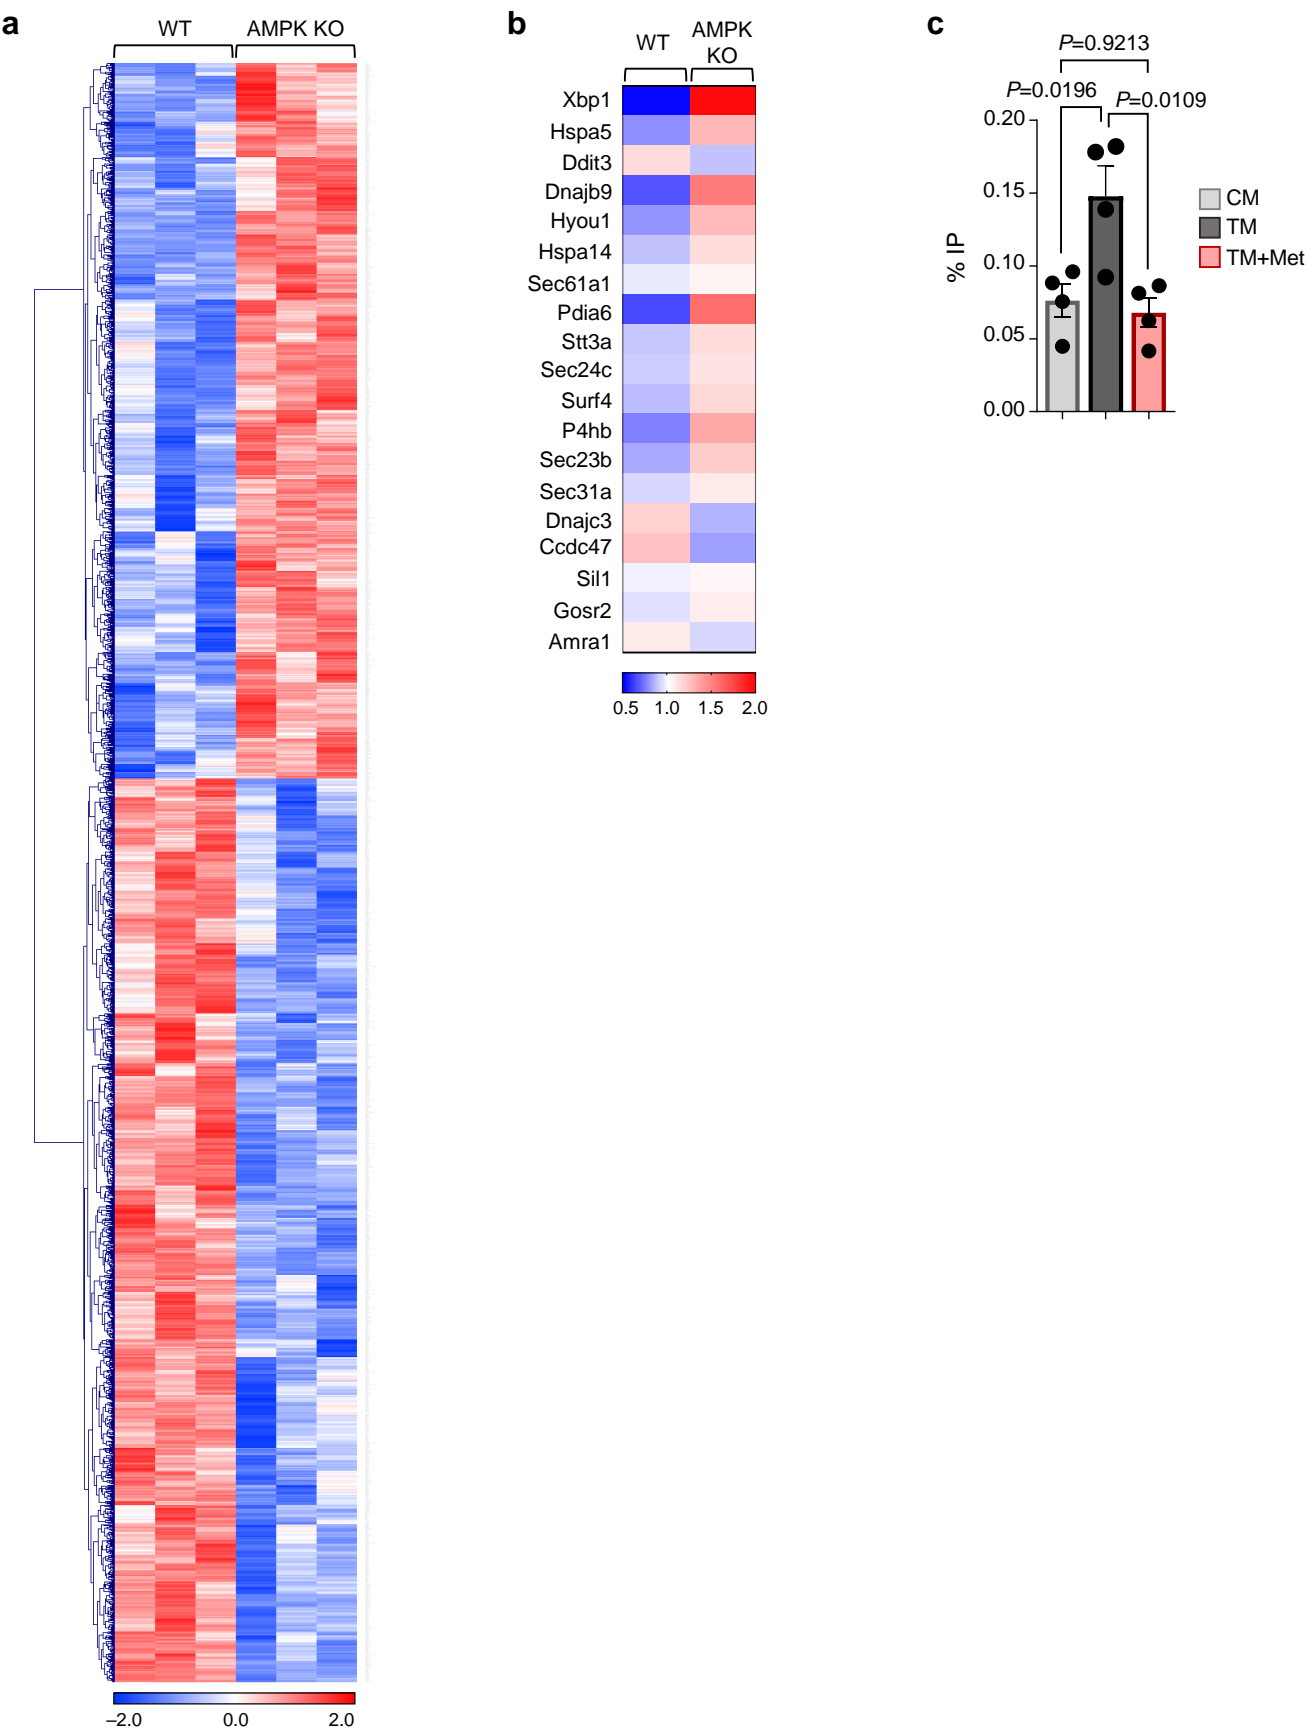

**Supplementary Fig. 8. AMPK-deficient CD4 T cells exhibit increased expression of endoplasmic reticulum (ER) stress-related genes.** **a.** RNA-seq analysis showing differentially expressed genes in AMPK-deficient CD4 T cells. **b.** RNA-seq analysis of ER stress-related gene expression in wild-type (WT) and AMPK-deficient CD4 T cells. (**a, b**; n = 3 biological independent samples). **c.** Chip assay showing XBP1 binding to PD-1 promoter (n=4 per group). Statistical analysis was performed using one-way ANOVA multiple comparison test (c). Data are mean  $\pm$  standard error of the mean. Source data are provided as a Source Data file.

# Supplementary Fig. 9

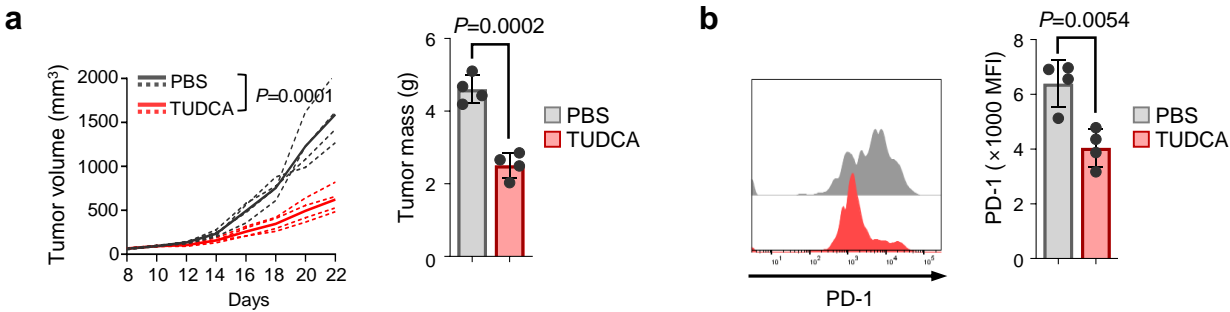

**Supplementary Fig. 9. ER stress inhibitor TUDCA exhibits anti-tumor immunity.**

**a-b.** WT mice transplanted with B16F10 melanoma cells and treated with TUDCA (150 mg/kg; intra-peritoneal) or control phosphate-buffered saline (PBS) every alternate day (n = 4 per group). **a.** Tumor volume and tumor weight were analyzed. **b.** PD-1 expression of tumor-infiltrating CD4. Statistical analyses were performed using two-way analysis of variance (ANOVA) for tumor volume (**a**) and two-tailed student's *t*-test were performed for bar graphs (**a-b**). Data are mean  $\pm$  standard error of the mean. Source data are provided as a Source Data file.

# Supplementary Fig. 10

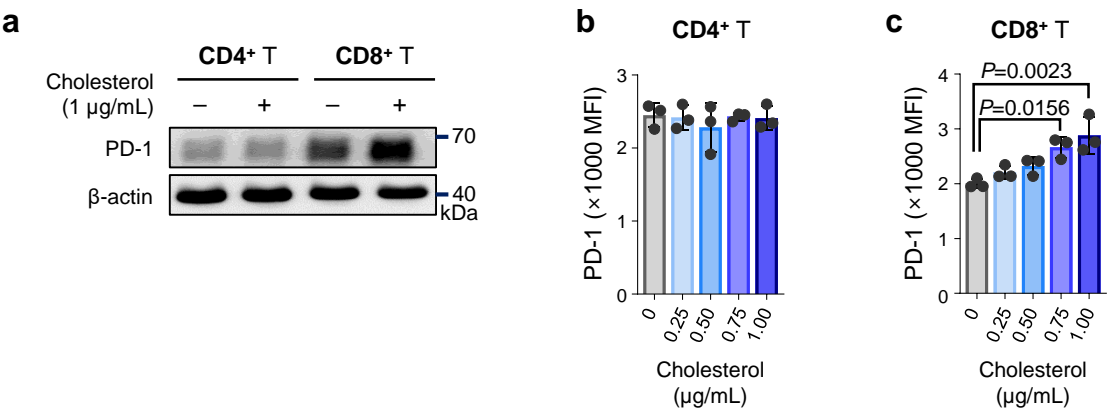

**Supplementary Fig. 10. Cholesterol supplementation does not regulate PD-1 expression on CD4 T cells. a.**

Immunoblotting showing PD-1 on CD4 or CD8 T cells after treatment with cholesterol. The experiments were performed two times with similar results. **b.** Flow cytometry analysis of PD-1 in CD4 T cells treated with different doses of cholesterol. **c.** Flow cytometry analysis of PD-1 in CD8 T cells treated with different doses of cholesterol. (**b, c**; n = 3 per group). Statistical analyses were performed using one-way analysis of variance (**b,c**). Data are mean  $\pm$  standard error of the mean. Source data are provided as a Source Data file.

# Supplementary Fig. 11

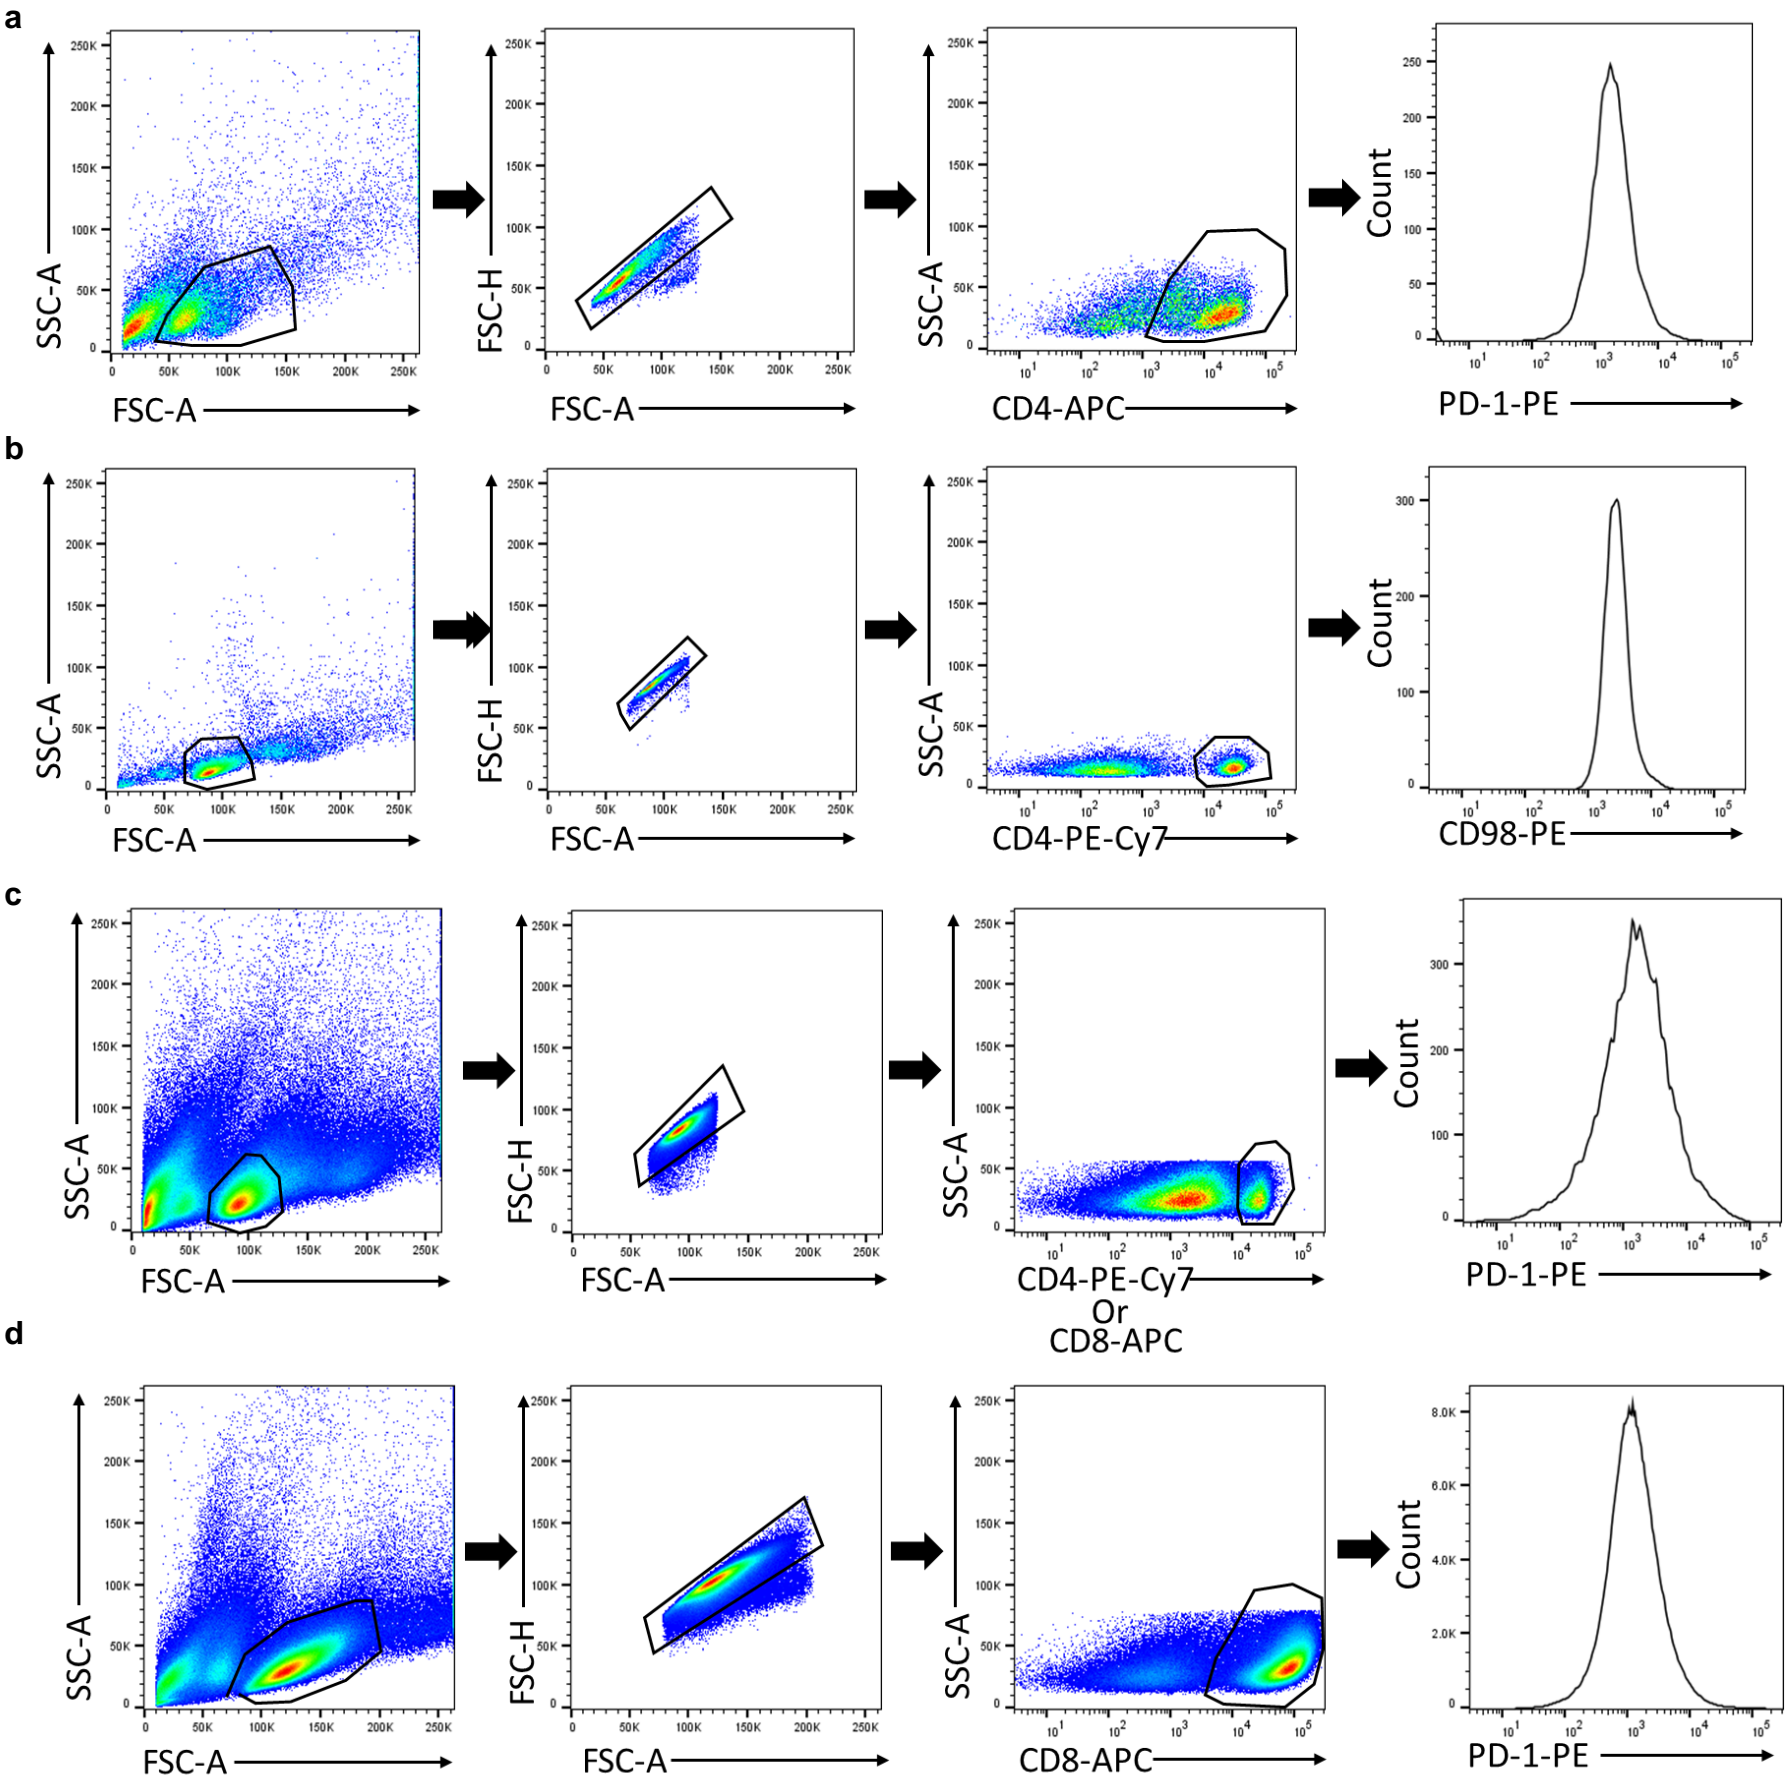

## **Supplementary Fig. 11. Gating Strategy**

- a.** Gating strategy to find PD-1 expression on CD4 T cells (Used in figure 1d, 3j and Supplementary figure 5b and 10b).
- b.** Gating strategy to find CD98 expression on CD4 T cells (Used in Supplementary figure 2i).
- c.** Gating strategy to find PD-1 expression on CD4 T cells and CD8 T cells (Used in Supplementary figure 1a and 1b).
- d.** Gating strategy to find PD-1 expression on CD8 T cells (Supplementary 1c, 1d, 1e and 10c).

# Supplementary Fig. 12

**a**

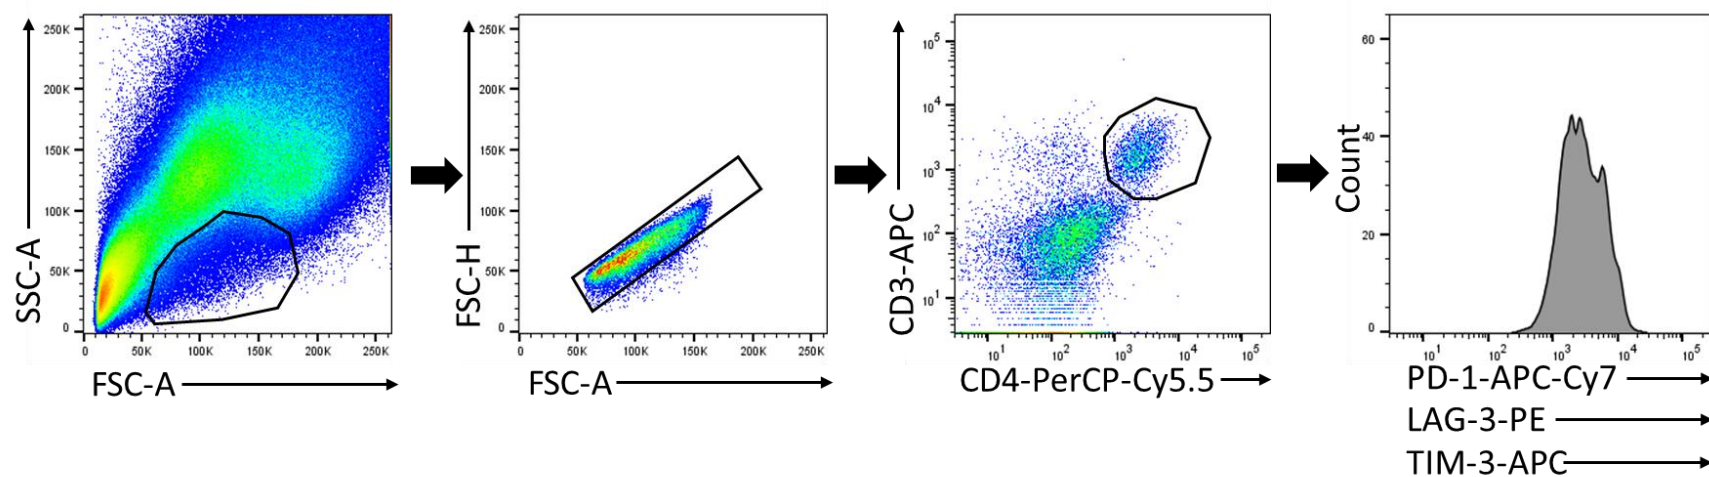

**b**

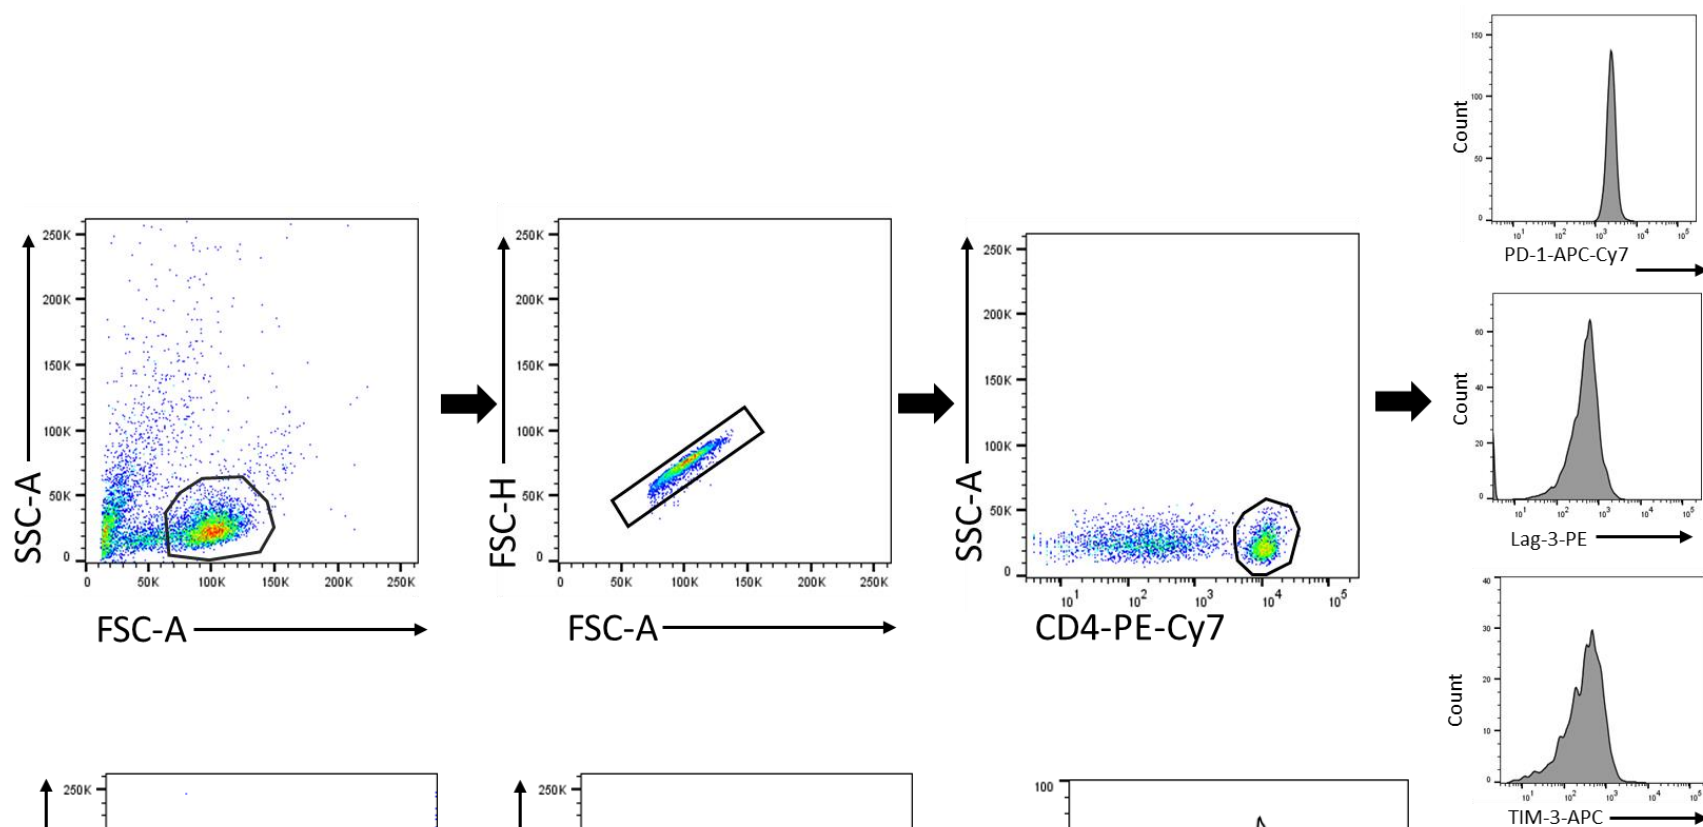

**c**

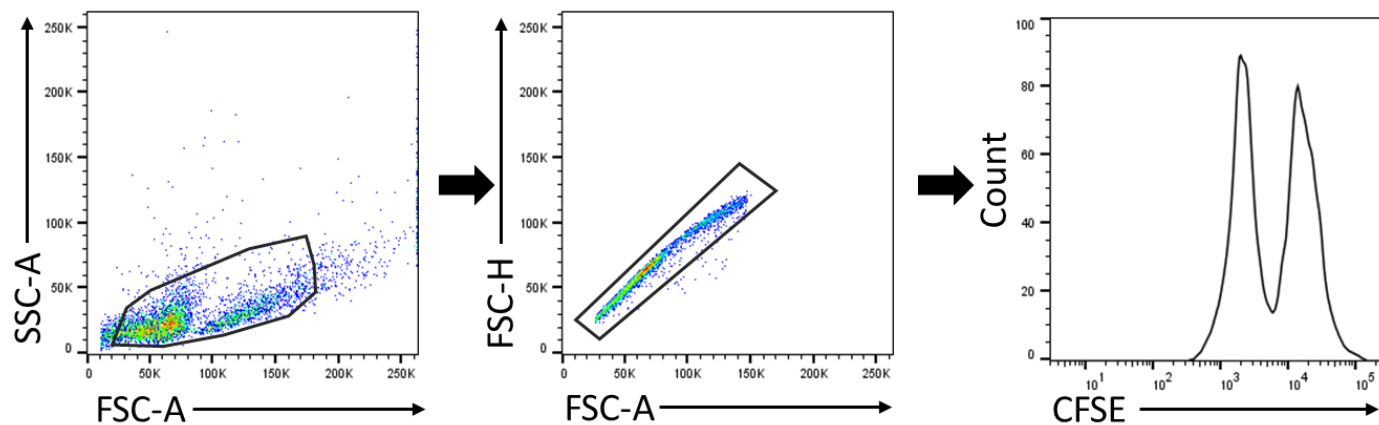

## Supplementary Fig. 12. Gating Strategy

**a.** Gating strategy to find PD-1, LAG-3 and TIM-3 expression on tumor infiltrated CD4 T cells (Used in figure 2b, 2f, 5b, 5d, 5h and Supplementary figure 2d, 2p, 7b, 7h, 7k and 9b). **b.** Gating strategy to find PD-1, LAG-3 and TIM-3 expression on CD4 T cells derived from lymph nodes of tumor mice (Used in Supplementary figure 7i and 7j). **c.** Gating strategy to find low and high CFSE labelled cells in *in vitro* cytotoxicity assay (Used in figure 2d).

# Supplementary Fig. 13

**a**

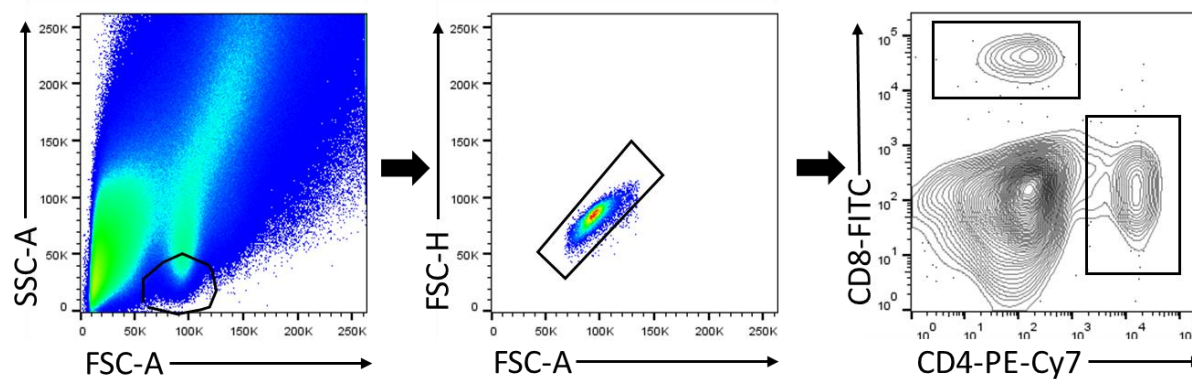

**b**

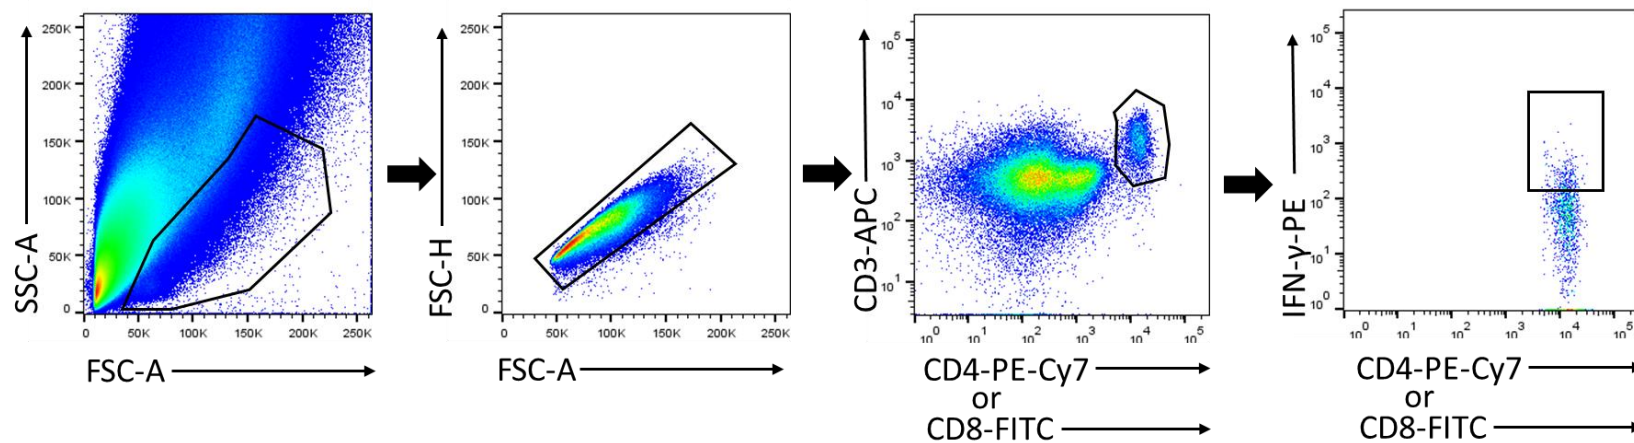

**c**

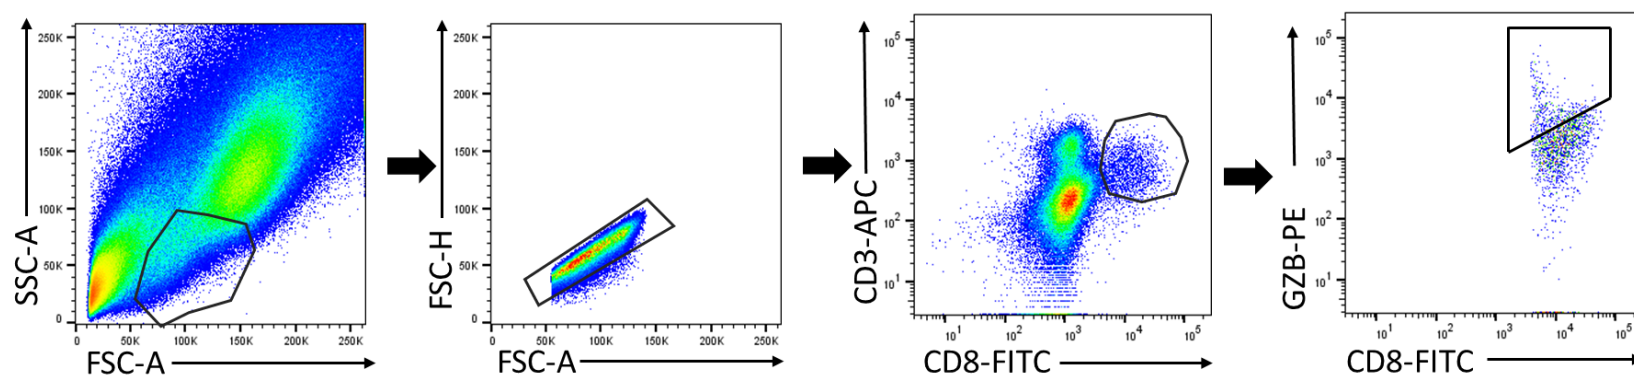

### **Supplementary Fig. 13. Gating Strategy**

**a.** Gating strategy to identify tumor infiltrated CD4 T cells and CD8 T cells (Used in figure 5e, 5i and Supplementary figure 2b, 2m and 7c). **b.** Gating strategy to identify IFN- $\gamma$  producing tumor infiltrated CD4 T cells and CD8 T cells (Used in figure 5f, 5j and Supplementary figure 2c, 2n and 7d). **c.** Gating strategy to identify GZB producing tumor infiltrated CD8 T cells (Used in figure 5f, 5j and Supplementary figure 2c, 2n and 7d).

# Supplementary Table 1

Supplementary Table 1. Real time PCR primer list with sequences

| Genes         | Forward (5'–3')          | Reverse (5'–3')         |
|---------------|--------------------------|-------------------------|
| <i>Prkaa1</i> | GAAGTCAAAGCCGACCCAAT     | AGGGTTCTTCCTTCGCACAC    |
| <i>XBP1</i>   | GACAGAGAGTCAAAC TAACGTGG | GTCCAGCAGGCAAGAAGGT     |
| <i>XBP1s</i>  | AAGAACACGCTTGGGAATGG     | CTGCACCTGCTGCGGAC       |
| <i>Pdcd1</i>  | ATGTGGGTCCGGCAGGTACC     | TCAAAGAGGCCAAGAACAATGTC |

## Reference

1. Hugo, W. *et al.* Genomic and Transcriptomic Features of Response to Anti-PD-1 Therapy in Metastatic Melanoma. *Cell* 165, 35-44, doi:10.1016/j.cell.2016.02.065 (2016).
2. Snyder, A. *et al.* Genetic basis for clinical response to CTLA-4 blockade in melanoma. *The New England journal of medicine* 371, 2189-2199, doi:10.1056/NEJMoa1406498 (2014).
3. Van Allen, E. M. *et al.* Genomic correlates of response to CTLA-4 blockade in metastatic melanoma. *Science* 350, 207-211, doi:10.1126/science.aad0095 (2015).
4. Hoadley, K. A. *et al.* Cell-of-Origin Patterns Dominate the Molecular Classification of 10,000 Tumors from 33 Types of Cancer. *Cell* 173, 291-304.e296, doi:10.1016/j.cell.2018.03.022 (2018).
5. Ellrott, K. *et al.* Scalable Open Science Approach for Mutation Calling of Tumor Exomes Using Multiple Genomic Pipelines. *Cell systems* 6, 271-281.e277, doi:10.1016/j.cels.2018.03.002 (2018).
6. Taylor, A. M. *et al.* Genomic and Functional Approaches to Understanding Cancer Aneuploidy. *Cancer Cell* 33, 676-689.e673, doi:10.1016/j.ccell.2018.03.007 (2018).
7. Liu, J. *et al.* An Integrated TCGA Pan-Cancer Clinical Data Resource to Drive High-Quality Survival Outcome Analytics. *Cell* 173, 400-416.e411, doi:10.1016/j.cell.2018.02.052 (2018).
8. Sanchez-Vega, F. *et al.* Oncogenic Signaling Pathways in The Cancer Genome Atlas. *Cell* 173, 321-337.e310, doi:10.1016/j.cell.2018.03.035 (2018).
9. Gao, Q. *et al.* Driver Fusions and Their Implications in the Development and Treatment of Human Cancers. *Cell reports* 23, 227-238.e223, doi:10.1016/j.celrep.2018.03.050 (2018).
10. Bhandari, V. *et al.* Molecular landmarks of tumor hypoxia across cancer types. *Nature genetics* 51, 308-318, doi:10.1038/s41588-018-0318-2 (2019).
11. Poore, G. D. *et al.* Microbiome analyses of blood and tissues suggest cancer diagnostic approach. *Nature* 579, 567-574, doi:10.1038/s41586-020-2095-1 (2020).
12. Ding, L. *et al.* Perspective on Oncogenic Processes at the End of the Beginning of Cancer Genomics. *Cell* 173, 305-320.e310, doi:10.1016/j.cell.2018.03.033 (2018).
13. Bonneville, R. *et al.* Landscape of Microsatellite Instability Across 39 Cancer Types. *JCO precision oncology* 2017, doi:10.1200/po.17.00073 (2017).
14. Integrated genomic analyses of ovarian carcinoma. *Nature* 474, 609–615, doi:10.1038/nature10166 (2011).

# Supplementary material for: Methionine consumption by cancer cells drives a progressive upregulation of PD-1 expression in CD4 T cells
**Source:** Nat Commun. 2023 May 5;14:2593. doi: 10.1038/s41467-023-38316-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Metabolomic analysis of CD4 T cells cultured in CM, TM, and TM supplemented with methionine representing changes in wide panel of primary metabolites (n = 3 per group). Metabolites were quantified by using Gas chromatography with quadrupole time-of-flight mass spectrometry (GC-TOF-MS) and the relative value of each metabolite between the groups were measured. Each value is normalized and expressed in Log2fold change.

**Supplementary Data 2:** Metabolomic analysis of CD4 T cells cultured in CM, TM, and TM supplemented with methionine representing changes in wide panel of primary metabolites (n = 3 per group). Metabolites were quantified by using Gas chromatography with quadrupole time-of-flight mass spectrometry (GC-TOF-MS). The raw values of each metabolites are expressed in column.

# Supplementary material for: Methionine consumption by cancer cells drives a progressive upregulation of PD-1 expression in CD4 T cells
**Source:** Nat Commun. 2023 May 5;14:2593. doi: 10.1038/s41467-023-38316-9
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection Flow cytometer BD FACSVerse was used to run samples. The data was analyzed by with FlowJo version10

Data analysis GraphPad Prism version 8 and 9 were used for data analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq data generated in this study are available in the GEO database under accession code GSE210182 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210182>) and GSE210183 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210183>).

The publicly available TCGA data used in this study are available in the cbiportal database under following study; Metastatic Melanoma (UCLA, Cell 2016, [https://www.cbiportal.org/study/summary?id=mel\\_ucla\\_2016](https://www.cbiportal.org/study/summary?id=mel_ucla_2016)), Melanoma (MSK, NEJM 2014, [https://www.cbiportal.org/study/summary?id=skcm\\_mskcc\\_2014](https://www.cbiportal.org/study/summary?id=skcm_mskcc_2014)),

Metastatic Melanoma (DFCI, Science 2015, [https://www.cbioportal.org/study/summary?id=skcm\\_dfci\\_2015](https://www.cbioportal.org/study/summary?id=skcm_dfci_2015)), Colorectal Adenocarcinoma (TCGA, Firehose Legacy, [https://www.cbioportal.org/study/summary?id=coadread\\_tcga](https://www.cbioportal.org/study/summary?id=coadread_tcga)), Colorectal Adenocarcinoma (TCGA, PanCancer Atlas, [https://www.cbioportal.org/study/summary?id=coadread\\_tcga\\_pan\\_can\\_atlas\\_2018](https://www.cbioportal.org/study/summary?id=coadread_tcga_pan_can_atlas_2018)), Ovarian Serous Cystadenocarcinoma (TCGA, Firehose Legacy, [https://www.cbioportal.org/study/summary?id=ov\\_tcga](https://www.cbioportal.org/study/summary?id=ov_tcga)) and Ovarian Serous Cystadenocarcinoma (TCGA, Nature 2011, [https://www.cbioportal.org/study/summary?id=ov\\_tcga\\_pub](https://www.cbioportal.org/study/summary?id=ov_tcga_pub)). The publicly available ChIPseq data used in this study are available in the ENCODE database under following accession code; (ENCFF076DCC, <https://www.encodeproject.org/experiments/ENCSR000ANQ/>), (ENCFF219JIE, <https://www.encodeproject.org/experiments/ENCSR086FIZ/>), (ENCFF225RZA, <https://www.encodeproject.org/experiments/ENCSR051VDI/>), (ENCFF063WGZ, <https://www.encodeproject.org/experiments/ENCSR570YMM/>) and (ENCFF042INO, <https://www.encodeproject.org/experiments/ENCSR000CEL/>). All other data supporting the findings are included in this paper and its supplementary files. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | We included gynecologic patient cohort from Kangwon National University which includes ovarian cancer, cervical cancer and non-malignant gynecological disease patients.                                                                                                                                                                                                                                                                          |
| Population characteristics  | Ovarian and cervical cancer patients and non-malignant gynecologic disease patients participated to analyse serum methionine and PBMC. They are 18 female with the age range from 30-77 (average 54.11).                                                                                                                                                                                                                                          |
| Recruitment                 | Ovarian and cervical cancer patients and non-malignant gynecologic disease patients participated to this study.                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight            | This study was conducted according to the Declaration of Helsinki and approved by the institutional review board of Kangwon National University Hospital, with written informed consent obtained from all patients. The study protocol was approved by the Institutional Review Board (IRB) of KNUH (Chuncheon, Korea). All methods were performed in accordance with the relevant guidelines and regulations of KNUH (IRB No. KNUH-2022-03-019). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined to be adequate based on the magnitude and consistency of measurable differences between groups. The size of animal studies is between 3 to 20, which are commonly used in similar studies in literatures (Nature 585, 277–282 (2020), Mol Cancer 20, 133 (2021), Cell Metabolism 31, 250-266 (2020)). |
| Data exclusions | No data was excluded for all in vitro experiments. We did not perform any pre-established exclusions for in vivo experiments.                                                                                                                                                                                                    |
| Replication     | As reported in the figure legends, experiments were performed at least three times with similar results, the findings were reliably reproduced.                                                                                                                                                                                  |
| Randomization   | For all in vivo experiments, animals were randomly assigned into a treatment group after tumor inoculation. There was no difference in the tumor burden of each experimental group at starting point of treatment. For in vitro experiment, Samples were divided into each group randomly in experiments.                        |
| Blinding        | After genotyping of mice, Investigator was blinded to group allocation and data collection in in vivo experiments. Experiment and further data analysis were performed by person blinded to which animal was being assigned.                                                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | FITC-conjugated anti-human CD4 antibody (1:100, Cat# 344604, RRID:AB_1937227) which was purchased from BioLegend (San Diego, CA, USA) and Alexa647-conjugated anti-human PD1 (1:100, Cat #560838, RRID:AB_2033988) antibody was purchased from BD Biosciences (Franklin Lakes, NJ, USA). Fluorescently labeled anti-CD3 (17A2), anti-CD8 (53-6.7), anti-CD4 (GK1.5, Cat# 100412 or RM4-5, Cat# 100528), anti-PD1 (RMP1-30, Cat# 109104 or 29F.1A12, Cat# 135224), LAG-3 (C9B7W, Cat# 125208), TIM-3 (B8.2C12, Cat# 134008), anti-IFN- $\gamma$ (XMG1.2, Cat# 505808), anti-CD98 (RL388, Cat# 128208) antibodies from BioLegend (San Diego, CA, USA), anti-XBP1s (Q3-695, Cat# 562642) antibody from BD Biosciences (Franklin Lakes, NJ, USA) and anti-granzyme B (NGZB, Cat# 12-8898-82) antibody from eBioscience (San Diego, CA, USA) anti-PD-1 (1:3000, D7D5W, Cat# 84651S; Cell Signaling Technology, Danvers, MA, USA, RRID:AB_2800041), anti- $\beta$ -actin (1:3000, C4, Cat# sc-47778; Santa Cruz, RRID:AB_626632), anti-SLC3A2 (1:2000, Cat# MA5-29814; Invitrogen, RRID:AB_2785635), anti-SLC43A2 (1:2000, Cat# PA5-23571, Invitrogen, RRID:AB_2541071), anti-SLC7A5 (1:2000, Cat# PA5-50485, Invitrogen, RRID:AB_2635938), anti-DNMT1 (1:2000, 60B1220.1, Cat# ab13537; Abcam, RRID:AB_300438), anti-H3K4me2 (1:2000, Cat# ab32356; Abcam, RRID:AB_732924), anti-H3K4me3 (1:2000, Cat# ab8580; Abcam, RRID:AB_306649), anti-H3K9me2 (1:2000, Cat# ab1220; Abcam, RRID:AB_449854), anti-H3K27me2 (1:2000, Cat# ab24684; Abcam, RRID:AB_448222), anti-H3K79me2 (1:2000, Cat# ab177184; Abcam), anti-H3 (1:2000, Cat# ab1791; Abcam, RRID:AB_302613), anti-AMPK $\alpha$ 1 (1:1000, Cat# 2532 L; Cell Signaling Technology, RRID:AB_330331), and anti-XBP1s (1:1000, Cat# NBP1-77681S; Novus Biological, RRID:AB_11060050) antibodies. The membranes were incubated with HRP-conjugated anti-mouse (1:4000, ADI-SAB-100-J, Enzo, Farmingdale, NY, USA, RRID:AB_11179634) or anti-rabbit IgG antibodies (1:4000, Cat# 7074, Cell Signaling Technology, RRID:AB_2099233) for 1 h at 20 °C. |
| Validation      | All antibodies for FACS and western blot were well-recognized clones in the field and validated by the manufacturers. These antibodies are further validated and routinely used in our lab.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                    |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | B16F10 melanoma cells (CRL-6475TM) were purchased from the American Type Culture Collection (ATCC). MC38 colon cancer cells were purchased from the American Type Culture Collection (ATCC) in 2006. TC-1 cervical cancer cells were kindly provided by Professor Tae Woo Kim (Korea University College of Medicine, Seoul, Korea) |
| Authentication                                                    | B16F10 melanoma cells (CRL-6475TM) were purchased from the American Type Culture Collection (ATCC). MC38 colon cancer cells were purchased from the American Type Culture Collection (ATCC) in 2006. TC-1 cervical cancer cells were kindly provided by Professor Tae Woo Kim (Korea University College of Medicine, Seoul, Korea) |
| Mycoplasma contamination                                          | The cells were tested free of mycoplasma.                                                                                                                                                                                                                                                                                          |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study                                                                                                                                                                                                                                                                        |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Six-to eight-weeks old female of C57BL/6J, Rag1 <sup>-/-</sup> , CD4Cre, and Prkaa1fl/fl mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). Mice deficient in Prkaa1 in CD4 T cells (referred to as AMPK KO mice) and Prkaa1fl/flCD4Cre-neg (WT mice) were generated by breeding Prkaa1fl/fl with CD4Cre mice. The animals were maintained in an animal facility at 20°C to 22°C with 40% to 60% relative humidity and a 12-hour/12-hour (light/dark) cycle for at least 7 days before the experiment. All mice were fed with normal standard diet containing 14% fat, 21% protein and 65% carbohydrate (5L79; Orient Bio, Inc., Seongnam, Korea). |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | Six-to eight-weeks old female of C57BL/6J, Rag1 <sup>-/-</sup> , CD4Cre, and Prkaa1fl/fl mice were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All mice experiment was approved by Institutional Animal Care and Use Committee (IACUC) of Yeungnam University (Permit number                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

## Ethics oversight

2014-018,2022-041 and 2023-009) and Kangwon National University (KW-220727-2). Mice were housed under specific pathogen-free conditions at the animal facility of Yeungnam University and handled according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) of Yeungnam University and Kangwon National University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Tumor-infiltrating lymphocytes (TILs) were isolated by mincing tumor tissues. Minced tumor tissues were digested using an enzyme mixture containing 0.5 mg/mL of Collagenase D (Cat# 11088866001, Roche Diagnostics, Basel, Switzerland) and 0.02 mg/mL of DNase I (Cat# 10104159001, Roche Diagnostics) in RPMI 1640 medium at 37 °C for 45 min with 200rpm of continuous shaking. They were then passed through 100-µm nylon cell strainers (Cat# 352360, Falcon), and Percoll (Cat# 17-0891-01, GE Healthcare, Chicago, IL, USA) was then used to separate the TILs as previously described.

Human peripheral blood was donated by patients and centrifuged in 3 mL of Histopaque-1077 (Sigma-Aldrich, St. Louis, MO, USA) at 400 × g for 30 min. The upper supernatant plasma layer was collected, and the interphase containing PBMCs was washed thrice with phosphate-buffered saline (PBS).

#### Instrument

BD FACSVers

#### Software

Flowjo version 10

#### Cell population abundance

CD4 and CD8 T cells for invitro tests were obtained from single cells of lymph nodes and spleen by using MACS Technology (Miltenyi Biotec). CD4 and CD8 T cells purity measured by FACS just after MACS sorting was more than 90 %.

#### Gating strategy

Details of gating strategy are represented in supplementary figure 11,12 and 13.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

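CD4 T cells from WT and AMPK KO mice were compared, with 3 samples per group, and every sample was assigned to its group and replicate number from the labels. The paper and the labels give different stimulation times, and both are stated with the data. The grouping, the tests, the rule for named genes, the 19 gene lists and the first group of alternatives below were set before the data were examined. The spread trend of camera is an exception, as stated below.

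The authors deposited values on a log2 scale, made from reads normalized by TMM and CPM, as log2 of the normalized value plus 1. The libraries were QuantSeq 3′ libraries, sequenced and processed by a company (Ebiogen). The paper's text does not name the aligner, the counting tool, the genome build, the annotation or the threshold for differentially expressed genes. Each library lists 23282 genes by symbol, and 35 symbols occur more than once, on 79 lines in all. Up to 100 reads, 100% of the values lay within 0.1 of a whole number of reads, and reads and depths were recovered on this basis.

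The deposited log2 values were used as they are. Genes with a mean of at least 1 over the 6 samples were tested, which gave 11279 genes, with lmFit and eBayes (trend of the spread with the mean) of limma 3.58.1 in R 4.3.3. The model held the genotype only. All limma tests were two-sided, p values were adjusted by Benjamini-Hochberg, and the threshold was an adjusted p of 0.05. Single genes were also tested by an exact two-sided permutation test, for which 0.1 is the smallest p possible. On data simulated from the same samples, 186 of 199 changed genes among 11468 tested (93.5%) were recovered with 13 false calls, and 0 genes were called where nothing had been changed. The simulated changes were at least 2-fold, and every gene had the same relative spread. No differences shared by many genes of a library were simulated there, so these rates need not hold for the real libraries.

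Gene sets were tested with camera of limma, two-sided, with a correlation of 0.01 between genes and the spread trend of the gene model. That trend was set after results with camera's default spread had been seen, in order to match the gene model, and the default is among the alternatives. Each set was tested again with fry, with camera and an estimated correlation (except Xist, a list of 1 gene), and with fgsea 1.28.0 with 10000 permutations. The 19 lists were ER stress genes, XBP1s targets, PERK-ATF4 targets, exhaustion and checkpoint genes, interferon-stimulated genes, early activation genes, markers of B cells, plasma cells, myeloid cells, CD8 T cells, NK cells, erythroid cells, regulatory T cells and T cells, Y-linked genes, Xist, AMPK subunits, and the glycolysis and fatty acid genes of Supplementary Fig. 4f. A further 3 lists, of macrophage genes, neutrophil genes and X-linked genes that escape inactivation, were written after the first results. Reactome pathways came with fgsea and were matched by Entrez identifier for 10701 of the tested genes (94.9%). Pathways with 10 to 500 tested genes entered a one-sided Fisher's exact test. The same pathways were also tested with camera over all their genes, which was not among the tests set beforehand.

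The named genes were Prkaa1, Xbp1 and Pdcd1, the genes of Supplementary Fig. 8b, list members where a list is reported, and the 5 largest rises and 5 largest falls. These last had to pass the adjusted threshold, to show no overlap between the groups and to have a mean above the median of the tested genes. Tnfrsf26 and a few others that the text marks were chosen after their values were seen.

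The first group of alternatives was quantile normalization, no filter, a stricter filter of at least 3, a replicate block, leaving out each library, robust estimation of the spread, other thresholds with 1.5-fold or 2-fold limits, and the other set tests. Those chosen after seeing the data were a correction of each library for GC content of the last 500 bases or for transcript length (loess, span 0.5), limma voom on the recovered reads, scaling to reads outside Rn45s, thinning to equal depth, camera's default spread, and a term for a division of the libraries found in the deviations from the group means. GC content and length were known for 10837 tested genes (96.1%). On simulated data with a GC bias, 0 changed genes were recovered before and 181 after the correction. Trends over genes used those with a mean log2 of at least 4, neighbours were the 10 genes on each side, and 3 reads were taken as the floor.

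Loading and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. GO terms, the gene set of Fig. 6b, immunoglobulin constant genes and the samples cultured in DM were not analysed here.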

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

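The explanations in this part were all put to tests chosen only after the result was seen, while the Y-linked, myeloid, plasma cell and early activation lists themselves were set with the other lists. The lists of macrophage, neutrophil and X-escaping genes were written after the first results, those of macrophage and X-escaping genes before their own values were computed. The paper does not report the results in this part, apart from the rise of Xbp1, which is a member of the plasma cell list.

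Xist drew attention because it was present in the AMPK KO libraries and nearly absent from the WT libraries. Its log2 fold change was 6.13, with 8 to 32 reads in the WT libraries and 1998 to 2876 in the AMPK KO libraries. The 4 Y-linked genes were all lower in AMPK KO, with a median log2 fold change of −1.21 (camera of limma, adjusted p = 2.0e-05 over the 19 lists, and from 8.6e-07 to 0.140 over the alternatives). In the WT libraries Ddx3y had 3158 to 3462 reads and Uty 321 to 441, and in the AMPK KO libraries they had 1296 to 1840 and 224 to 334. The WT libraries thus carry the transcripts of male cells, with almost no Xist, and the AMPK KO libraries carry both Xist and Y-linked transcripts. The paper states that female mice were used, and the labels do not give the sex. A single exchanged library is argued against, since the lowest Xist value in AMPK KO, 7.55, lies far above the highest in WT, 2.16. An exchange of all labels between the groups was not tested. Female cells only in the AMPK KO libraries are argued against as well, because the Y-linked genes stood at a median of 42.8% of their WT level (35.4% to 58.6%). A mixture of male and female cells in the AMPK KO samples is a candidate explanation that these data leave open. The 7 genes that escape X inactivation, 4 of which were higher, had a median log2 fold change of 0.061, against −0.01 for 335 other X-linked genes, and a share of 0.386 of 10000 random X-linked lists reached as high a median. The escaping genes are too few and move both ways, so a mixture and its absence cannot be told apart by this test. Whatever its source, the difference in sex-linked transcripts follows the groups, so the sex of the cells is confounded with the genotype in these 6 libraries.

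Myeloid cell markers stood out as a list, with 18 of 20 genes higher in AMPK KO and a median log2 fold change of 0.99 (camera of limma, adjusted p = 4.2e-09 over the 19 lists, and from 1.6e-13 to 0.140 over the alternatives, where the highest came from an estimated correlation). Of the most abundant members, Csf1r went from a mean log2 value of 7.45 to 8.42 and Ctss from 7.97 to 8.10, whereas S100a8 went from 8.52 to 7.97 and S100a9 from 8.47 to 8.14. A lower share of T cells would raise the genes of every other cell type, and more RNA from neutrophils would raise neutrophil genes. More RNA from neutrophils is argued against by the neutrophil list, with 4 of 14 genes higher and a median log2 fold change of −0.60. Its tests gave 0.00247 in camera before adjustment, 0.0156 in fry and 0.0818 with an estimated correlation. S100a8 and S100a9 belong to the myeloid and the neutrophil list. The neutrophil list also argues against a lower share of T cells as the only change. Other lists go with such a share, as T cell markers had 2 of 15 genes higher and a median of −0.31. Plasma cell, NK cell and B cell markers had 8 of 9, 8 of 9 and 11 of 15 genes higher, and erythroid markers 5 of 9. A part of a lower T cell share thus stays open. More RNA of macrophage-like cells in the AMPK KO libraries is a candidate explanation, and a separate list of 20 macrophage genes that shares none with the myeloid list moved as it requires. Of these, 19 were higher, with a median log2 fold change of 0.85 (camera 4.0e-12 before adjustment, fry 0.00405, estimated correlation 0.0335). Its most abundant genes rose less evenly, as Apoe went from 7.59 to 8.41, Psap from 7.93 to 8.46 and Ctsd from 8.00 to 8.22, while Npc2 went from 9.69 to 9.48. T cells may also express some of these genes, and how many was not measured here. Whether such cells were carried along in sorting or the genotype changed the T cells themselves was not tested.

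Plasma cell markers also stood out, with 8 of 9 genes higher in AMPK KO and a median log2 fold change of 0.96 (camera of limma, adjusted p = 8.8e-06 over the 19 lists, and from 2.3e-06 to 0.110 over the alternatives). The median gene is Xbp1 itself, and 4 of the 9 genes belong to other lists as well, namely Prdm1, Irf4, Xbp1 and Creld2. Irf4, the most abundant member in WT, went from 7.00 to 6.65, and Jchain, the most abundant in AMPK KO, from 5.90 to 8.5. For the rise of Xbp1, RNA of plasma cells in the AMPK KO libraries is a candidate explanation, since the log2 fold change of Jchain was 2.60. Immunoglobulin constant genes were not analysed here, and T cells may express Xbp1 themselves, so plasma cell RNA and a change within the T cells cannot be told apart. The division of the libraries described next is a further candidate for part of that rise, and with it as a term the log2 fold change of Xbp1 was 0.62. After the correction for GC content it was 0.89. Neither value decides the question, because each differs from the 0.96 of the deposited values by less than the SD of Xbp1 between samples.

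Gdpd3 had the largest rise among genes above the median expression, with a log2 fold change of 6.97, from 13 to 57 reads in the WT libraries and 5630 to 7511 in the AMPK KO libraries. Tnfrsf26, chosen after its values were seen, had 273 to 334 reads in the WT libraries and 0 in every AMPK KO library, which makes it at least 116-fold lower. Each gene is overlapped by a gene on the opposite strand, and strand use in counting is not known. Such complete differences might come from a segment of another mouse strain carried with the targeted locus or elsewhere in the genome. The neighbours of both genes together were past the threshold more often than other genes by a margin that chance could give (one-sided Fisher's exact test, p = 0.0594, with 2 of 20 neighbours of Gdpd3 and 3 of 18 of Tnfrsf26). For Prkaa1 the same Fisher's exact test gave p = 0.248, with 2 of 17 neighbours. The neighbours are few, so a strain segment and an effect of the genotype cannot be told apart for these genes.

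A division of the libraries that crosses the groups was seen when all 10 ways of dividing the 6 libraries into 3 and 3 were compared. WT 1, WT 3 and AMPK KO 2 differed from WT 2, AMPK KO 1 and AMPK KO 3 in 197 genes, while the other 8 divisions that are not the genotypes gave 0 genes, with 149 to 299 genes at an unadjusted p under 0.05. The first component of the deviations from the group means held 59.8% of their variance and the next 16.4%. The trend with GC content follows the division, as the Spearman correlation of each library's deviations with GC content was 0.11, 0.17 and 0.39 in WT 1, WT 3 and AMPK KO 2 and −0.24, −0.24 and −0.31 in WT 2, AMPK KO 1 and AMPK KO 3 (5943 genes). GC content is argued against as the whole cause, because 158 genes remained past the threshold across the division after the correction for it, and a part in it stays open. A difference in T cell stimulation between the libraries is a candidate explanation. Of 19 early activation genes, 14 were higher in WT 2, AMPK KO 1 and AMPK KO 3, with a median log2 difference of 0.19 (camera 0.000221 before adjustment, fry 0.0283, estimated correlation 0.0801). That list was written before the libraries were seen, but Nr4a1, Dusp2 and Ier2 had already been noticed among the genes of the division. The time and handling of each library are not given, and no biological explanation other than stimulation was tested.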

How the results depend on the processing

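Of the tests in this part, the corrections for GC content and length, the term for the division of the libraries, voom on recovered reads, scaling outside Rn45s, equal depth and camera's default spread were chosen only after the result was seen. The direction of Prkaa1, Xbp1 and Pdcd1, and of the 10 genes with the largest changes, held in all 16 alternatives run for each. The Reactome set Cellular responses to stress kept its direction and stayed above the threshold in all 20 alternatives, between 0.0958 and 0.960. The causes of the changes below were not tested unless stated.

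The count of 637 genes different between AMPK KO and WT fell to 308 without the filter on low values, where more genes are tested, and 280 of the 637 were among them. It was 2405 at an unadjusted p, 1639 at an unadjusted p with at least 1.5-fold, and 281 at an adjusted p with at least 2-fold, which follows from the thresholds. It rose to 1428 with the term for the division of the libraries, which included all 637, and that term also raised the number of Reactome pathways from 11 to 38. With voom the pathways numbered 26. Scaling to reads outside Rn45s gave 718 genes, 32.2% of them higher, and equal depth 713, 33.0% of them higher, against 45.1% for the deposited values. The share higher was 57.7% with the 2-fold limit and 56.2% at an unadjusted p with at least 1.5-fold. It was 55.9% without WT replicate 1, 54.9% without WT replicate 2, 54.1% without WT replicate 3 and 53.3% without AMPK KO replicate 2, but 42.2% without AMPK KO replicate 1 and 41.8% without AMPK KO replicate 3, so which direction holds more genes depends on the samples and the threshold. From 127 to 1243 genes and from 1 to 34 pathways were found across the 6 fits that each left out a library. The lowest came without WT replicate 1, with 126 of the 637 genes among its 127, and the highest without AMPK KO replicate 2, with 602 of them.

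With the replicate block, the count was 102, all of them among the 637, and the number of Reactome pathways was 0, with 18 at an unadjusted p under 0.05. Camera under the replicate block gave 0.920 for the unfolded protein response set and an adjusted p of 0.970 for early activation genes, both with the direction reversed, and an adjusted p of 0.0460 for interferon-stimulated genes. The replicate numbers do not pair the samples, since the deviations of same-numbered samples correlated across genes at −0.08, −0.32 and −0.16.

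Xbp1 had a log2 fold change of 0.62 with the division as a term and from 0.71 to 1.32 when libraries were left out, and it passed the adjusted threshold with that term and without WT replicate 2 or AMPK KO replicate 2. Pdcd1 ranged from 1.38 to 1.95, and without AMPK KO replicate 1 its adjusted p was 0.0529. The ER stress genes of Supplementary Fig. 8b moved as a list under 0.05 with quantile normalization at 0.0263, the stricter filter at 0.0424 and fry at 0.0321, and ranged from 0.0298 to 0.133 when libraries were left out. With camera's default spread it was 0.0833. Of the 19 lists, 9 passed the adjusted threshold, 9 did with fgsea and 10 with fry, but 0 did with an estimated correlation, where 5 had an unadjusted value under 0.05. The estimated correlation was not run for Xist, which is a list of 1 gene.

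The unfolded protein response set, near 0 in either direction, reversed without the filter at 0.861, with voom at 0.996, outside Rn45s at 0.907, at equal depth at 0.890, with fry at 0.813, with fgsea at 0.692 and with camera's default spread at 0.827, and ranged from 0.687 to 0.986 when libraries were left out. Among single ER stress genes, Sil1 reversed to −0.010 with quantile normalization, −0.00078 after the GC correction, −0.13 after the length correction, −0.054 outside Rn45s and −0.069 at equal depth. Sec61a1 reversed to −0.017 outside Rn45s and at equal depth, Gosr2 to −0.0070 at equal depth, and Stt3a to −0.063 and Sec24c to −0.051 with the division as a term. When libraries were left out, Sil1 ranged from −0.20 to 0.30, Sec61a1 from −0.088 to 0.17, Gosr2 from −0.032 to 0.24, Stt3a from −0.074 to 0.44, Sec24c from −0.069 to 0.37 and Sec31a from −0.016 to 0.22.

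Lists far from the threshold also reversed, given here by adjusted p. Early activation genes did so without the filter at 0.951, after the GC correction at 0.997, after the length correction at 0.872, with the division at 0.418, outside Rn45s at 0.991, at equal depth at 0.993, with fry at 0.900, with fgsea at 0.379 and with camera's default spread at 0.979. Regulatory T cell markers shared the values without the filter, after the length correction, outside Rn45s, at equal depth and with camera's default spread. Erythroid markers reversed at 0.842 with quantile normalization and 0.755 after the length correction, AMPK subunits at 0.951 without the filter and 0.972 with fgsea, and fatty acid genes at 0.895 with the stricter filter, 0.872 after the length correction, 0.899 with the division, 0.993 at equal depth and 0.971 with fgsea. Leaving out libraries gave from 0.245 to 0.965 for early activation, from 0.278 to 0.972 for erythroid, from 0.595 to 0.983 for regulatory T cell, from 0.777 to 0.998 for AMPK subunit and from 0.683 to 0.972 for fatty acid genes.

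The single ER stress genes other than Xbp1, the 10 genes with the largest changes and the lists other than the ER stress list make up 45 results with 791 values over the alternatives. Of these values, 695 stayed on their side of the threshold with the same direction, 25 passed the threshold, 13 lost it and 58 reversed, which include the reversals given above other than those of the unfolded protein response set. A change of pseudocount did not apply, since the values are on a log2 scale already. Robust estimation gave 738 genes, with Xbp1 still the largest change of the 18 ER stress genes and 0 of them past the adjusted threshold, and it is not among the alternatives of the other results. At the depths of these libraries, genes at or under 3 reads in a group allow only bounds on a fold change.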

Differences from the paper's values

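No tests in this part were chosen after the result was seen, apart from the settings named so below and the spread trend of camera. With camera's default spread, the ER stress list gave 0.0833 before adjustment. The unfolded protein response set gave 0.827, with the direction reversed. The paper states that most ER stress genes were upregulated, and about 15 of the 19 genes in Supplementary Fig. 8b, read by eye, are higher in AMPK KO, against 15 of 18 here.

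The paper states that the response to stress was the most enriched GO term among genes upregulated in AMPK KO. The Reactome pathway Cellular responses to stress, which stands in for that term, had an adjusted p of 1 in the one-sided Fisher's exact test and 7 of its 186 tested genes among the higher genes. Cytokine Signaling in Immune system ranked first. The genes of the GO term were not compared with those of the Reactome stress pathway, so these values do not test the GO result itself. The lowest adjusted p of the stress pathway over the alternatives was 0.676, without AMPK KO replicate 2, and no alternative placed it under 0.05.

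The paper states that GSEA found the response to ER stress enriched in AMPK KO. The ER stress genes of Supplementary Fig. 8b gave 0.0582 as a list in camera, before adjustment, and the Reactome unfolded protein response set 0.999. For the ER stress list, the alternatives set before the data were examined that fell under 0.05 were quantile normalization at 0.0263, the stricter filter at 0.0424, fry at 0.0321, and leaving out WT replicate 2 at 0.0374 or AMPK KO replicate 2 at 0.0298. No alternative brought the unfolded protein response set under 0.05, and its lowest was 0.543 with the stricter filter.

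The paper states that Xbp1 was highly upregulated. For Xbp1 in AMPK KO and WT samples, the log2 fold change was 0.96 with an adjusted p of 0.101 in limma. Before adjustment, the limma p was 0.0103. The adjusted p fell under 0.05 without WT replicate 2 (0.0347) or AMPK KO replicate 2 (0.0057), both set before the data were examined. It also did with the division of the libraries as a term (0.0491), which was chosen after seeing the values. The paper also reports a rise of total XBP1 and XBP1s by real-time PCR, which was not re-analysed here.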

Other observations

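The tests of Pdcd1 and of the gene lists in this part were set with the main tests, and the tests of explanations for the count of genes and of the trend with transcript length were chosen only after the result was seen. The spread trend of camera was also set after results with its default spread had been seen.

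Of the 10 divisions of the 6 libraries into 3 and 3, only 1, that of WT against AMPK KO, gave as many as 637 genes. With 10 divisions the share cannot fall under 0.1, so this count does not decide on chance either way. Technical explanations were tested for the 637 genes, and those below are argued against as the whole cause. After the correction for GC content 868 genes passed the threshold, and after the correction for transcript length 613 did. At equal depth outside Rn45s there were 713, and with scaling to reads outside Rn45s 718. These settings change only depth and scaling. They do not bear on any other difference between the libraries that follows the groups, as the share of Rn45s does, and none was tested. Genes of the X and Y chromosomes alone are also argued against, since 96.5% of the genes with a known chromosome (581 of 602) were autosomal. A difference in cell composition, as for the markers of other cell types, the sex of the cells, whose effects need not be limited to those chromosomes, and the genotype all stay open. Rn45s itself had a log2 fold change of −1.33 (limma, adjusted p = 0.0642), lower in all 3 AMPK KO samples.

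Pdcd1, the gene of PD-1, had log2 values of 3.12, 3.54 and 2.41 in WT and 4.82, 4.70 and 4.62 in AMPK KO, with means of 3.02 ± 0.57 and 4.71 ± 0.10 (SD, n = 3). The log2 fold change was 1.69 (standard error 0.31, adjusted p = 0.00669 in limma), and all 3 AMPK KO samples lay above all 3 WT samples (exact two-sided permutation test, p = 0.1). Over the alternatives the adjusted p ranged from 0.000496 to 0.0529, the highest without AMPK KO replicate 1. The paper shows PD-1 protein in these cells. Of the checkpoint and exhaustion list, 11 of 15 genes were higher, with a median log2 fold change of 0.54 (camera of limma, adjusted p = 0.0058), and from 0.000248 to 0.309 over the alternatives, and the call was lost with fry at 0.0560. Havcr2 had a log2 fold change of 1.30 (limma, adjusted p = 0.0441, from 0.0310 to 0.175 with single libraries left out).

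Of the other lists, XBP1s targets had 18 of 25 genes higher and a median log2 fold change of 0.31 (camera of limma, adjusted p = 0.00813, fry 0.0196, from 0.00188 to 0.140 over the alternatives), with 5 genes shared with the ER stress list. Among them Creld2 rose by 1.58 (limma, adjusted p = 0.0369) and Manf by 1.14 (limma, adjusted p = 0.0352). With single libraries left out, the adjusted p in limma ranged from 0.0108 to 0.161 for Creld2 and from 0.00596 to 0.180 for Manf. PERK-ATF4 targets had 14 of 18 genes higher and a median of 0.40 (adjusted p = 0.0145, fry 0.00807, from 0.00445 to 0.156 over the alternatives), and the call was lost without the filter (0.0578), with the stricter filter (0.156), with scaling outside Rn45s (0.0515), without AMPK KO replicate 2 (0.0559) and with an estimated correlation (0.140). Slc7a11 rose by 1.95 (limma, adjusted p = 0.0163, from 0.0113 to 0.102 with single libraries left out). CD8 T cell markers had 7 of 7 genes higher with a median of 0.62 (adjusted p = 7.5e-05, from 3.1e-05 to 0.140 over the alternatives), of which 3 also belong to the NK list, with Ccl5 going from 6.49 to 8.22 and Cd8b1 from 7.45 to 7.83. T cell markers had 2 of 15 genes higher with a median of −0.31 (adjusted p = 7.5e-05, from 8.2e-06 to 0.110 over the alternatives), with Cd3d going from 9.45 to 9.14. Cd4 went from 6.69 to 6.33, below Cd8b1 in both groups. NK cell markers had 8 of 9 higher with a median of 0.45 (adjusted p = 0.0750), B cell markers 11 of 15 with 0.14 (0.0559), interferon-stimulated genes 6 of 20 with −0.25 (0.0570, fry 0.0145), and glycolysis genes 8 of 9 with 0.39 (0.0750, fry 0.0363). Erythroid markers had 5 of 9 higher with a median of 0.04 (0.890), regulatory T cell markers 4 of 11 with −0.06 (0.988), early activation genes 11 of 19 with 0.24 (0.988), AMPK subunits 6 of 8 with 0.07 (0.975) and fatty acid genes 4 of 11 with −0.06 (0.975). Several lists above the threshold passed it under some alternatives. Interferon-stimulated genes did so with quantile normalization (0.0416), no filter (0.0372), the GC correction (0.0438), the length correction (0.0251), camera's default spread (0.0394) and without WT replicate 1 (0.0334), and ranged up to 0.184 over the alternatives. As a list they were lower in AMPK KO, while the Reactome interferon pathways held more of the higher genes than chance gives. B cell markers passed with quantile normalization (0.0215), the stricter filter (0.0429), the division of the libraries as a term (0.00336), and without WT replicate 1 (0.0318), AMPK KO replicate 1 (0.0264) or AMPK KO replicate 3 (0.0102), and ranged up to 0.411. NK cell markers passed with the stricter filter (0.0138) and without WT replicate 2 (0.00464), and ranged up to 0.424. Glycolysis genes passed with the stricter filter (0.0345), the division as a term (0.0335) and without WT replicate 1 (0.0454), and ranged up to 0.284. The calls that held under fry were those of camera apart from the exhaustion list, and under an estimated correlation none of the calls held, apart from Xist, a list of 1 gene for which it was not run.

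The log2 fold change fell with transcript length, with a Spearman correlation of −0.30 across 5943 genes, which are not independent replicates. Over all 10837 tested genes of known length, which include those with lower values, the median was 0.19 among the shortest 1086 and −0.18 among the longest 1082. Leaving out any sample gave −0.38 to −0.17. Among the 10 divisions of the libraries, 4 gave a trend at least as strong, counting that of the genotypes, so a trend by chance may be the source. AMPK KO sample 2 alone and other sources cannot be told apart, since the correlation of −0.17 without it lies within the range of the other divisions. No biological explanation was tested.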
